# Electrotaxis of Glioblastoma and Medulloblastoma Spheroidal Aggregates

**DOI:** 10.1038/s41598-019-41505-6

**Published:** 2019-03-29

**Authors:** Johnathan G. Lyon, Sheridan L. Carroll, Nassir Mokarram, Ravi V. Bellamkonda

## Abstract

Treatment of neuroepithelial cancers remains a daunting clinical challenge, particularly due to an inability to address rampant invasion deep into eloquent regions of the brain. Given the lack of access, and the dispersed nature of brain tumor cells, we explore the possibility of electric fields inducing directed tumor cell migration. In this study we investigate the properties of populations of brain cancer undergoing electrotaxis, a phenomenon whereby cells are directed to migrate under control of an electrical field. We investigate two cell lines for glioblastoma and medulloblastoma (U87mg & DAOY, respectively), plated as spheroidal aggregates in Matrigel-filled electrotaxis channels, and report opposing electrotactic responses. To further understand electrotactic migration of tumor cells, we performed RNA-sequencing for pathway discovery to identify signaling that is differentially affected by the exposure of direct-current electrical fields. Further, using selective pharmacological inhibition assays, focused on the PI3K/mTOR/AKT signaling axis, we validate whether there is a causal relationship to electrotaxis and these mechanisms of action. We find that U87 mg electrotaxis is abolished under pharmacological inhibition of PI3Kγ, mTOR, AKT and ErbB2 signaling, whereas DAOY cell electrotaxis was not attenuated by these or other pathways evaluated.

## Introduction

Primary brain and nervous system cancers represent only a small proportion (1.4%) of total cancer incidence, however, these cancers are involved in proportionally twice as many cancer mortalities (2.8%) with a mere 65% 5-year survival rate^1^. Persons with the most common pediatric brain malignancy, medulloblastoma, fare only slightly better than average, with a 71.9% 5-year survival, though the most common adult brain tumor, glioblastoma multiforme (GBM), incurs a mere 5.1% 5-year survival rate^2^. These dismal survival rates are due in part to a lack of available therapies for cancers in neural tissues, as the brain is a particularly difficult organ to treat. The brain has several eloquent, inoperable regions, and these cancers often disseminate and disperse deep into neural tissue, forming micro-satellites that make surgical resection difficult and often impossible^3,4^. Even if resection is possible, recurrence is common, due to an inability to completely resect invasive fronts penetrating beyond the primary tumor core^5,6^. Chemotherapy is also hindered in the brain, as transport is restricted by physiological barriers to the blood stream^7^. Even with continual advances in drug discovery and delivery technologies that have substantially improved outcomes in systemic cancers, there has been disappointingly little impact on tumors of the brain. Thus, there is an urgent need to innovate new strategies to safely manage or treat brain cancers and therein a substantial need for a better understanding of how brain tumor dissemination can be limited or controlled. Here, we look to electrical fields and their influence on cellular behavior as a means to control tumor dispersion, using the regime of low field-strength direct current, wherein electrotaxis occurs.

Electrotaxis (sometimes referred to as galvanotaxis), is the phenomenon whereby application of a low voltage, direct current electrical field (dcEF) provides a cue to direct a cell to move of its own volition^8,9^. The concept of a non-contact force being able to direct a cell’s motility is potentially interesting for brain cancer therapy when you consider that controlling tumor dispersion–or possibly undoing it–could be a major boon to the management of brain tumors.

Electrotaxis has been observed as an endogenous response to physiologically-generated electric fields (3–500 V/m) occuring during wound healing, neural development, and cancer invasion, as part of the ensemble of numerous, simultaneous, chemical and physical cues in each process^10–14^. Upon application of a dcEF, the phenomenon has been observed in myriad cell types, over a range of fields strengths, leading to a variety of cell-type specific responses that as of yet have no generalizeable, unifying mechanism^15,16^. Applied fields in this range have been studied extensively^15^, and have broadly shown no negative impact on cell viability (as the fields are outside of the range that would disrupt cell membranes or produce joule heating^17^) and thus may be useful in a therapeutic strategy to differentially impact cells that exhibit electrotaxis from those that do not. This also makes the strategy distinct from another recent cancer electrotherapy, tumor-treating fields^18^, whereby, an alternating EF is used and the effect on cell viability is frequency dependent and requires fields that alternate in the 100–300 kHz range.

For cancer research, electrotaxis was first explored as a way to characterize the metastatic potential of cells^19^, with further research showing the trend of more metastatic cells having stronger electrotactic response toward a cathode (the negative source electrode)^20–22^ and in some cases, weakly metastatic cells of the same ilk, having a diminished response in the opposite direction relative to the applied field, i.e., toward an anode (the positive source electrode).

Brain cancers, however, have been studied in only a few recent electrotaxis studies, with a focus mainly on mechanistic studies. 2-dimensional (2D), sparsely plated human glioblastoma multi-forme (GBM) cells (U251 and U87 mg) and C6 rat glioma cells have been found to electrotax toward the cathode and stimulated the production of hydrogen peroxide and superoxide^23,24^. Recently, Huang, *et al*., showed that the directional effect may be further altered by substrate or plating conditions. After observing a variety of brain-tumor-initiating cells with an anodal electrotactic preference on 2D substrates, these same cells were plated in a 3-dimensional (3D) matrix of hyaluronic acid and collagen, wherein the electrotactic response of the brain-tumor-initiating cells reversed toward the cathode, but the authors presented no further evidence as to why this had occurred^25^.

It remains unclear, given any particular cell, whether it will electrotax, or in which direction it will move, and given the startling finding that substrate or plating conditions may dramatically alter the electrotactic response, there is a need for more studies and electrotactic platforms that expand beyond the traditional, short-term, 2D, single cell format.

### Establishment of a population-density, 3-dimensional, electrotaxis system using brain cancer spheroidal aggregates

Much of the previous work on electrotaxis has been focused on single-cell responses on 2D substrates, however, when cancerous tissues grow or invade in tissues, they may also do so as a collective or in 3D^26^. There have been few studies of electrotaxis at population or tissue densities. Babona-Pilipos, *et al*. studied neurospheres of subependymal neural precursors plated on a 2D substrate, but only analysed cells that had migrated sufficiently far from the rest of the neurosphere cohort^27^. Cohen, *et al*., developed methods to track individual cells in epithelial sheets of arbitrary geometries, as a way to piece apart the varied electrotactic responses of leader and follower cells^28^. Lalli & Asthagiri showed, using densely-packed 2D cultures of mammary epithelial cells, that collective migration was more sensitive to dcEF (responding to 50% weaker fields than dispersed cells), yet the resulting electrotactic alignment occurred with slower dynamics^29^. One limitation to most population studies is that few cells truly form populations in 2D.

3D electrotaxis studies have thus far been limited due to inherent technical difficulties, but there have been a couple attempts of note. Zhang, *et al*., showed that dispersed human induced-pluripotent stem cells that were typically stationary in a 3D matrix, responded cathodally to a physiological-level dcEF^30^. Zhao, *et al*., developed a clever, high-throughput method of assaying cells in arrays of 3D agarose droplets with Dictyostelium cells, though this method has yet to be attempted for mammalian cell culture^31^. Spheroids have also been used as a 3D format though the studies have not included a 3D substrate and the spheroids have not been assessed for collective migration^27,32^. Most recently, the above-mentioned study by Huang, *et al*., on brain-tumor initiating cells that had differing electrotactic responses in 3D and 2D, highlights the need for more studies that consider experiments more than just 2D, single cell assays^25^.

To provide a platform for 3D electrotaxis, we have attempted to marry the standard tumor invasion assay^33^ with previous work on standard electrotaxis assays^34^. The design principles we chose to build for were: (i) flexible configuration, to allow many potential plating options; (ii) simplicity in fabrication; (iii) capability for long-term (>4 h) experiments; and (iv) ability to analyze population-level changes without live-cell microscopy. We developed a system designed from standard 6-well tissue culture plates, replaceable salt bridges, and simple dcEF sources to allow for constant incubation (Fig. 1a). Apart from the single-cell tracking experiments, we developed a facile analytical method to allow for analysis of population behavior without the need for live-cell imaging.

**Figure 1:**
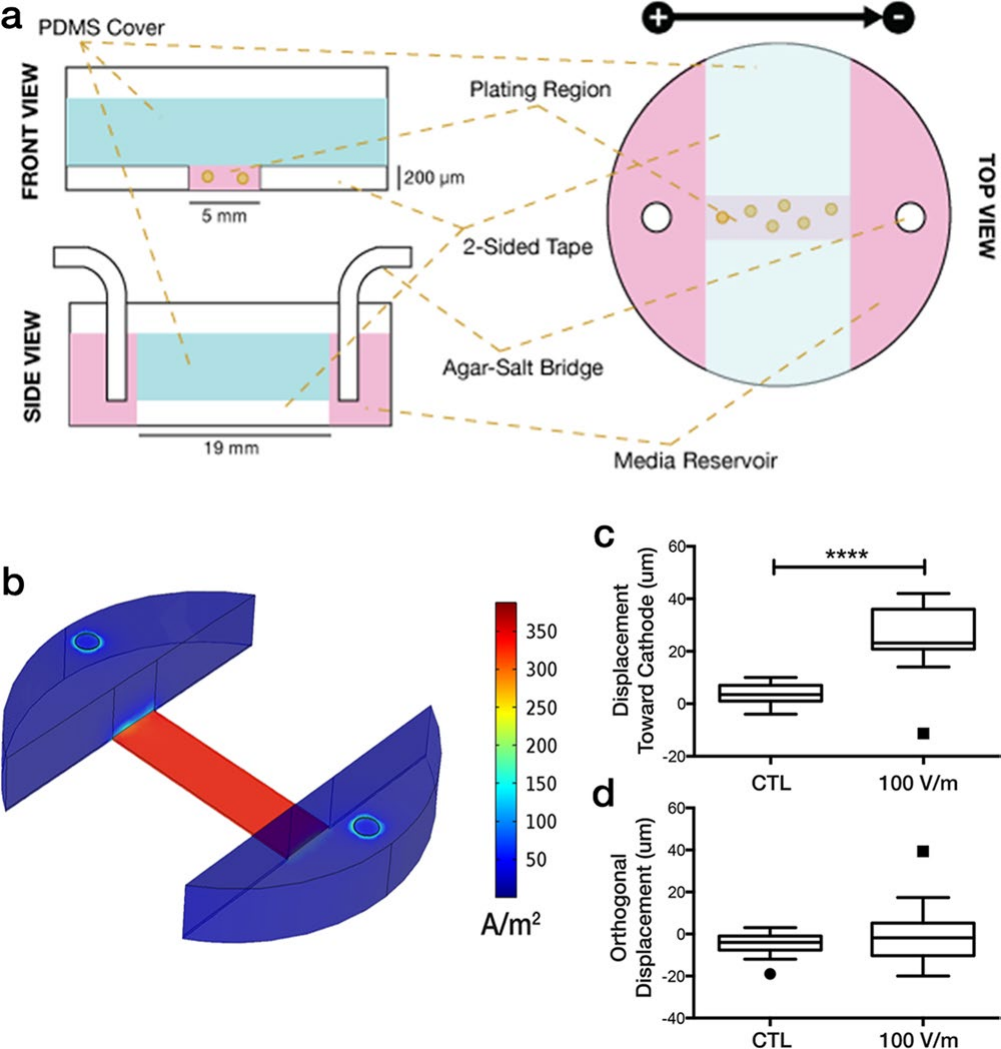
Design of our electrotaxis system. (**a**) Schematic of electrotaxis channel construction. (**b**) Computation validation using COMSOL with I_set_ = 330 μA (**c**,**d**) Biological validation using MatLyLu single cell tracking. Cells were tracked over 2 h for both no electrical field (CTL, n = 20) and under dcEF equivalent to 100 V/m (n = 22) for (**c**) displacement along the electrical field lines toward the cathode; and (**d**) displacement along the axis orthogonal to the electrical field. ****p < 0.0001 by Student**’**s t-test, two-tailed.

Our custom electrotaxis chambers were validated computationally, using COMSOL Multiphysics, to verify that a consistent current density would be applied within the plating channel (Fig. 1b). Subsequently, we were able to reproduce previous results using the MatLyLu cell line that is known to electrotax toward a cathode (Fig. 1c,d)^19^. We were able to show results similar to those found in Djamgoz, *et al*.: after 2 h of exposure to a 100 V/m electrical field, MatLyLu cells moved over twice as much as unexposed cells. The control cells also had only a small net displacement (3.95 ± 3.86 μm) compared to exposed cells that were significantly more attracted to the cathode (26.11 ± 11.75 μm) (Fig. 1c). Comparison of the net field-orthogonal displacement, which should not be affected by an electrical field, resulted in no significant difference (Fig. 1d). *Note: the particular methods and dimensions we used are detailed in the methods section, however, these can be readily adjusted, as long as the cross-sectional geometry of the plating channel is consistent, and the channel is long enough to establish a region of consistent current density (verified by COMSOL modeling in our case)*.

We next used this platform to explore the electrotactic behavior of brain cancer cells in 3D. Using the Aggrewell method we produced spheroidal aggregates for embedding in growth-factor reduced Matrigel. Images of the aggregates were collected over time and used to measure the outmost growth of each of their four frontiers aligned to the electrical field: cathodal, anodal, orthogonal and orthogonal’ (Supplementary Fig. S1). Using these frontiers, we also defined the cathodal bias (the difference of cathodal to anodal frontier growth) and as control, an orthogonal bias (the difference of the orthogonal to orthogonal’ frontier growth).

For our 3D electrotaxis screening, we used human U87 mg cells, a widely used model of glioblastoma that has been previously studied for 2D electrotaxis^23,25^. Under an 8 h dcEF, our 3D U87 mg aggregates yielded a significant difference for both the cathodal frontier (for 250 V/m dcEF relative to control, p = 0.0142) and the overall cathodal bias (for both 100 and 250 V/m dcEF conditions relative to control, p = 0.0448 and p < 0.0001 respectively) (Fig. 2a–c) showing a mean cathodal bias of 68 ± 16 μm for 250 V/m, for 100 V/m, 37 ± 20 μm and 6 ± 12 μm for controls (mean ± s.e.m.). The cathodal bias for 100 V/m and 250 V/m were also found to be significantly field-strength-dependent and different for the two applied fields (p = 0.0448). The anodal frontier was not significantly different, though the mean response did decrease with increased voltage. However, what the conservative bounding box method does not capture is that the bulk of the aggregate has shifted while leaving behind trailing pseudopodia or immobile cells that are included when we demarcate frontiers. Extending the dcEF exposure to 24 h also maintains the cathodal response, with the aggregates exhibiting a significant difference in both cathodal frontier shift (p = 0.0002) and cathodal bias (p < 0.0001) relative to controls (Fig. 2d).

**Figure 2:**
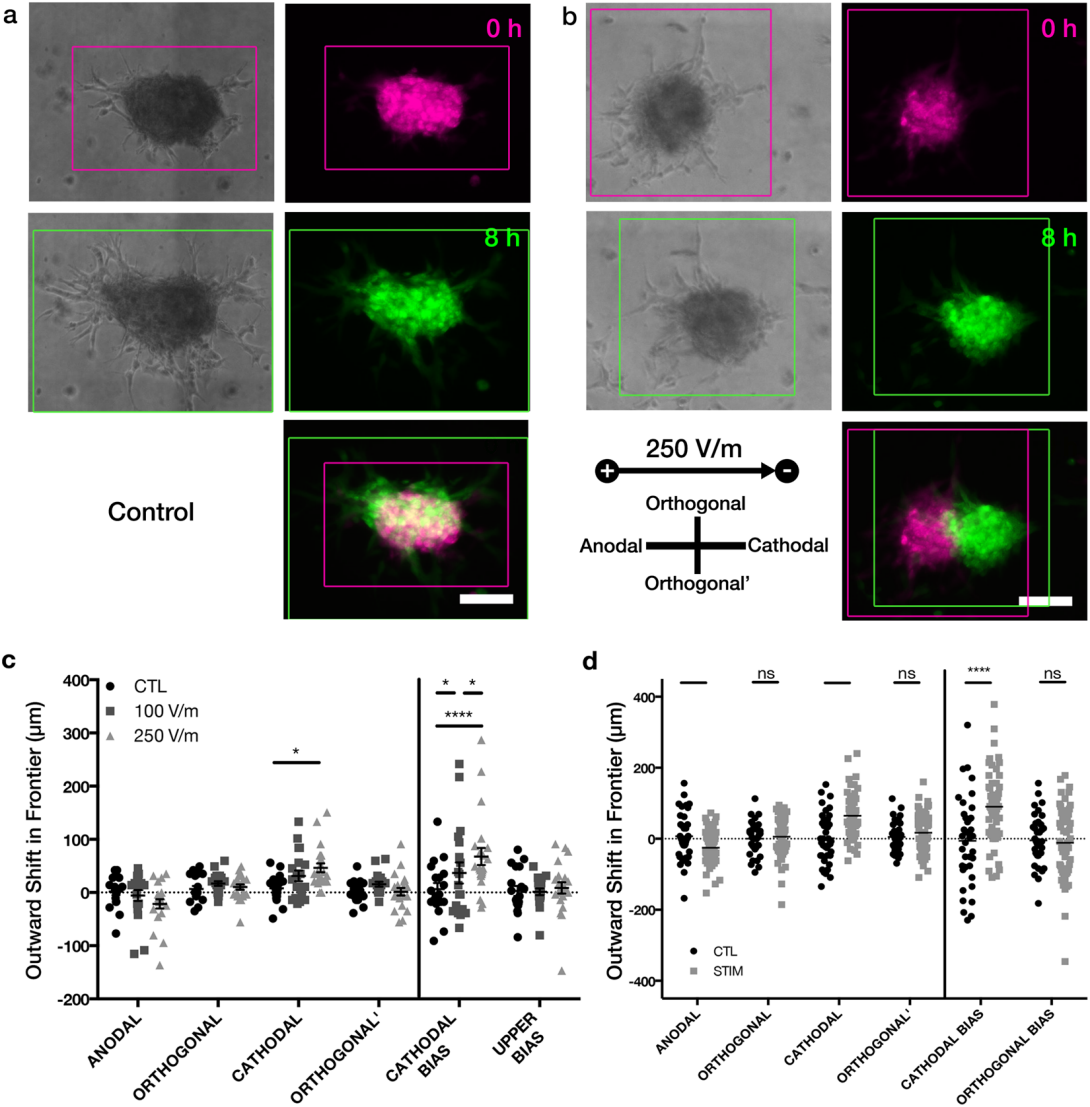
U87 mg spheroidal aggregates exhibit cathodal electrotaxis. (**a**) GFP + U87 mg control (no dcEF) aggregates showing no bias in growth direction after 8 h. (**b**) GFP + U87 mg aggregates exposed to 250 V/m dcEF exhibiting cathodal bias, detectable within 8 h. (**a**,**b**) are pseudo-colored for time = 0 (pink), time = 8 h (green). (**c**) Quantitative assessment of the outward shift of aggregate frontiers after 8 h for no electrical field (CTL, n = 19), 100 V/m (n = 19), and 250 V/m (n = 22). For cathodal frontier: *p = 0.0142; for cathodal bias: *p = 0.0448, ****p < 0.0001; by Two-way ANOVA and Holm-Sidak post-hoc test. Mean ± SEM shown. (**d**) Quantitative assessment of the outward shift of aggregate frontiers after 24 h for U87 mg with no dcEF (CTL, n = 39) or 250 V/m (STIM, n = 56). **p = 0.0032; ***p = 0.002; ****p < 0.0001; by Two-way ANOVA and Holm-Sidak post-hoc test. Scale: 150 μm.

We next applied dcEFs to spheroidal aggregates of DAOY cells, a commonly used human cell line model for medulloblastoma. After just 8 h of 250 V/m dcEF exposure, these aggregates exhibited a significant (p < 0.0001) difference in cathodal bias, yet unlike the U87 mg cells, the movement was toward the anode (−69 ± 12 μm) relative to controls (−9 ± 8 μm) (Fig. 3a). For the DAOY aggregates, the outward movement of the anodal frontier (34 ± 9 μm) was larger, but not statistically different than in the controls (20 ± 9 μm), however the difference in outward growth of the cathodal frontier was significant (−35 ± 10 μm relative to 11 ± 5 μm in controls). This suggests that there may be stronger sensing, or perhaps a repulsive effect, of the dcEF at the trailing end of the DAOY aggregates. The bulk of the cathodal bias in the U87 mg aggregates also came from the change in the cathodal frontier, but with a different polarity of response.

**Figure 3:**
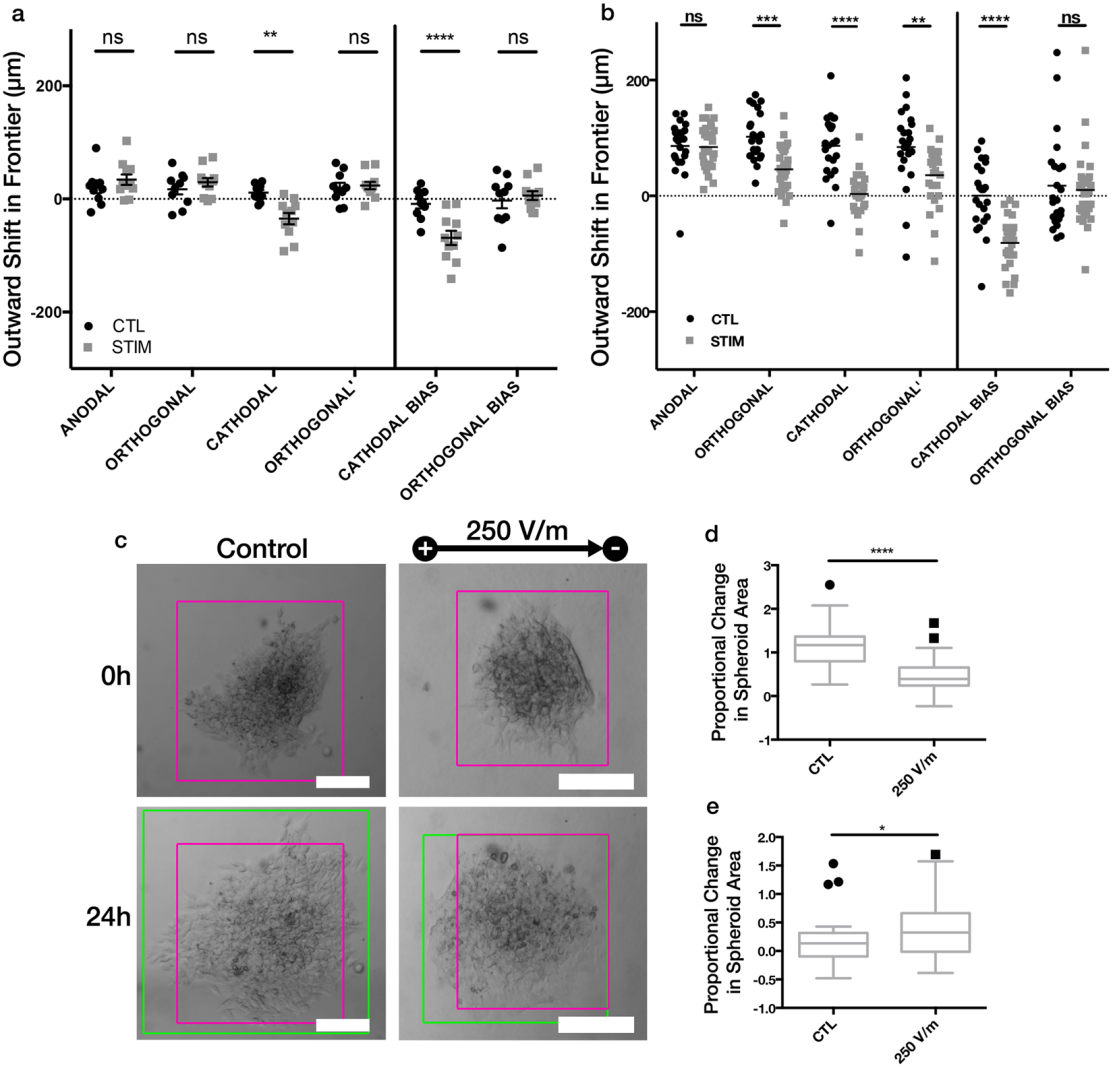
DAOY spheroidal aggregates exhibit anodal electrotaxis. (**a**) Quantitative assessment of the outward shift of aggregate frontiers after 8 h for no electrical field (CTL, n = 10) and 250 V/m (STIM, n = 11). **p = 0.0032; ****p < 0.0001; by Two-way ANOVA and Holm-Sidak post-hoc test. Mean ± SEM shown. (**b**) Quantitative assessment of the outward shift of aggregate frontiers after 24 h for DAOY with no dcEF (CTL, n = 23) or 250 V/m (STIM, n = 29). **p = 0.0032; ***p = 0.0007; ****p < 0.0001; by Two-way ANOVA and Holm-Sidak post-hoc test. (**c**) Example spheroid morphology before and after experiment, with and without 250 V/m dcEF for DAOY spheroidal aggregates after 24 h. Bounding boxes are colored for time = 0 (pink), time = 24 h (green). (**d**,**e**) Proportional change in spheroid area from time = 0 to time = 8 for (**d**) DAOY, and (**e**) U87 mg spheroidal aggregates. *p = 0.0133; ****p < 0.0001; by One-way ANOVA and Holm-Sidak post-hoc test. Mean ± Tukey box plots shown. Scale: 200 μm.

With an extended dcEF exposure for 24 h, the DAOY aggregates, like their 8 h counterparts, exhibit a significant difference relative to controls in outward growth of cathodal frontier (p < 0.0001) but not the anodal frontier, yet maintain their anodal bias (−81 ± 8 μm relative to 0 ± 12 μm in control, p < 0.0001) (Fig. 3b,c). One major difference to the 8 h experiments is that the DAOY aggregates now exhibit significant retraction in the orthogonal frontiers, which results in a significantly smaller spheroidal area after 24 h (p < 0.0001) (Fig. 3d), whereas, for the U87 mg cells, the area of the aggregate bounding box is significantly larger than the control (p = 0.0133), seen as an elongation parallel the dcEF field lines (Fig. 3e).

Given these electrotactic responses, we next investigated possible mechanistic pathways by which U87 or DAOY cells respond to electric fields. Currently, there is still no general consensus on how a dcEF is sensed, how an electrotactic direction is determined, nor how the directional persistence is maintained. In our opinion, the literature on a mechanistic understanding of tumor cell electrotaxis is somewhat under developed, and the application of contemporary transcriptomic methods may serve to improve our understanding.

### Determination of electrotaxis-elicited phenotypes using high-throughput qRT-PCR and RNA sequencing

Directed cell migration and the mechanisms that underlie its processes are complex, multimodal, and often cell-specific—electrotaxis is no different^15,16,35^. The individual mechanisms that have been studied or found to be in some way involved in electrotaxis have been broad and difficult to generalize from: e.g., alternatively-spliced channel expression^20^, inositol-phospholipid signalling^36^, growth-factor receptor electro-polarization^37^, purinergic receptors^38^, lipid rafts^39^, and glycocalyx bending^40^.

While there exist many studies focused on a small number of or single targets, few broad signaling scans on cells undergoing electrotaxis have been performed. In their study of lung cancer electrotaxis, Huang, *et al*., ran microarray analyses finding 431 gene probes (out of 54,675) to be significantly different after dcEF application, with the most significantly represented signaling pathways being those for adherens and tight junctions, and hTerc transcriptional regulation^41^. Li, *et al*., included a 60-protein phosphorylation antibody array in their study, which had directed them to their consequent inquiry into dcEF-mediated effects on the ERK pathway^23^. Barcoded Dictyostelium mutants have also been used as a high-throughput method to piece apart electrotaxis mechanisms, through conservation of genes that correlate with electrotaxis hyperresponsitivity^42^ though this method is not yet feasible in mammalian cells. Two recent studies have included ribonucleic acid sequencing (RNA-SEQ) in their mechanistic analysis of electrotaxis, providing insights into how dcEFs impact actin cytoskeletal, mitogen-activated protein kinase (MAPK), and focal adhesion signaling^43,44^ indicating motility but nothing explicitly unique about electrotaxis. Even with all these previous electrotaxis mechanism studies, there is still no general consensus on how a dcEF is sensed, how an electrotactic direction is determined, nor how the directional persistence is maintained.

Our exploration of electrotaxis mechanisms began with a series of qRT-PCR gene arrays. The first was a custom gene array comprised of 25 genes either previously shown or hypothesized to involved in electrotactic machinery (Supplementary Table S1). Gene expression was compared at 2 h and 8 h, relative to unstimulated cells, with significant, differential expression criteria set to p < 0.05 and absolute fold-change of 2 or greater (Supplementary Fig. S2). For these conditions, however, no genes were found to be significantly differentially expressed, even before multiple hypothesis corrections to the p-values.

Next, deciding to expand our search to canonical mechanisms of cell movement, we analyzed gene expression using a commercial PCR array of 84 known human motility genes (Supplementary Table S2, Supplemental Fig. S3). PLCG1 and RHOA (both involved in Rho signaling) were found to be differentially down-regulated in U87 mg cells after 2 h and EGF was observed to be up-regulated after 8 h. The RHO receptor was the only gene found to be differentially expressed in DAOY cells, up-regulated after 8 h. However, after multiple-hypothesis correction was performed on the initial p-values, none of those genes were found to remain significantly differentially expressed.

Initially, it was surprising to see no canonical motility genes differentially expressed under dcEF, when a dramatic change in motility behavior was clearly observed, particularly when previous work by Yao, *et al*. and Li, *et al*. showed these outcomes^43,44^. However, what is distinct about our specific electrotaxis assay relative to previous work, is that the cells are embedded in a richly nutritional, adhesive matrix, and even without dcEF, the cells are invading directionally—away from the center of the cellular aggregate—yet equally outward in all directions. What this means is that more so than previous electrotaxis assays, where cells have gone from random or non-motile behaviors, our assays must be considered as moving from one form of directed invasion to another. This suggests that the dynamics of electrotaxis-induced gene expression are likely subtler than the previously seen dynamic changes in motility machinery, as our observed gene expression changes will more likely relate to the change of a particular cue, than a complete change in machinery for a different mode of invasion. Our observation is supported by recent work by Bashirzadeh, *et al*., who by using pharmacological modulation of actin and myosin on cells undergoing electrotaxis, showed that electrical fields likely induce changes in polarization and not motility^45^. Based on this evidence, we would expect not to see dramatic changes in motility machinery when the cells are motile prior to dcEF application, which is exactly what we have observed. Thus, we continued our study with a more powerful mRNA analysis tool in order to probe this effect with more subtlety: RNA-SEQ.

We performed RNA-SEQ on U87 mg and DAOY spheroidal aggregates 0 h, 2 h, and 8 h after being exposed to 250 V/m dcEFs (n = 3 for each condition). 

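U87 mg is an established human glioblastoma line and DAOY an established human medulloblastoma line. The 18 samples comprised 3 for each of the 6 combinations of cell line and exposure time, and 3 electrotaxis channels were pooled into each sample. The paper's methods state that 4 biological replicates were prepared per condition, with 3 for DAOY at 8 h, and that the 3 with the best quality control results were chosen. Libraries were made from poly-A selected RNA with a stranded kit and sequenced with single-end reads. The paper's RNA-SEQ methods give 700 K cells per well for these aggregates. The sample labels say that aggregates made from 700 K and from 1.4 M cells were combined, as does the paper's general section on preparing aggregates. The paper and the labels also give different heights and lengths for the channel. Aggregates held for 2 h or 8 h in the channel without the field were not analysed here, so the field and the time in the channel changed together.
The authors trimmed the reads, assigned them with Kallisto to the GENCODE 24 transcripts and deposited an estimated count and a TPM value for each transcript in each sample, together with the results of their Sleuth comparisons. An estimated count divides reads that match several transcripts among those transcripts, and 88.8% of the counts above 0 were not whole numbers. In U87 mg, the estimated counts per sample summed to between 10690206 and 15610886 at 0 h (median 11676742), to between 8341976 and 10530470 at 2 h (median 9980753) and to between 10871201 and 14767816 at 8 h (median 11770984). In DAOY, the sums lay between 9194470 and 11508606 at 0 h (median 9223678), between 8491703 and 9953940 at 2 h (median 9799889) and between 9434602 and 10977496 at 8 h (median 10007714). The counts were rounded, low transcripts were removed with filterByExpr, libraries were scaled by TMM, and the 9 samples of each cell line were fitted together by edgeR's quasi-likelihood method. A transcript was called differentially expressed at an FDR below 0.05 and an absolute log2 fold change of at least 1, which are the paper's criteria.
The spread between replicates depended on whether reads were resolved to transcripts. The common biological coefficient of variation was 0.76 in U87 mg and 0.833 in DAOY for transcripts, and 0.183 and 0.258 after the transcripts of each gene had been summed. Levels of these gene-level sums are given as CPM, edgeR's counts scaled by the size of each library. Among 141606 pairs of a transcript and a condition with at least 50 estimated counts in 1 replicate, 11.34% had under 1 count in another replicate of the same condition. For genes the share was 0.23% of 69605 pairs.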

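The deposited table listed 145326 transcripts, each with an estimated count above 0 in at least 1 of the 18 samples. Between 61958 and 77838 of them had a count above 0 in any single sample. The 10 most abundant transcripts held from 4.29% to 8.53% of a sample's counts, and transcripts of the mitochondrial genome from 2.83% to 8.44%. By identifier, 144134 transcripts (99.2%) were matched to GENCODE 29 on GRCh38, from which gene names and coordinates were taken, and summing the transcripts of each gene gave 36793 genes. The share of reads that could be assigned was not analysed here.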

Over 91% of all mRNA transcript reads were successfully assigned to 145,327 unique transcript accessions. Differential expression—comparing either the 2 h or 8 h transcripts against the control, or 0 h transcripts—was based on cutoff criteria of a false-discovery rate (FDR) < 0.05 and an absolute fold-change of 2 or greater (Fig. 4, Supplementary Dataset 1: D1_consolidated_sleuth_output.tds, GEO Accession: GSE115509). Both the 8 h conditions had substantially more differentially expressed transcripts as was to be expected, and the DAOY 8 h comparison yielded 4.5x as many differentially expressed transcripts as the U87 mg 8 h comparison. 

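In the fits of the estimated counts, 40613 transcripts were tested in U87 mg and 41336 in DAOY. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 transcripts passed the FDR threshold in any of the 4 comparisons, and so 0 were differentially expressed. At an unadjusted p under 0.05 there were 2257 transcripts in U87 mg at 2 h, 2559 in U87 mg at 8 h, 1269 in DAOY at 2 h and 4276 in DAOY at 8 h. The smallest adjusted p in these comparisons, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was 0.366, 0.129, 0.501 and 0.0946. In counts simulated from these samples at their estimated dispersions, with 200 transcripts changed, this test called 29 changed and 2 unchanged transcripts in U87 mg, and 33 changed and 1 unchanged in DAOY. Without replicate 0 of U87 mg at 2 h, 6 transcripts were called in U87 mg at 2 h. The alternative that moved these counts most was DESeq2, with 235, 342, 176 and 1215 transcripts, and in the same simulated counts DESeq2 called 79 changed and 159 unchanged transcripts in U87 mg and 86 changed and 215 unchanged in DAOY. All simulated changes were larger than the log2 fold change of 1 used for calls, so recovery near that threshold was not measured. The simulated counts used edgeR's dispersions and held no shifts of reads between transcripts, so they do not rank the methods on the real counts. In the authors' deposited table, 13, 64, 7 and 292 transcripts passed both criteria. All 376 of these were tested here and changed in the direction that the table gives, and 374 had an unadjusted p under 0.05.
Sums of the estimated counts over the transcripts of each gene became a result of their own only after the counts of transcripts had been seen. Of 14162 genes tested in U87 mg, 0 were differentially expressed at 2 h (1231 at an unadjusted p under 0.05) and 86 at 8 h, of which 22 were higher and 64 lower. Of 15441 genes tested in DAOY, 0 were differentially expressed at 2 h (416 at an unadjusted p under 0.05) and 479 at 8 h, of which 181 were higher and 298 lower. Without replicate 0 of U87 mg at 0 h, the counts in U87 mg were 71 at 2 h and 133 at 8 h. The count in U87 mg at 8 h was 32 without replicate 1 at 0 h, 5 without replicate 2 at 0 h and 0 without replicate 2 at 8 h, where 1339 genes had an unadjusted p under 0.05. In DAOY at 8 h it was 31 without replicate 1 and 65 without replicate 2 at 8 h, 304 without replicate 0 at 8 h and 317 without replicate 2 at 0 h. With no filter on low counts, 73 genes were called in U87 mg at 2 h and 96 in DAOY at 2 h.

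**Figure D1:**
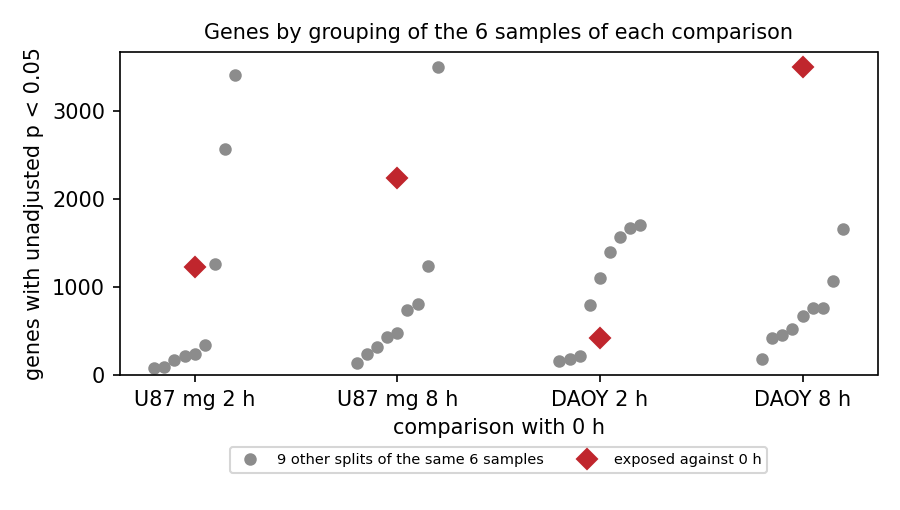
Number of genes with an unadjusted p under 0.05 for the exposed samples against 0 h (diamonds) and for the 9 other splits of the same 6 samples into 3 and 3 (circles), for each comparison. In DAOY at 8 h the exposed samples gave 3510 genes and the other splits at most 1662, whereas in U87 mg at 8 h 1 other split gave 3504 genes against 2240.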

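No ratio could be formed from the transcripts called by edgeR, since 0 were called at 8 h in either cell line. Among the alternatives that called transcripts at 8 h in both lines, the number in DAOY over that in U87 mg was 3.55 with DESeq2, 1.3 and 3.57 with limma on log2(TPM + 1) and on log2(TPM + 0.1), 5 with no filter on low counts, 69 among transcripts with at least 10 counts in every sample and 17.81 when all 18 samples were fitted together. For gene-level sums the ratio was 5.57, and under their alternatives, all chosen after the data had been seen, it was 318 and 365 from limma on log2(TPM + 1) and on log2(TPM + 0.1), 10.78 from all 18 samples and from 3.55 to 6.33 under the others that used all samples and called genes in both lines. It was 0.36 without replicate 1 of DAOY at 8 h, 0.76 without replicate 2 of DAOY at 8 h, 14.97 without replicate 1 of U87 mg at 0 h and 95.8 without replicate 2 of U87 mg at 0 h. In the authors' deposited table the ratio was 4.56 with both criteria and 2.75 with the q-value alone.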

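Transcript types were taken as the authors annotated them in their table. Protein coding transcripts made up between 72.7% and 79.4% of the TPM of a sample, processed transcripts between 7.22% and 9.99%, retained introns between 5.14% and 7.21% and transcripts subject to nonsense-mediated decay between 4.22% and 5.66%. With 0 transcripts called by edgeR there was no share to give, and the alternatives that called transcripts gave protein coding shares of 70% (DESeq2, 1968 transcripts over the 4 comparisons), 62.3% and 67.1% (limma on log2(TPM + 1) and log2(TPM + 0.1)), 100% (no filter, 17 transcripts), 74.3% (at least 10 counts in every sample) and 79.3% (all 18 samples fitted together). In the authors' deposited table, 288 of the 376 transcripts past both criteria (76.6%) were protein coding, 33 were retained introns, 19 processed transcripts, 12 subject to nonsense-mediated decay, 12 lincRNA and 12 of other types. By comparison, the protein coding share in that table was 76.9% in U87 mg at 2 h, 67.2% in U87 mg at 8 h, 85.7% in DAOY at 2 h and 78.4% in DAOY at 8 h.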

Over 75% of all differentially expressed transcripts were for protein coding mRNA and the remaining were mostly ‘processed transcripts’ (transcripts without an open reading frame) or ‘retained introns’, mapping to purported splicing variant transcripts.

**Figure 4:**
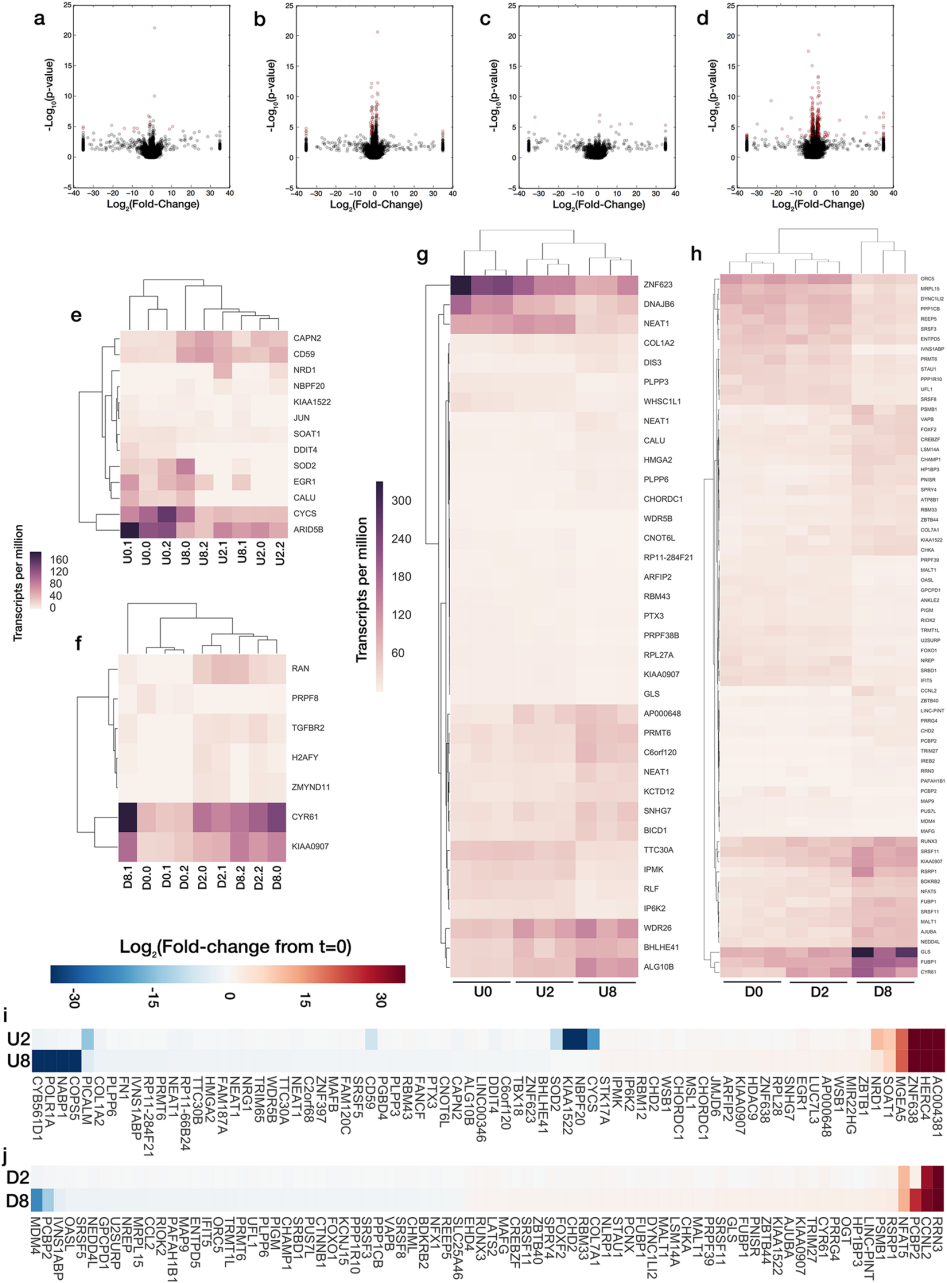
Differential expression of transcripts from RNA-SEQ. (**a**–**d**) Volcano plots comparing fold-change and p-value of each identified transcript accession for (**a**,**b**) U87 mg and (**c**,**d**) DAOY cellular aggregates for samples exposed to 250 V/m dcEFs for (**a**,**c**) 2 h, or (**b**,**d**) 8 h compared 0 h, unexposed controls. Significance threshold is set to FDR < 0.05 and a Log_2_(fold-change) of** > **1 or < −1 (n = 3 for all conditions). Differentially expressed transcripts are shown in red. Clustermaps for transcripts per million of differentially expressed transcripts for: (**e**) U87 mg after 2 h; (**f**) DAOY after 2 h; (**g**) U87 mg after 8 h; (**h**) DAOY after 8 h; relative to 0 h unexposed controls. Each column represents a single replicate sample (U = U87 mg, D = DAOY). Note: for 8 h results, not all differentially expressed transcripts are shown, as Daoy significance cutoff was set to p < 0.0005 and U87 mg to p < 0.005 for improved readability. (**i**,**j**) Fold-change of most significantly differentially expressed transcripts. Comparing (**i**) U87 mg, or (**j**) DAOY differentially expressed genes for 2 h, or 8 h of dcEF relative to 0 h unexposed controls (U = U87 mg, D = DAOY). Not all differentially expressed transcripts are shown, as Daoy significance cutoff was set to p < 0.001 for improved readability.

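In the authors' deposited table, 61 of the called transcripts had a log2 fold change beyond 5 in either direction, 8 in U87 mg at 2 h, 8 in U87 mg at 8 h, 5 in DAOY at 2 h and 40 in DAOY at 8 h. When the counts of all transcripts of a gene were summed, the genes of these transcripts had a median absolute log2 fold change of 0.12, 0.24, 0.08 and 0.32 in the same order, and for 7 of the 61 transcripts the gene was differentially expressed. For the 315 called transcripts within 5, the medians were 0.88, 0.98, 1.03 and 1.03, and for 155 of them the gene was differentially expressed. One group was listed at 0 TPM for 27 called transcripts. The gene changed by less than 1 on the log2 scale for 25 of these, with a median absolute change of 0.16, and was differentially expressed for 2.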

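Several transcripts in the U87 mg clustermaps changed by more than their spread between replicates without passing the FDR threshold by edgeR. EGR1 (ENST00000239938, chromosome 5, 138465490 to 138469315 on the plus strand of GRCh38, 2 exons) rose from 13.2 ± 1.45 TPM (SD, n = 3) at 0 h to 39.2 ± 5.03 TPM at 2 h. Its log2 fold change was 1.54 (standard error 0.45, adjusted p = 0.878 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DDIT4 (ENST00000307365, chromosome 10, 72273920 to 72276036, plus strand, 3 exons) went from 113.8 ± 38.3 to 38.7 ± 2.77 TPM at 2 h. Its log2 fold change was -1.59 (standard error 0.46, adjusted p = 0.878 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Summed over its transcripts, DDIT4 was called without replicate 0 of U87 mg at 0 h (adjusted p = 0.0446 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over its alternatives the adjusted p ranged from 6.65e-20 to 1. The lincRNA MIR22HG (ENST00000334146, chromosome 17, 1711493 to 1716210, minus strand, 4 exons) rose from 15.1 ± 1.47 to 42.1 ± 9.68 TPM at 2 h, with a log2 fold change of 1.45 (standard error 0.27, adjusted p = 0.538 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NEAT1, a lincRNA on chromosome 11, was represented by different transcripts at the 2 times. ENST00000499732 (65422774 to 65426457, plus strand, 2 exons) had a log2 fold change of -1.13 at 2 h (standard error 0.26, adjusted p = 0.825 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and ENST00000616315 (65425551 to 65426385, 2 exons) one of -1.31 at 8 h (standard error 0.22, adjusted p = 0.262 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene-level sum of NEAT1 was differentially expressed at 8 h, with a log2 fold change of -1.40 (adjusted p = 0.00831 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0708 without replicate 2 of U87 mg at 8 h). This call was also lost in 3 of 12 alternatives, with limma on either TPM scale and with only the 6 samples compared (adjusted p from 0.0574 to 0.0621 by limma or edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
At 8 h, ZNF623 (ENST00000501748, chromosome 8, 143649660 to 143656418, plus strand, 1 exon) went from 6.65 ± 0.94 to 3.29 ± 0.45 TPM (SD, n = 3), a log2 fold change of -0.98 (standard error 0.20, adjusted p = 0.314 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CYB561D1 (ENST00000430195, chromosome 1, 109494115 to 109500440, plus strand, 4 exons) went from 2.61 ± 0.77 TPM to 0 in all 3 replicates, at least 34.2-fold lower against a floor of 3 counts (adjusted p = 0.627 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sum over all CYB561D1 transcripts changed by -0.27 on the log2 scale (adjusted p = 0.542 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).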

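At 8 h in DAOY, FUBP1 (ENST00000370768, chromosome 1 of GRCh38, 77948405 to 77979086, minus strand, 20 exons) rose from 54.7 ± 14.1 TPM (SD, n = 3) to 152.2 ± 10.3 TPM. Its log2 fold change was 1.52 (standard error 0.16, adjusted p = 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AJUBA (ENST00000397388, chromosome 14, 22971815 to 22977223, minus strand, 6 exons) rose from 7.62 ± 1.35 to 27.2 ± 4.63 TPM. Its log2 fold change was 1.88 (standard error 0.24, adjusted p = 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CYR61 (ENST00000451137) reached 121.5 ± 41.0 TPM, a log2 fold change of 1.98 over 0 h (standard error 0.31, adjusted p = 0.114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As gene-level sums, FUBP1, AJUBA and CYR61 were differentially expressed, with log2 fold changes of 1.62, 1.48 and 2.01 (adjusted p = 0.00407, 0.00435 and 0.00953 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These 3 calls held in every alternative and in every fit that left out 1 replicate. MDM4 (ENST00000367182, chromosome 1, 204516383 to 204558120, plus strand, 11 exons) went from 4.23 ± 0.92 TPM to 0 or nearly 0 in all 3 replicates, at least 96-fold lower against a floor of 3 counts (adjusted p = 0.254 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Summed over its transcripts, MDM4 changed by 0.01 on the log2 scale (standard error 0.25, adjusted p = 0.989 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with values from -0.93 to 0.07 over the alternatives.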

Using the differentially-expressed transcripts, we performed a pathway over-representation analysis, finding several such over-represented pathways for all conditions except for the U87 mg 2 h set. 

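The transcripts past both criteria in the authors' deposited table belonged to 13 genes in U87 mg at 2 h, 59 in U87 mg at 8 h, 7 in DAOY at 2 h and 267 in DAOY at 8 h. Among these genes, the gene-level sums had an FDR below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for 0, 40, 0 and 159, and both criteria were met by 0, 24, 0 and 125. Pathway collections were not used here, and the supplementary table of pathways was held only in part, so its overlaps were not tested.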

For the DAOY 2 h condition, only CYR61 and TGFBR2 were found in any pathway annotations, though with so few genes used as the basis for a search, the pathways found to be overrepresented—atrioventricular valve development & morphogenesis, and TGFB-receptor type II homodimer complex—are likely false positives for the current study. 

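CYR61 (ENST00000451137) lies on chromosome 1 of GRCh38 from 85580761 to 85583962 on the plus strand and has 5 exons. In DAOY it rose from 31.4 ± 5.13 TPM (SD, n = 3) at 0 h to 82.7 ± 13.3 TPM at 2 h. Its log2 fold change was 1.34 (standard error 0.30, adjusted p = 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene-level sum gave 1.34 as well (standard error 0.28, adjusted p = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and over its alternatives the adjusted p ranged from 2.51e-08, with no filter on low counts, to 1. With each replicate left out in turn, the log2 fold change of the transcript stayed between 1.20 and 1.56.
TGFBR2 (ENST00000295754) lies on chromosome 3 from 30606502 to 30694134 on the plus strand and has 7 exons. It rose from 0.08 ± 0.11 to 11.5 ± 2.75 TPM at 2 h, with at most 6.2 estimated counts in a replicate at 0 h and a mean of 306 at 2 h, a log2 fold change of 7.01 (standard error 0.94, adjusted p = 0.501 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives its adjusted p ranged from 1.31e-22 with DESeq2 to 1. The gene-level sum of TGFBR2 was 60.2 ± 14.4 CPM at 0 h and 59.0 ± 7.80 at 2 h, a log2 fold change of -0.03 (standard error 0.19, adjusted p = 0.999 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its direction depended on the setting, with values from -0.05 to 0.05 over the alternatives and from -0.21 to 0.09 with 1 replicate left out. KIAA0907 (ENST00000368321) rose from 21.0 ± 4.65 to 45.6 ± 9.99 TPM. This was a log2 fold change of 1.08 (standard error 0.22, adjusted p = 0.926 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

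**Figure D2:**
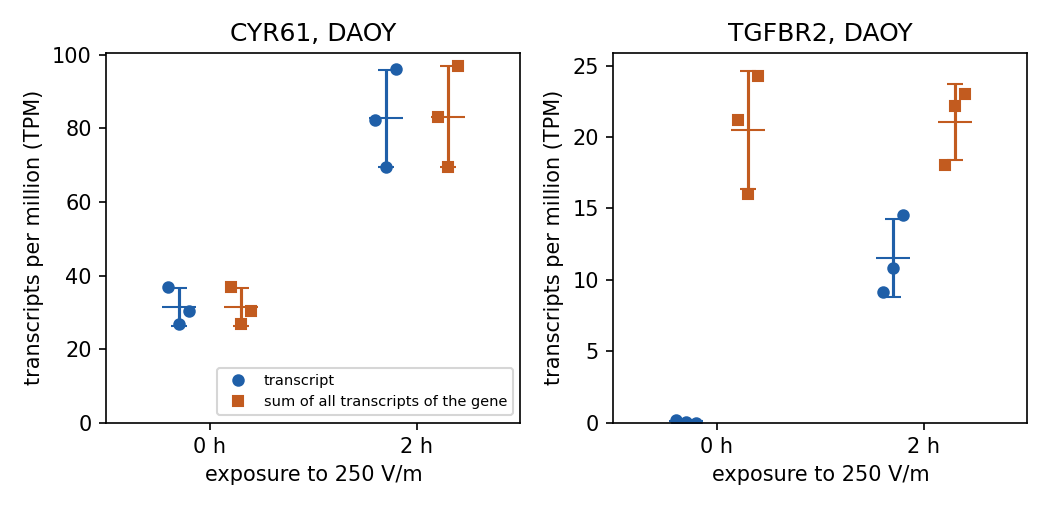
TPM of the CYR61 and TGFBR2 transcripts (circles) and of the sum over all transcripts of each gene (squares) in the 3 DAOY replicates at 0 h and at 2 h of exposure, with the mean and SD as bars. The CYR61 transcript rose from 31.4 to 82.7 TPM together with its gene, and the TGFBR2 transcript rose from 0.08 to 11.5 TPM while its gene-level sum changed by -0.03 on the log2 scale in counts and by 0.05 on the log2(TPM + 1) scale.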

Selected pathways from this analysis are listed in (Table 1). Both the U87 8 h and DAOY 8 h conditions yielded significant over-representation for mRNA metabolism, and gene expression regulation. 

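For RNA metabolism, a list of genes named by the hnRNP symbol pattern was tested on the gene-level sums with camera, at an inter-gene correlation of 0.01 and with adjustment over 18 lists and 4 comparisons, 72 pairs in all. Camera asks whether a list shifted in 1 direction, so rises and falls within a list can cancel. The paper's over-representation counted transcripts changed in either direction, so these list tests do not bear on it directly. Of these pairs 20 passed an adjusted p of 0.05. Only 1 of the 20 also passed with fry, YAP/TAZ target genes in DAOY at 8 h (adjusted p = 0.0364 by fry with Benjamini-Hochberg adjustment), fry passed 1 further pair that camera did not, and 0 pairs passed when the correlation was estimated from the data. In U87 mg at 8 h, 15 of 25 hnRNP genes were higher than at 0 h (adjusted p = 0.783 by camera with Benjamini-Hochberg adjustment), and in DAOY 11 of 26 (adjusted p = 0.60 by camera with Benjamini-Hochberg adjustment). No gene of the list had an FDR below 0.05 at 8 h, over all genes or adjusted over the list alone, and 3 in U87 mg and 5 in DAOY had an unadjusted p under 0.05.
PRMT6 (ENST00000370078, chromosome 1 of GRCh38, 107056679 to 107059294, plus strand, 1 exon), which encodes an arginine methyltransferase, was lower at 8 h in both lines. It went from 15.3 ± 0.68 TPM (SD, n = 3) to 4.66 ± 1.53 TPM in U87 mg, a log2 fold change of -1.69 (standard error 0.22, adjusted p = 0.207 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from 35.9 ± 6.61 to 14.0 ± 3.42 TPM in DAOY, a log2 fold change of -1.33 (standard error 0.23, adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene-level sums were differentially expressed, at -1.65 in U87 mg (adjusted p = 0.00831 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0708 without replicate 2 at 8 h) and -1.30 in DAOY (adjusted p = 0.0124 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0692 without replicate 1 and 0.0645 without replicate 2 at 8 h). The call of PRMT6 in U87 mg was also lost in 3 of 12 alternatives (adjusted p from 0.0507 to 0.0621 by limma or edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KIAA0907 (ENST00000368321, chromosome 1, 155913043 to 155934397, minus strand, 14 exons) rose in U87 mg from 24.3 ± 5.28 to 60.6 ± 6.25 TPM, a log2 fold change of 1.36 (standard error 0.18, adjusted p = 0.207 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in DAOY to 77.8 ± 9.14 TPM. This was a log2 fold change of 1.94 (standard error 0.22, adjusted p = 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a gene-level sum it was differentially expressed in both lines (adjusted p = 0.0163 and 0.00407 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call in DAOY held in every alternative. In U87 mg the adjusted p was 0.0625 without replicate 2 at 0 h and 0.107 without replicate 2 at 8 h, and the call was lost in 7 of 12 alternatives, with log2 fold changes from 0.85 to 1.03 and adjusted p-values from 1.04e-07 to 0.081 by limma or edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.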

A substantial number of transcription factors were also identified as being significantly overrepresented (Supplementary Table S3). Additionally, the pathways for establishment of RNA localization, cell stress, and mRNA splicing via spliceosome were overrepresented in DAOY 8 h genes. mRNA localization, for ß-actin in particular, has been previous implicated as a factor in directed cell migration^46^. Additionally, ATPase regulator activity was significantly overrepresented in U87 8 h genes, which was previously shown to occur in tandem with ß-actin localization at the leading edge in electrotaxing calvarial osteoblasts^47^. However, further analysis would be required to determine which, if any, mRNAs are being re-localized to this effect.

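Among 12 SRSF genes, which encode serine and arginine rich splicing factors, 7 were higher in DAOY at 8 h than at 0 h (adjusted p = 0.748 by camera with Benjamini-Hochberg adjustment). An FDR below 0.05 was reached by 2 of them over all genes and by 3 adjusted over the list alone. As camera tests a shift in 1 direction, this result does not test the paper's over-representation of splicing genes. The transcript SRSF3 ENST00000373715 (chromosome 6 of GRCh38, 36594368 to 36605600, plus strand, 6 exons) went from 44.2 ± 6.49 TPM (SD, n = 3) to 19.8 ± 3.75 TPM, a log2 fold change of -1.12 (standard error 0.20, adjusted p = 0.133 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while the sum over SRSF3 transcripts changed by -0.21 (adjusted p = 0.508 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SRSF11 ENST00000370951 (chromosome 1, 70205682 to 70251617, plus strand, 13 exons) rose from 15.2 ± 3.49 to 47.9 ± 0.85 TPM, a log2 fold change of 1.71 (standard error 0.19, adjusted p = 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its gene-level sum by 0.90 (adjusted p = 0.0166 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 0 of DAOY at 0 h, the gene-level change of SRSF11 was 1.02 and past both criteria, and without replicate 2 at 0 h or replicate 1 or 2 at 8 h its adjusted p by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0538, 0.0787 and 0.0721, and with only the 6 samples compared it was 0.0517. SRSF8 ENST00000587424 (chromosome 11, 95067197 to 95071224, plus strand, 1 exon) went from 25.0 ± 2.58 to 11.5 ± 1.51 TPM. This was a log2 fold change of -1.10 (standard error 0.15, adjusted p = 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its gene-level sum was differentially expressed at -1.07 (adjusted p = 0.0082 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0582 without replicate 1 and 0.0521 without replicate 2 at 8 h). RSRP1 ENST00000566395 (chromosome 1, 25242255 to 25246535, minus strand, 5 exons), annotated as subject to nonsense-mediated decay, rose from 10.4 ± 3.43 to 69.8 ± 29.0 TPM. This was a log2 fold change of 2.84 (standard error 0.45, adjusted p = 0.114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene-level sum of RSRP1 rose by 2.202 (standard error 0.27, adjusted p = 0.00624 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that held in every alternative.
For cell stress, 14 of 15 heat shock genes were higher in DAOY at 8 h, with a median log2 fold change of 0.39 (adjusted p = 0.000245 by camera with Benjamini-Hochberg adjustment, and 0.104 by fry), and over the alternatives the adjusted p ranged from 3.56e-05 to 0.659. Of these genes, 2 had an FDR below 0.05 over all genes and 6 adjusted over the list alone. Among 13 genes of the integrated stress and unfolded protein responses, 6 were higher in DAOY at 8 h (adjusted p = 0.57 by camera with Benjamini-Hochberg adjustment), and 2 had an FDR below 0.05 both over all genes and adjusted over the list alone.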

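CHORDC1, which encodes a cochaperone and belongs to the heat shock list, was among the transcripts of U87 mg at 8 h. Its transcript ENST00000457199 (chromosome 11 of GRCh38, 90201449 to 90223059, minus strand, 10 exons) rose from 23.5 ± 3.71 TPM (SD, n = 3) to 50.1 ± 9.29 TPM. This was a log2 fold change of 1.13 (standard error 0.19, adjusted p = 0.262 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene-level sum rose by 1.18 (standard error 0.18, adjusted p = 0.0163 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called, although not without replicate 2 at 0 h (adjusted p = 0.0678 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or replicate 2 at 8 h (0.107), nor in 3 of 12 alternatives (0.0608 to 0.0801 by limma or the same test). In U87 mg, 13 of 14 heat shock genes were higher at 8 h, with a median log2 fold change of 0.36 (adjusted p = 5.79e-10 by camera with Benjamini-Hochberg adjustment, and 0.0632 by fry), and over the alternatives the adjusted p ranged from 1.82e-09 to 0.533. An FDR below 0.05 was reached by 4 of them over all genes and by 6 adjusted over the list alone. At 2 h in U87 mg, 12 of the 14 were higher (adjusted p = 0.0407 by camera with Benjamini-Hochberg adjustment). This was lost without replicate 0 or 2 at 0 h (0.227 and 0.58) and without replicate 0 or 1 at 2 h (0.0743 and 0.581).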

**Table 1:** Selected significantly over-represented pathways for U87 mg and DAOY undergoing 8 h electrotaxis.

U87 mg 8 h			DAOY 8 h		
term ID	term name	p-value	term ID	term name	p-value
GO:0060590	ATPase regulator activity	0.000281	GO:0044260	Cellular macromolecule metabolic process	1.2E-09
GO:0044260	Cellular macromolecule metabolic process	0.000142	GO:0033554	Cellular response to stress	0.000482
GO:0010467	Gene expression	0.00000718	GO:0051236	Establishment of RNA localization	0.0447
GO:0016071	mRNA metabolic process	0.000457	GO:0010467	Gene expression	1.23E-08
GO:0010468	Regulation of gene expression	0.0000855	GO:0016071	mRNA metabolic process	0.00109
			GO:0000398	mRNA splicing, via spliceosome	0.00042

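The correlation was computed over 39 transcripts with a q-value below 0.05 at 8 h in both cell lines in the authors' deposited table, a choice made after the fits here had called 0 transcripts in common. In the fits here, 25 of the 39 were higher and 14 lower in both cell lines, and 0 moved in opposite directions. Across these transcripts, which are not independent replicates and had been selected for passing in both lines on the same samples, the log2 fold changes of U87 mg and DAOY had a Pearson coefficient of 0.9416 and a Spearman coefficient of 0.8024 (permutation test, p = 1e-05 for each, the smallest that the permutations can give, and unchanged by Benjamini-Hochberg adjustment over both). Within the 25 transcripts that rose, the Pearson coefficient was 0.32, and within the 14 that fell it was 0.54. It ranged from 0.9412 to 0.9476 over the alternatives and from 0.9252 to 0.9495 when 1 replicate was left out. Over the 17 transcripts that passed both criteria in both lines in the authors' deposited table, the values here gave 0.9467. Across all 33583 transcripts tested in both lines, the Pearson coefficient was 0.12 and the Spearman coefficient 0.24, and across 13150 genes they were 0.465 and 0.502.

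**Figure D3:**
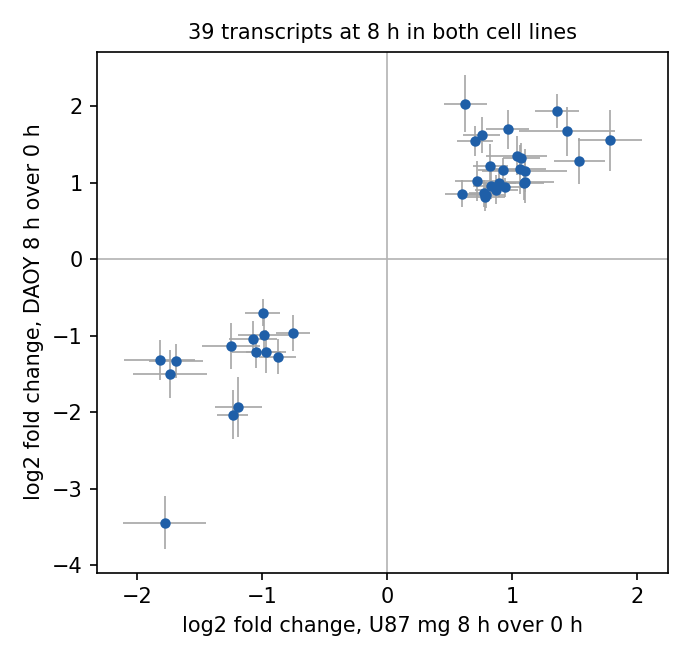
Log2 fold changes at 8 h over 0 h in U87 mg (x axis) and DAOY (y axis) of the 39 transcripts with a q-value below 0.05 in both cell lines in the authors' deposited table, with bars of 1 standard error computed back from the edgeR test. The 25 transcripts that rose in both lines lie in the upper right and the 14 that fell in the lower left, with a Pearson coefficient of 0.32 within the first group and 0.54 within the second.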

Genes that were found to be differentially expressed after 8 h for both U87 mg and DAOY were well correlated to each other, with a Pearson’s correlation coefficient of 0.9397 (p < 7.9 × 10^−19^). 

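As gene-level sums, 37 genes were differentially expressed at 8 h in both U87 mg and DAOY, against 2.51 expected from the 2 rates if the calls were independent. All 37 changed in the same direction, 8 higher and 29 lower, with a Pearson coefficient of 0.9273 and a Spearman coefficient of 0.6626 across these genes, which had been selected by their calls. The number in common was 0 without replicate 2 of U87 mg at 8 h, 1 without replicate 2 and 17 without replicate 1 of U87 mg at 0 h, 4 without replicate 1 and 9 without replicate 2 of DAOY at 8 h, and 24 without replicate 2 of DAOY at 0 h. At the level of transcripts 0 were in common by edgeR, 63 by DESeq2 and 5 when all 18 samples were fitted together.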

5 pathways were found to be significantly over-represented using this gene subset: RNA splicing, gene expression, RNA metabolic process, and two transcription factor pathways, ETV7 and E2F1. This suggests that if there is indeed a conserved transcriptional machinery in response to dcEF exposure, it may lie in regulation of RNA splicing and processing. 

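Among transcripts of splicing genes, those of SRSF5 and IVNS1ABP were lower at 8 h in both cell lines. That of LUC7L3 was higher in U87 mg, and 0 of these changes passed the FDR threshold by edgeR. SRSF5 ENST00000557154 (chromosome 14 of GRCh38, 69767124 to 69771991, plus strand, 8 exons) went from 98.2 ± 4.84 TPM (SD, n = 3) to 40.4 ± 4.14 TPM in U87 mg, a log2 fold change of -1.23 (standard error 0.13, adjusted p = 0.157 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from 113.4 ± 13.3 to 26.7 ± 12.0 TPM in DAOY, a log2 fold change of -2.04 (standard error 0.32, adjusted p = 0.114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sum over all SRSF5 transcripts changed by -0.58 in U87 mg and -0.29 in DAOY (adjusted p = 0.0252 and 0.348 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In U87 mg the adjusted p for SRSF5 was 0.0697 and 0.101 without replicates 1 and 2 at 0 h, and 0.0784 and 0.144 without replicates 1 and 2 at 8 h, and from 0.0529 to 0.102 in 4 of 12 alternatives. IVNS1ABP ENST00000367498 (chromosome 1, 185296388 to 185317329, minus strand, 15 exons) had log2 fold changes of -1.78 in U87 mg and -3.44 in DAOY (adjusted p = 0.277 and 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against -0.30 and -0.77 for its gene-level sums (adjusted p = 0.633 and 0.049 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each of the 6 fits that left out 1 DAOY replicate at 0 h or 8 h gave IVNS1ABP an adjusted p above 0.05, from 0.0535 to 0.173, as did 4 of 12 alternatives, from 0.0503 to 0.104. LUC7L3 ENST00000240304 (chromosome 17, 50719603 to 50752709, plus strand, 11 exons) rose in U87 mg from 39.1 ± 2.71 to 115.5 ± 16.8 TPM, a log2 fold change of 1.61 (standard error 0.14, adjusted p = 0.129 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its gene-level sum by 0.74 (adjusted p = 0.0228 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0.0689 and 0.116 without replicates 1 and 2 at 0 h and 0.143 without replicate 2 at 8 h). With only the 6 samples compared and with limma on either TPM scale, the adjusted p of LUC7L3 was from 0.101 to 0.235 by limma or edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
A list of genes whose transcripts are known to be detained in the nucleus, which includes LUC7L3, RSRP1, SRSF11, MALAT1 and NEAT1, rose at 8 h in both lines as a list. In U87 mg 14 of 16 genes were higher, with MALAT1 and NEAT1 lower, with a median log2 fold change of 0.35 (adjusted p = 0.00114 by camera with Benjamini-Hochberg adjustment, 0.18 by fry and 0.0685 by camera without replicate 2 at 0 h), and in DAOY 16 of 16, with a median of 0.81 (adjusted p = 5.43e-11 by camera with Benjamini-Hochberg adjustment and 0.0937 by fry). Over the alternatives the adjusted p ranged from 0.00257 to 0.659 in U87 mg and from 6.62e-13 to 0.557 in DAOY. An FDR below 0.05 was reached by 2 genes in U87 mg, LUC7L3 as a rise and NEAT1 as a fall, and by 8 in DAOY over all genes, and by 10 and 13 adjusted over the list alone. Of 11 SRSF genes in U87 mg, 7 were higher at 8 h (adjusted p = 0.783 by camera with Benjamini-Hochberg adjustment), with 1 below an FDR of 0.05 over all genes and 4 adjusted over the list alone. From the pathways over-represented among the genes that changed in both cell lines, the paper proposes that a conserved transcriptional response to dcEF exposure, if there is one, may lie in the regulation of RNA splicing and processing.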

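In the authors' deposited table at 8 h, 47 transcripts passed both criteria in U87 mg and not in DAOY, 275 in DAOY and not in U87 mg, and 17 in both. Whether the change differed between the cell lines was tested as an interaction in a fit of all 18 samples. Of the 47 transcripts, 0 had an FDR below 0.05 in this test by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 14 an unadjusted p under 0.05. Of the 275 transcripts, 1 had an FDR below 0.05 and 156 an unadjusted p under 0.05, and of the 17 transcripts called in both lines, 0 and 2. Changes in both lines were listed for 40 of the 47 and 247 of the 275, in opposite directions for 4 and 25. With DESeq2 the numbers below this FDR were 6 of 47, 60 of 275 and 0 of 17. For the genes of these transcripts, 0 gene-level sums had an FDR below 0.05 in the interaction test by edgeR, against 1, 23 and 0 in the same order with DESeq2 and 0, 27 and 1 after removal of a GC trend, both chosen for genes after the data had been seen.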

We also explored transcripts that were differentially expressed exclusively in one cell type, and transcripts that had opposite directions of regulation across the two cell types. These genes were of interest as candidates for describing the difference in directional preference between the cathodally-directed U87 mg and anodally-directed DAOY cells, though no pathways were found that were significantly overrepresented by either subset of these genes.

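Across all 50895 transcripts tested for an interaction, the change at 8 h differed between DAOY and U87 mg for 7 transcripts at an FDR below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3149 had an unadjusted p under 0.05. The 7 were transcripts of KIF20B, RBM26, TGFBR2, RRN3, ETNK1, ZNF25 and RABGGTB, and their gene-level sums had an adjusted p of at least 0.316 in the same test by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number was from 1, without replicate 0 or replicate 1 of U87 mg at 8 h, to 14, without replicate 0 of DAOY at 8 h. It was 448 with DESeq2, and 0 with the replicate number as a block or with at least 10 counts in every sample. Of 16605 genes, 2 differed between the lines, and 1422 had an unadjusted p under 0.05. Under alternatives chosen after the data had been seen, 81 genes differed with DESeq2 and 109 after removal of a GC trend. Under others of these, 1 gene differed with at least 10 counts in every sample and 0 with the replicate number as a block. Leaving out 1 replicate gave from 1 to 4 genes, with 4 without replicate 1 of DAOY at 0 h or replicate 0 of DAOY at 8 h. BDNF and KRT80, the 2 genes by edgeR, were singled out only after their values had been seen. With 1 replicate left out, BDNF had an adjusted p from 0.00315 to 0.0172 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For KRT80 the same test gave from 0.012 to 0.151. KRT80 passed only without replicate 0 of U87 mg at 0 h, of U87 mg at 8 h or of DAOY at 8 h. With the replicate number as a block, the same test gave 0.0552 for BDNF and 0.0588 for KRT80. BDNF (chromosome 11 of GRCh38, 27654893 to 27722058, minus strand) changed by -0.56 in U87 mg and 1.46 in DAOY on the log2 scale, a difference of 2.07 (standard error 0.24, adjusted p = 0.00191 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). KRT80 (chromosome 12, 52168996 to 52192000, minus strand) changed by -0.01 in U87 mg, a value whose sign depended on the replicates and the setting used, and by 2.26 in DAOY, a difference of 2.31 (standard error 0.34, adjusted p = 0.0263 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).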

We next performed a gene-set enrichment analysis using all transcripts with custom ranking from most significantly up-regulated to most significantly down-regulated (i.e., negative log-transformed p-values, signed by direction of their fold-change). 

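Gene set collections were not used here. In their place, 18 lists of genes written from the paper's tables and figures, from gene symbols and from general knowledge were tested on the gene-level sums. By camera with Benjamini-Hochberg adjustment, 3 lists passed an adjusted p of 0.05 in U87 mg at 2 h, 5 in U87 mg at 8 h, 4 in DAOY at 2 h and 8 in DAOY at 8 h. Across the fits that left out 1 replicate, the total over the 4 comparisons was from 16 to 22. With each gene represented by its most abundant transcript it was 20.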

Three of the msigDB gene sets were used, CURATED, GENE ONTOLOGY (GO), and ONCOGENIC. Significance criteria was p-value < 0.05 and the GSEA tool recommended false-discovery rate of 0.25.

While there is not sufficient space in this paper to present all of the significantly enriched gene sets (see Supplementary Dataset 2: D2_consolidated_GSEA.xlsx), we have culled the lists for pathways we hypothesize, or that have been previously shown, to be relevant to electrotaxis machinery. We found only a few pathways that matched the 2 previous RNA-SEQ studies for electrotaxis, which could be due to our cells being in 3D or plated as spheroids in invasion-promoting matrix. 

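Genes of chemokines and their receptors were taken by symbol. In U87 mg at 8 h, 1 of 11 was higher than at 0 h, with a median log2 fold change of -0.55 (adjusted p = 0.00248 by camera with Benjamini-Hochberg adjustment). The adjusted p by camera was 0.0836 without replicate 0 at 0 h and 0.064 without replicate 1 at 8 h, and over the alternatives it ranged from 2.14e-06 to 0.659. An FDR below 0.05 was reached by 1 gene over all genes and by 3 adjusted over the list alone. For DAOY at 8 h, 5 of 22 were higher, with the same median of -0.55 (adjusted p = 0.455 by camera with Benjamini-Hochberg adjustment), and without replicate 2 at 0 h the adjusted p was 0.00736. At 2 h, the adjusted p by camera with Benjamini-Hochberg adjustment was 0.595 in U87 mg and 0.783 in DAOY, with 7 of 11 and 10 of 22 genes higher. Broader cytokine receptor genes were not analysed here.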

Li, *et al*. had found the broad cytokine-cytokine receptor and chemokine signaling pathways to be differentially regulated, however, neither of these were found enriched for any of our conditions^44^. 

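Focal adhesion genes, as listed in the paper's Supplementary Table S2, and MAPK genes, taken by symbol, were tested as lists. Of 16 focal adhesion genes, 12 were higher in DAOY at 8 h, with a median log2 fold change of 0.11 (adjusted p = 0.28 by camera with Benjamini-Hochberg adjustment), and 8 of 16 in U87 mg at 8 h (adjusted p = 0.744 by camera with Benjamini-Hochberg adjustment). At 2 h, 11 were higher in DAOY and 7 in U87 mg (adjusted p = 0.308 and 0.581 by camera with Benjamini-Hochberg adjustment). None of them had an FDR below 0.05 at 8 h, over all genes or adjusted over the list alone, and at an unadjusted p under 0.05 there were 2 in DAOY and 0 in U87 mg. Of 30 MAPK genes, 18 were higher in DAOY at 8 h, with a median of 0.13 (adjusted p = 0.15 by camera with Benjamini-Hochberg adjustment), and 18 in U87 mg at 8 h, with a median of 0.08 (adjusted p = 0.337 by camera with Benjamini-Hochberg adjustment). For MAPK genes in DAOY at 8 h, fry gave an adjusted p of 0.0427 after Benjamini-Hochberg adjustment, and over the alternatives it ranged from 0.0427 to 0.557. At 2 h, the adjusted p of the MAPK list by camera with Benjamini-Hochberg adjustment was 0.102 in DAOY and 0.856 in U87 mg. Whether a list's change differed between the cell lines was not tested.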

KEGG focal adhesion and MAPK signaling pathways were found to be up-regulated, but only in DAOY cells, yet this matching the findings of Yao, *et al*. for Schwann cell electrotaxis toward the anode^43^.

Several signatures of chemotaxis were also present. Most strikingly, all conditions showed up-regulation of genes matching data from Mili, *et al*., a study that characterized RNAs that were localized to cell protrusions under chemotaxis and haptotaxis^48^. RNA localization was also significantly enriched for all dcEF conditions. There were also many pathways enriched relating to the phosphoinositide 3-kinase (PI3K) pathway, a pathway highly involved in intracellular regulation of chemotaxis and previously shown to be a mediator of keratinocyte, neutrophil, and neural progenitor cell electrotaxis^36,49^. The PI3K pathway is of particular interest with respect to the hypothesis that electrotaxis is just another form of chemotaxis—the notion that electrotaxis is just electrophoresis of extracellular molecules that redistribute into a chemotactic signaling gradient. The pathway is also important for the production and maintenance of intracellular signaling gradients, and is part of the signaling that often impacts the specific directionality of a given cell. 

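A list of PI3K, AKT and mTOR components was taken from the paper's Fig. 5. Of its genes, 14 of 25 were higher in U87 mg at 8 h (adjusted p = 0.783 by camera with Benjamini-Hochberg adjustment) and 14 of 26 in DAOY at 8 h (adjusted p = 0.329 by camera with Benjamini-Hochberg adjustment). The direction in U87 mg was reversed with each gene represented by its most abundant transcript (adjusted p = 0.808 by camera with Benjamini-Hochberg adjustment) and without replicate 0 at 0 h (0.789). At 2 h, 12 of 25 genes were higher in U87 mg and 18 of 26 in DAOY (adjusted p = 0.878 and 0.466 by camera with Benjamini-Hochberg adjustment). At 8 h, an FDR below 0.05 was reached by 1 gene in U87 mg and 2 in DAOY over all genes, and by 3 and 4 adjusted over the list alone.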

Related pathways found to be significant via our analysis include the Reactome PI3K cascade in both U87 mg and DAOY cells after dcEF exposure, and gene ontology for phosphatidylinositol (3,4,5)-triphosphate in DAOY cells. Looking at pathways well-connected to PI3K signaling, mechanistic target of rapamycin (mTOR) genes were also enriched, as were pathways for rapamycin sensitive genes, mTOR signaling, and the Insulin-like growth factor 1 (IGF1)/mTOR pathways in both cell lines.

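IGF1R (chromosome 15 of GRCh38, 98648539 to 98964530, plus strand), the receptor of IGF1, was singled out after its values had been seen. In DAOY its gene-level sum went from 74.9 ± 13.2 CPM (SD, n = 3) at 0 h to 124 ± 23.0 at 8 h, a log2 fold change of 0.73 (standard error 0.19, adjusted p = 0.0507 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With limma on log2(TPM + 1) and log2(TPM + 0.1), the change in DAOY was -0.003 and -0.004 on the log2 scale, and over the alternatives the adjusted p ranged from 0.0104 to 0.994 and was below 0.05 in 8 of 12, all 12 chosen after the data had been seen, among them removal of a GC trend (0.0257). In U87 mg it went from 15.4 ± 1.11 to 11.0 ± 1.51 CPM, a log2 fold change of -0.48 (standard error 0.17, adjusted p = 0.181 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the lines was 1.25 (standard error 0.25, adjusted p = 0.124 for the interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the alternatives with all samples this adjusted p ranged from 0.00493 with DESeq2 to 0.0863, and removal of the GC trend gave 0.0323, so both brought the difference past the threshold.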

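TGFBR2 and VEGFA served as examples of growth factor genes at 8 h. The gene-level sum of TGFBR2 rose by 0.28 on the log2 scale in DAOY (standard error 0.19, adjusted p = 0.425 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and changed by -0.23 in U87 mg (standard error 0.15, adjusted p = 0.529 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VEGFA (chromosome 6 of GRCh38, 43770184 to 43786487, plus strand) went from 101.8 ± 35.4 CPM (SD, n = 3) to 185.7 ± 106.9 in DAOY, a log2 fold change of 0.87 (standard error 0.38, adjusted p = 0.207 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In U87 mg it went from 565.3 ± 108.2 to 494.1 ± 176 CPM, a log2 fold change of -0.19 (standard error 0.22, adjusted p = 0.749 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For VEGFA in DAOY the change ranged from 0.28, without replicate 2 at 8 h, to 1.14, and the adjusted p over the alternatives from 0.000629, with no filter on low counts, to 0.455. The difference between the lines had an adjusted p of 0.538 for VEGFA and 0.567 for TGFBR2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.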

Several growth-factor-associated pathways were also up-regulated for both cells including Reactome pathways for EGFR, fibroblast growth factor receptor, Insulin receptor, transforming growth factor Beta (TGFB), and nerve growth factor, and the pathway interaction database pathways for MET, platelet-derived growth factor Beta, TGFB receptor, and vascular endothelial growth factor 1 and 2. All conditions also displayed positive enrichment for genes that previously had been found to be co-regulated by hepatocyte growth factor (HGF) and Ki-Ras oncogene activity^50^. ErbB and EGFR signaling were also well represented by the significantly enriched gene sets. Both DAOY and U87 mg cells under dcEFs were enriched for the gene ontology for regulation of ErbB signaling as well as the pathway interaction database ErbB1 downstream gene set. 

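Of the genes of ErbB receptors and their ligands, 3 of 9 were higher in U87 mg at 8 h, with a median log2 fold change of -0.26 (adjusted p = 0.0707 by camera with Benjamini-Hochberg adjustment). This list passed the threshold, in the direction of lower expression, without replicate 1 at 0 h (adjusted p = 0.00873), without replicate 2 at 8 h (0.00357) and with each gene represented by its most abundant transcript (0.0238), and over the alternatives the adjusted p by camera with Benjamini-Hochberg adjustment or fry ranged from 0.0238 to 0.659. Of the DAOY genes at 8 h, 6 of 10 were higher, with a median of 0.27 (adjusted p = 0.208 by camera with Benjamini-Hochberg adjustment, and 0.0466 without replicate 0 at 8 h). At 2 h, 7 of 9 were higher in U87 mg and 5 of 10 in DAOY (adjusted p = 0.393 and 0.934 by camera with Benjamini-Hochberg adjustment). At 8 h no gene of the list had an FDR below 0.05 over all genes, 1 in U87 mg and 2 in DAOY had one adjusted over the list alone, and 3 and 2 had an unadjusted p under 0.05.
EGFR (chromosome 7 of GRCh38, 55019021 to 55211628, plus strand), singled out after its values had been seen, went from 325 ± 54.0 CPM (SD, n = 3) to 524.7 ± 114.2 in DAOY at 8 h, a log2 fold change of 0.69 (standard error 0.18, adjusted p = 0.0529 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 0.0454 without replicate 0 at 0 h and 0.0479 without replicate 0 at 8 h). The adjusted p in DAOY was below 0.05 in 6 of 12 alternatives, all 12 chosen after the data had been seen, among them removal of a GC trend (0.0184), and ranged from 0.00827 to 0.126 over the 12. In U87 mg it went from 261.8 ± 12.4 to 218.7 ± 22.8, a log2 fold change of -0.26 (standard error 0.11, adjusted p = 0.279 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the difference between the lines was 1.00 (standard error 0.22, adjusted p = 0.162 for the interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was past the threshold with DESeq2 (0.0137) and after removal of the GC trend (0.0362), in a range up to 0.203 over the alternatives with all samples.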

Enriched genes for both DAOY and U87 mg cells under dcEFs also reflected data for genes affected by ErbB ligands, EGF & neuregulin 1^51^. The ErbB pathway is of particular interest as it has previously been shown that the electrotactic response in breast cancers appears to correlate epidermal growth factor receptors (EGFR) expression^21,52,53^.

Overall, we found many pathways that were significantly impacted by the dcEF, ranging from chemotaxis, to growth factor signaling, and to intermediate signaling activity of the PI3K and mTOR pathways. Yet, just because a pathway is over-represented or enriched does not guarantee it will be causally linked to electrotaxis. Thus, we next performed functional validation based on some of these hypothetical mechanisms using pharmacological inhibition.

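Motility genes were taken from the paper's Supplementary Table S2. After 8 h, 59 of 79 genes were higher in DAOY, with a median log2 fold change of 0.14 (adjusted p = 0.0105 by camera with Benjamini-Hochberg adjustment, and 0.0776 by fry), and leaving out 1 replicate gave adjusted p-values from 0.00538 to 0.0177. U87 mg had 46 of 79 higher at 8 h (adjusted p = 0.49 by camera with Benjamini-Hochberg adjustment). At 2 h, 34 were higher in U87 mg and 46 in DAOY (adjusted p = 0.684 and 0.259 by camera with Benjamini-Hochberg adjustment). At 8 h, an FDR below 0.05 was reached in DAOY by 2 motility genes over all genes and by 6 adjusted over the list alone, and in U87 mg at 8 h by 0 in either way, with 6 at an unadjusted p under 0.05.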

### Evaluating putative electrotaxis signaling pathways using pharmacological inhibition

Our study of electrotaxis mechanisms continued with the use of pharmacological agents to inhibit specific likely pathways involved in electrotaxis to identify critical pathways involved. Specifically, we explored the role of the PI3K pathway as a nexus (Fig. 5), since many of our transcriptomic findings, as well as previous electrotaxis studies, have pointed to this pathway as an intermediate regulator for transducing the sensing of a dcEF into the persistent and directional migration of a cell.

**Figure 5:**
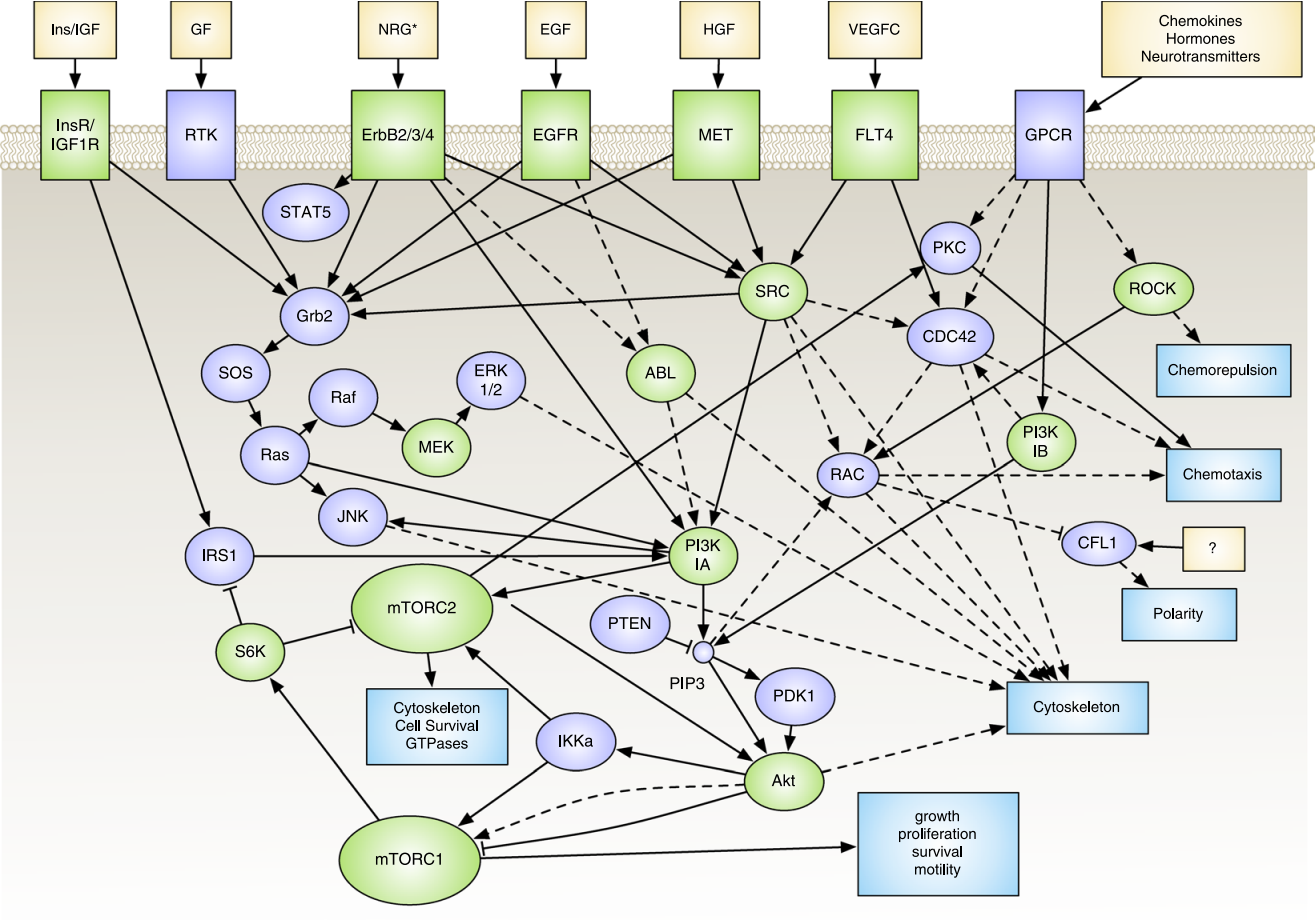
Abridged pathway network for selected targets. Inhibited components are highlighted in green. Data obtained from multiple KEGG pathways^72^.

We characterized the invasive responses of DAOY and U87 mg cellular aggregates under exposure to various pharmacological inhibitors with and without dcEF. The inhibitors we have chosen and their corresponding targets are listed in Table 2. In these experiments, either DAOY or U87 mg spheroidal aggregates were exposed to an inhibitor for an initial 24 h, after which the extent of electrotaxis was measured for 24 h.

**Table 2:** Pharmacological Inhibitors used to explore electrotaxis pathways. Note, some compounds were used at multiple doses (highlighted in **bold**).

Drug	CAS#	Target(s)	Dose(s) (uM)
Isoginkgetin	548-19-6	pre-mRNA splicing	33
AZD8931	848942-61-0	EGFR, ErbB2/3	**1, 10**
OSI-906	867160-71-2	IGF1R, InsR	1
Bosutinib	380843-75-4	Src, Abl	1
KU-0063794	938440-64-3	mTORC1/2	2.5
MK-2206	1032350-13-2	Akt1/2/3	2
Foretinib	849217-64-7	Met, KDR, Tie-2, VEGFR3/FLT4	0.5
PD0325901	391210-10-9	MEK	0.5
LY294002	154447-36-6	PI3Kα/δ/β	**2, 20**
BEZ235	915019-65-7	PI3Kα/δ/β/γ, mTOR, ATR	**0.025, 0.25**
Rapamycin	53123-88-9	mTOR	0.1
Erlotinib	183319-69-9	EGFR	**5, 50**
CZC24832	1159824-67-5	PI3Kγ	1
Mubritinib	366017-09-6	ErbB2	1
Y-27632	129830-38-2	ROCK1/2	10
AZ5104	1421373-98-9	EGFR, ErbB4	0.006

Supplementary Fig. S4 displays the proportional change in spheroidal bounding box for the controls without dcEF, from 24 h to 48 h after exposure to each inhibitor. Only rapamycin’s effect on the U87 mg cells was found to be significantly different than controls (p = 0.0039) with a negative proportional change in area over that time period. Additionally, viability data is also provided in Supplementary Fig. S5 for our initially tested inhibitors. The mTOR1/2 inhibitor, KU-0063794, significantly affected viability over 24 h exposure for both U87 mg and DAOY cells, though it was at a level on the order of the amount of growth for no additional proliferation, and morphologically, the cells did not appear to be distressed. The pan-AKT inhibitor, MK-2206, had a similar outcome for the U87 mg cells. It is important to note these findings as they may constrain our claims when it comes to the electrotactic effects on the cells with those inhibitors.

We began with direct inhibition of the PI3K pathway. For DAOY cells, neither the pan-PI3K inhibitor, LY294002 (2 μM) nor BEZ235 (25 nM), appeared to affect the electrotactic bias (Fig. 6b,c). Although direct inhibition of PI3K was not impacted for DAOY, we continued our study by moving downstream to the mTOR pathway, which is also involved in many aspects of cell growth and invasions, sometimes independently of PI3K signaling. The mTOR inhibitor, rapamycin (100 nM), appeared to increase overall outward growth of the DAOY cells, however the anodal bias was still preserved (Fig. 6d). Inhibition of mTORC1/2 with KU-0063794 no longer exhibited an anodal bias, however this was one of the conditions where viability was affected, and there appears to be an overall decrease in outward frontier growth (Fig. 6e). We also tested DAOY cells against canonical PI3K upstream and downstream targets, but neither IGF inhibition with OSI-906 (1 μM), nor pan-AKT inhibition with MK-2206 (2 μM), had an effect on these cells (Fig. 6f,g).

**Figure 6:**
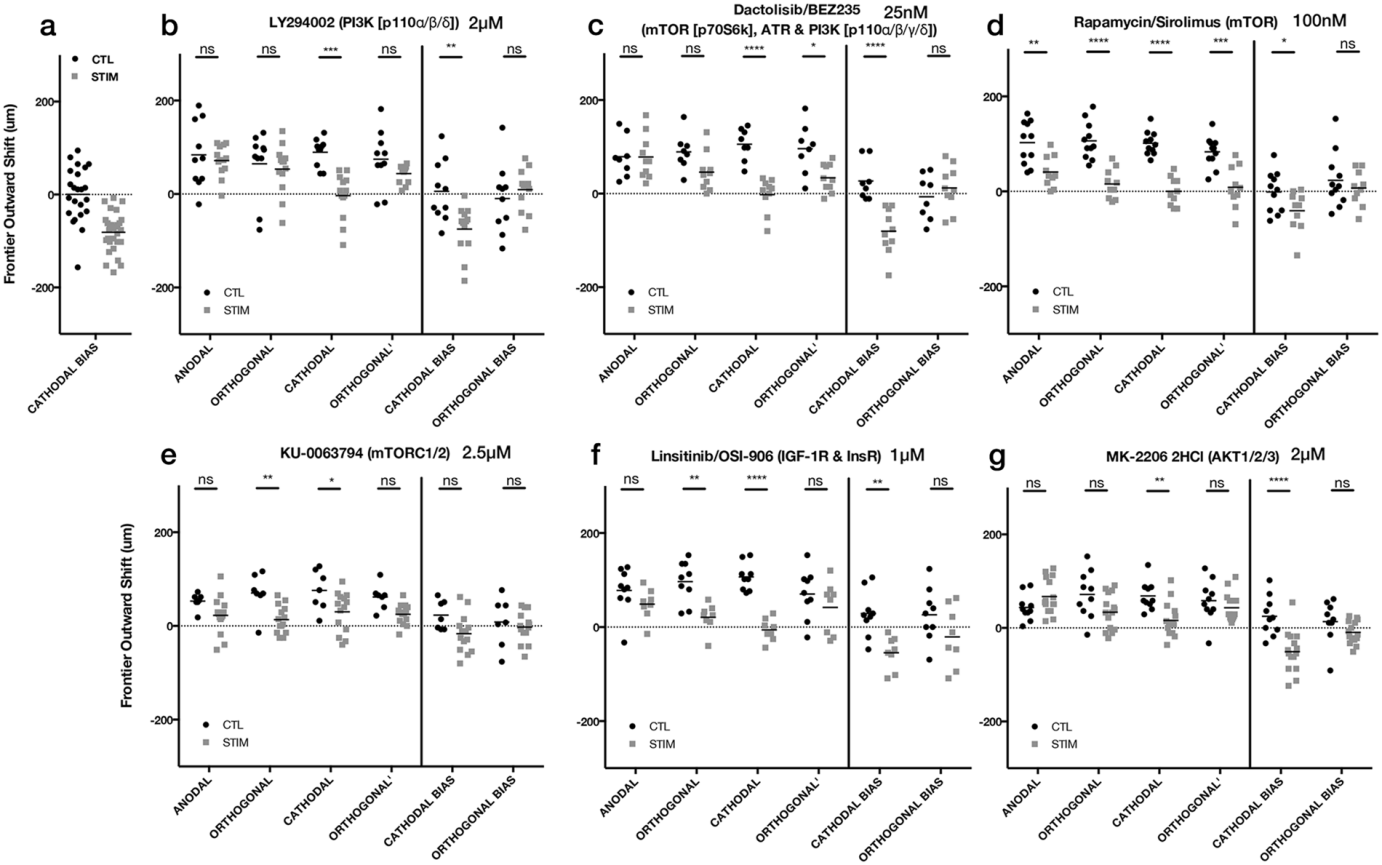
Effect of PI3K/mTOR/IGF/AKT inhibitors on DAOY spheroidal aggregates undergoing electrotaxis. 24 h hours after dcEF (stim) or controls without dcEF (CTL) (**a**) 24 h DAOY data without inhibitor compounds, redisplayed from Fig. 3b. (**b**) LY294002 (2 μM) ***p = 0.0003, **p = 0.0020 (CTL, n = 10; STIM, n = 13); (**c**) BEZ235 (25 nM) *p = 0.0112, ****p < 0.0001 (CTL, n = 8; STIM, n = 10); (**d**) Rapamycin (100 nM) **p = 0.0014, *p = 0.00465, ****p < 0.0001 (CTL, n = 11; STIM, n = 10); (**e**) KU-0063794 (2.5 μM) **p = 0.0057, *p = 0.0351 (CTL, n = 7; STIM, n = 14); (**f**) OSI-906 (1 μM) **p = 0.0034 (orthogonal), **p = 0.0013 (cathodal bias), ****p < 0.0001 (CTL, n = 9; STIM, n = 8); (**g**) MK-2206 (2 μM) **p = 0.0040, ****p < 0.0001 (CTL, n = 10; STIM, n = 15); ns = not significant; Two-way ANOVA, Holm-Sidak post-hoc.

Unlike the DAOY cells, however, the U87 mg cells required aspects of the PI3K signaling pathway for electrotaxis. Pan-PI3K inhibition resulted in a loss of significant difference in the outward movement of the cathodal frontier, and, although it was still significantly different, the cathodal bias under LY294002 (2 μM) inhibition appeared slightly diminished relative to no inhibitor controls (Fig. 7b). Surprisingly, BEZ235 (25 nM) inhibition led to a small significant difference in cathodal bias, but the directionality was now slightly anodal (Fig. 7c).

**Figure 7:**
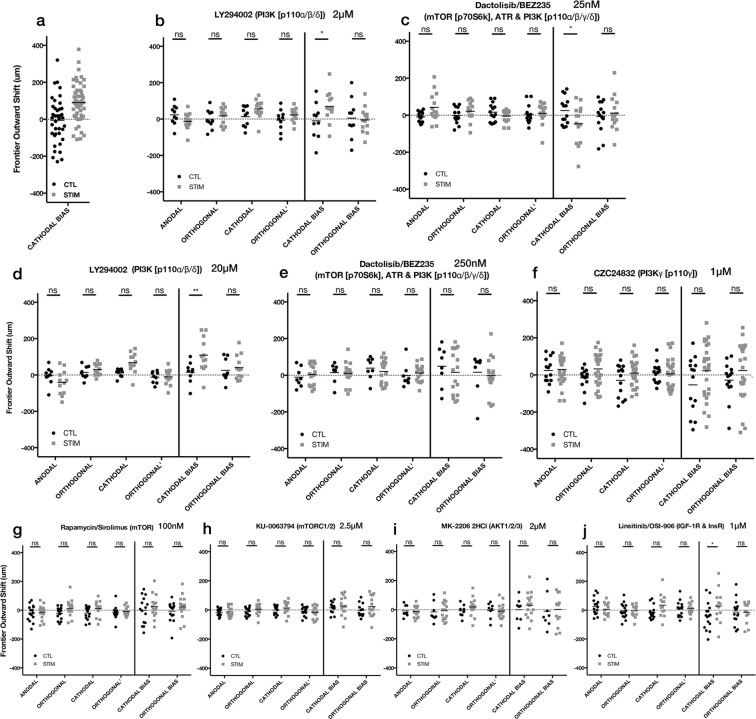
Effect of PI3K/mTOR/IGF/AKT inhibitors on U87 mg spheroidal aggregates undergoing electrotaxis. 24 h hours after dcEF (stim) or controls without dcEF (CTL) (**a**) 24 h U87 mg data without inhibitor compounds, redisplayed from Fig. 2d; (**b**) LY294002 (2 μM) *p = 0.0269 (CTL, n = 10; STIM, n = 13); (**c**) BEZ235 (25 nM) *p = 0.0306 (CTL, n = 14; STIM, n = 14); (**d**) LY294002 (20 μM) **p = 0.0015 (CTL, n = 9; STIM, n = 12); (**e**) BEZ235 (250 nM). (CTL, n = 8; STIM, n = 17); (**f**) CZC24832 (1 μM). (CTL, n = 14; STIM, n = 26); (**g**) Rapamycin (100 nM) (CTL, n = 15; STIM, n = 15); (**h**) KU-0063794 (2.5 μM) (CTL, n = 13; STIM, n = 15); (**i**) MK-2206 (2 μM) (CTL, n = 8; STIM, n = 16); (**j**) OSI-906 (1 μM) *p = 0.0479 (CTL, n = 16; STIM, n = 13); ns = not significant; Two-way ANOVA, Holm-Sidak post-hoc.

A follow-up study was run with the same inhibitors (LY294002 and BEZ235), but this time with 10x higher dose (Fig. 7d,e). The results for LY294002 (20 μM) were consistent with the smaller dose, and seemed to have no overall effect on the cathodal bias. For BEZ235 (250 nM), the bias was no longer anodal, however, any electrotactic bias was gone, and the frontiers appeared to be no different than the unstimulated controls.

There are only a few targets that don’t overlap between LY294402 and BEZ235, one of those being PI3Kγ, unique from other PI3Ks in that it is an intermediate in the G-protein coupled receptor pathway (GPCR)—whereas PI3Ks α, β, and δ are more strongly tied to receptor tyrosine kinase signaling. We used a PI3Kγ-specific inhibitor, CZC24832 (1 μM), to test the hypothesis that this was the particular target that was necessary for producing an electrotactic bias (Fig. 7f), and indeed, specific inhibition of PI3Kγ appeared to also eliminate any electrotactic bias. This strongly suggests that PI3Kγ signaling and potentially upstream signaling from GPCRs play a role in the electrotaxis of U87 mg cells. This also expands upon previous work by Zhao, *et al*., and Meng, *et al*., where knock-out of PI3Kγ in murine keratinocytes, neutrophils and neural progenitor cells all showed attenuated cathodal responses to dcEFs in wound healing assays^36,49^.

We continued our exploration of the role of PI3K signaling in U87 mg electrotaxis finding that inhibition of mTOR and mTORC1/2 both led to abrogation of any electrotactic bias (Fig. 7g,h) as well as pan-AKT inhibition (Fig. 7i), all of which are downstream effectors of PI3K. Upstream of PI3K, IGF inhibition did not impact cathodal bias (Fig. 7j), which was expected as IGF signaling requires the PI3K pathway that includes PI3Ks α, β, and δ.

Another pathway for which we observed broad regulatory changes in our RNA-SEQ data was the ErbB pathway. This family of surface receptors is known to form hetero- and homo-dimers on the cell surface as sensors for various ligands. EGFR has been previously studied for its role in electrotaxis, as mentioned above, yet the other ErbB isoforms have not. We began our study by targeting 3 of the 4 main ErbB2 isoforms, EGFR (or ErbB1), ErbB2 (or HER2), and ErbB3 (or HER3).

Inhibition of ErbB signaling with either Erlotinib (5 μM) nor AZD8931 (1 μM) seemed to not affect the electrotactic bias of DAOY cells (Supplementary Fig. S6). However, the outward growth of each frontier was greatly diminished relative to non-inhibitor controls. Yet with the electrotactic bias still in place, this could merely be due to a diminished source of general growth signal from the ErbB receptors.

The U87 mg cells appeared to be unaffected by EGFR inhibition (Fig. 8b), however, the cellular aggregates grew no differently than controls with the pan-ErbB inhibitor AZD8931 (1 μM), and had lost their cathodal bias entirely (Fig. 8c). Testing both ErbB inhibitors at 10x increased doses, yielded the same effect (Supplementary Fig. S7).

**Figure 8:**
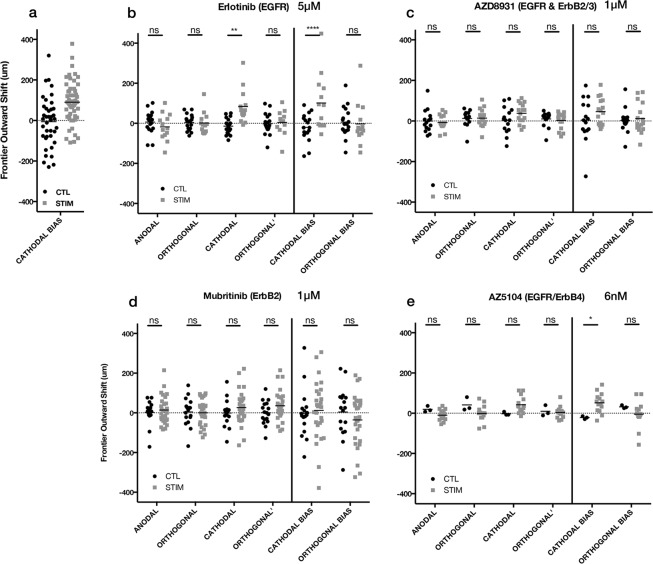
Effect of ErbB inhibitors on U87 mg spheroidal aggregates undergoing electrotaxis. 24 h hours after dcEF (stim) or controls without dcEF (CTL). (**a**) U87 mg data without inhibitor compounds, redisplayed from Fig. 2d. (**b**) Erlotinib (5 μM) **p = 0.0016, ****p < 0.0001 (CTL, n = 18; STIM, n = 13); (**c**) AZD6931 (1 μM). (CTL, n = 15; STIM, n = 16); (**d**) Mubritinib (1 μM).(CTL, n = 17; STIM, n = 29); (**e**) AZ5104 (6 nM) *p = 0.0386 (CTL, n = 3; STIM, n = 14); ns = not significant; Two-way ANOVA, Holm-Sidak post-hoc.

We were unable to procure a pharmacological inhibitor for ErbB3-specific inhibition, but we did attempt to determine whether ErbB2-specific inhibition with Mubritinib resulted in loss of electrotactic bias, and surprisingly, it did (Fig. 8d). This is notable, because U87 mg cells are generally considered ErbB2-negative or ErbB2-weakly-expressing^54^. We hypothesized that the U87 mg cells, as some tumor cells have been shown to do previously^55^, up-regulated their ErbB2 expression when they were plated in 3D, dispersed or as aggregates, which would also explain the tempered electrotactic response we observed for 2D-dispersed scenarios. This was not the case however, as flow cytometry of the U87 mg in 2D vs. 3D, dispersed vs. aggregated, yielded no change in ErbB2 expression relative to an isotype negative control, and did not approach the signal of ErbB2+ MCF7 breast cancer cells (Supplementary Fig. S8). Simultaneous inhibition of EGFR and ErbB4 did not impact U87 mg electrotactic bias (Fig. 8e). As per our study, it is only clear that intact ErbB2 signaling is required for U87 mg electrotaxis, though whether this is through ErbB2 homodimers or ErbB2-ErbB3 heterodimer signaling, or some other undiscovered form, and whether this is ligand-, charge- or physiomechanically-mediated is still unknown.

Lastly, we tested a few additional inhibitors for various targets that were found to be differentially-regulated after dcEF in the RNA-SEQ data. Both the Src and HGF pathways are of interest in that their activity would support a chemotactic-overlap hypothesis for electrotaxis. 

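Genes of the targets of the paper's inhibitors (Table 2) were tested as a list. In DAOY at 8 h, 15 of 23 were higher, with a median log2 fold change of 0.14 (adjusted p = 0.0536 by camera with Benjamini-Hochberg adjustment). The list passed the threshold without replicate 0 at 8 h (adjusted p = 0.0459), without replicate 1 at 8 h (0.0387) and with each gene represented by its most abundant transcript (0.0129), and over the alternatives the adjusted p by camera with Benjamini-Hochberg adjustment or fry ranged from 0.0129 to 0.533. For U87 mg at 8 h, 10 of 21 were higher (adjusted p = 0.466 by camera with Benjamini-Hochberg adjustment), and at 2 h 12 of 21 in U87 mg and 14 of 23 in DAOY (adjusted p = 0.712 and 0.538 by camera with Benjamini-Hochberg adjustment). At 8 h in DAOY, 3 genes had an FDR below 0.05 over all genes and 8 adjusted over the list alone. For U87 mg at 8 h the number was 0 in either way, with 6 at an unadjusted p under 0.05.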

The Src/Abl pathway acts upstream of PI3K and receives input from a number of receptor molecules including EGFR, signals of oxidative stress, and growth factors^56^. 

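Single genes of the MAPK list, which holds the genes of the ERK kinases and of the kinases above them, were counted at 8 h. In DAOY, 1 of 30 had an FDR below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and 1 adjusted over the list alone, and 6 had an unadjusted p under 0.05. In U87 mg, 0 had an FDR below 0.05 in either way and 5 had an unadjusted p under 0.05. At 2 h the numbers at an unadjusted p under 0.05 were 2 in DAOY and 1 in U87 mg, with 0 past the adjustment.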

Our RNA-SEQ analyses produced several significantly enriched gene sets for ERK signaling, which has also been previously implicated in electrotaxis^57^, thus we have also chosen, PD0325901, a MEK inhibitor that acts upstream of ERK signaling. We also saw numerous gene sets across both cell lines suggesting that HGF and VEGF signaling were differentially regulated under dcEFs, thus we have included an ATP-competitive inhibitor of both HGFR and VEGFR (mostly for MET, KDR, TIE2, and FLT4). Additionally, we observed a myriad of evidence indicating dcEF-induced RNA localization and splicing. 

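MET, which encodes the HGF receptor (chromosome 7 of GRCh38, 116672390 to 116798386, plus strand), was singled out after its values had been seen. In DAOY its gene-level sum went from 194.9 ± 31.2 CPM (SD, n = 3) at 0 h to 392.2 ± 94.1 at 8 h, a log2 fold change of 1.01 (standard error 0.21, adjusted p = 0.0234 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call was lost without replicate 1 or 2 at 0 h (adjusted p = 0.0539 and 0.0595 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and without replicate 1 or 2 at 8 h (0.0903 and 0.102). It was also lost in 5 of 12 alternatives, all 12 chosen after the data had been seen, with log2 fold changes from 0.90 to 1.01 and adjusted p-values from 1.55e-05 to 0.0584 by limma or edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In U87 mg, MET was at 542.7 ± 43.8 CPM at 0 h and 574.7 ± 92.0 at 8 h, a log2 fold change of 0.08 (standard error 0.13, adjusted p = 0.843 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) whose sign changed without replicate 2 at 0 h or at 8 h. The difference between the lines was 0.98 (standard error 0.26, adjusted p = 0.238 for the interaction by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Removal of a GC trend from each library, one of these alternatives, brought it past the threshold (0.0281), in a range up to 0.3 over the alternatives with all samples.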

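The changes of single transcripts were set against those of their genes over all 376 transcripts past both criteria in the authors' deposited table. The gene-level sum changed in the direction of the transcript for 342 of them, 9 of 13 in U87 mg at 2 h, 60 of 64 in U87 mg at 8 h, 2 of 7 in DAOY at 2 h and 271 of 292 in DAOY at 8 h. These transcripts belonged to 346 pairs of a gene and a comparison. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 149 of these gene-level sums were differentially expressed and 199 had an FDR below 0.05.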

While inhibition or control of RNA localization is beyond the scope of simple pharmacological inhibition, we were able to perform a cursory test on general inhibition of RNA splicing with Isoginkgetin^58^.

In DAOY cells, both inhibition of MEK with PD0325901 (500 nM) and Src/Abl with Bosutinib (1 μM) led to a loss of significant different in anodal bias relative to controls, however, this may be a technical/statistical artifact, because all but two of the replicates for each had an anodal bias (Supplementary Fig. S9a–d). Inhibition of the pre-spliceosome with Isoginkgetin (33 μM) had no effect on DAOY electrotactic bias, nor did inhibition of HGF/VEGF signaling with Foretinib (500 nM). Since no chemotactic signaling pathway we inhibited was observed to have an effect on DAOY electrotactic bias, we wondered if the mechanism was instead driven by chemorepulsion on the cathodal side. However, this hypothesis was quickly nullified when inhibition of ROCK1/2—regulators of trailing end retraction during migration^59^—using Y-27632 (10 μM) led to a 2.8-fold increase in anodal bias (Fig. 9b). This is surprising, as previously Yao, *et al*. used ROCK inhibition as a means to decrease the speed of hippocampal neurons guided by dcEF—though these neurons were cathodally-directed, and also responded to PI3K inhibition, which the DAOY aggregates did not^60^.

**Figure 9:**
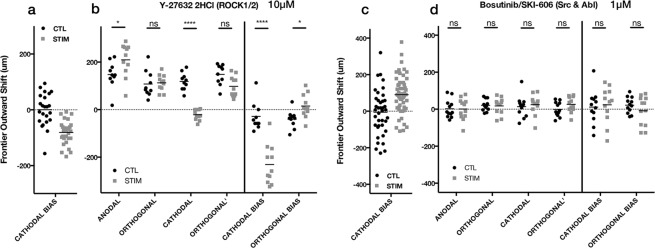
Additional inhibitors that impacted electrotaxis of DAOY (**a**,**b**) or U87 mg (**c**,**d**) spheroidal aggregates. 24 h hours after dcEF (stim) or controls without dcEF (CTL) (**a**) DAOY data without inhibitor compounds, redisplayed from Fig. 3b; (**b**) DAOY + Y-27632 (10 μM) *p = 0.0279 (anodal), *p = 0.0472 (orthogonal bias), ****p < 0.0001 (CTL, n = 10; STIM, n = 11); (**c**) U87 mg data without inhibitor compounds, redisplayed from Fig. 2d; (**d**) U87 mg + Bosutinib (1 μM) (CTL, n = 12; STIM, n = 12); ns = not significant.; Two-way ANOVA, Holm-Sidak post-hoc.

With the four additional inhibitors we tested on U87 mg aggregates (Supplementary Fig. S8e–g), only Src/Abl inhibition with Bosutinib (1 μM) had any effect on the overall cathodal bias (Fig. 9d). Though, this is particularly interesting with respect to our findings from ErbB inhibition, as Src is known to interact with ErbB2 and ErbB3 complexes^61^. However, Src and Abl are, like mTOR and AKT, broadly connected to signaling pathways for many cellular functions, and whether Src, ErbB2/3, mTOR, AKT, and PI3Kγ actually form a mechanistic network in U87 mg electrotaxis requires further confirmation.

Overall, while DAOY cells did not appear to be affected by a loss of PI3K, mTOR, IGF, or AKT signaling, the U87 mg cellular aggregates lost their cathodal bias when PI3Kγ was inhibited, yet other PI3Ks (α, β, and δ) do not appear to be regulating electrotaxis (Fig. 10). mTOR and AKT also appear to be part of the electrotactic response in U87 mg cells, though if and how they are connected to PI3Kγ requires further study, as well as determining what input to PI3Kγ is driving the response and why it induces a cathodal response in these particular cells. mTOR and AKT are known to be connected signaling pathways, but both also have broad signaling connectivity across the spectrum of cellular function, thus confirming how the electrotactic signal propagates through the PI3K/AKT/mTOR network also demands further study.

**Figure 10:**
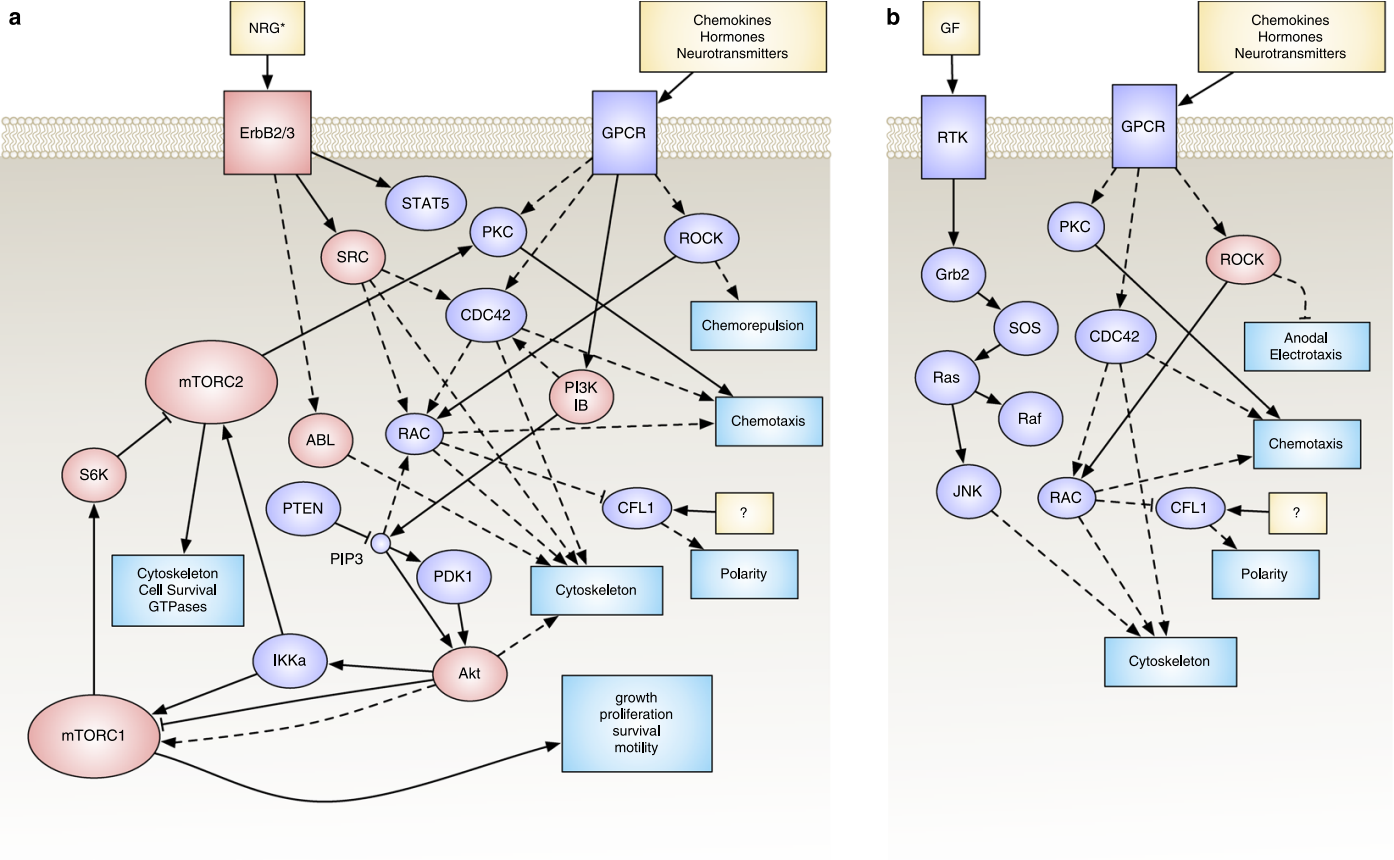
Revised pathway networks after findings from pharmacological inhbition studies. For (**a**) U87 mg; and (**b**) DAOY spheroidal aggregates. Inhibited components that impacted electrotactic responses are highlighted in red.

The ErbB pathway also appears to be required for electrotaxis in U87 mg cells, as inhibition of ErbB2 and potentially ErbB3 was able to attenuate the cathodal bias similar to controls without dcEFs. This was surprising as ErbB2 expression in U87 mg cells is known to be low, and we did not see a change in this expression across various plating formats. Which particular hetero- and/or homo-dimers of ErbB2 and ErbB3 are specifically involved requires further study, as well as whether these receptors are undergoing electrophoresis and asymmetrically expressed, as was EGFR in previous electrotactic studies^53^.

None of our four inhibitors for Src/Abl, MEK, pre-spliceosome, or HGF/VEGF signaling seemed to have much effect on DAOY cells. However, the inhibition of ROCK1/2 did dramatically increase the DAOY anodal bias, suggesting that future studies should examine the balancing of various GTPases as a way to attenuate or enhance electrotaxis in these cells. For the U87 mg aggregates, only the Src/Abl inhibitor was able to remove the cathodal bias. This interesting in that, although Src is broadly connected to many cellular functions, it is known to be connected to the other targets we verified to be in part essential for U87 mg electrotaxis.

Given these distinctly different responses for the DAOY and U87 cells, it is yet unclear whether these results are generalizable across more GBM or MB tumors, or if they represent hallmark phenotypes that will generalize across all cells that respond either anodally or cathodally to a dcEF. As we have been able to use RNA-seq to select molecular targets for study, we hypothesize that the mRNA phenotype will be one way to further dissect whether a cell will exhibit electrotaxis, and if so, which direction it will move. While we have seen that our two chosen cell lines move in opposite directions, resulting in different mRNA phenotypes, and thus react differentially to pharmacological intervention, substantial work is still required to further generalize the results in this report.

## Conclusion

Here, we report a platform for 3D electrotaxis that affords flexible plating configuration, simple fabrication, capacity for long-term (>4 h) experiments, and the ability to analyze population-level changes without live-cell microscopy. Using this system, we showed that U87 mg and DAOY cells have opposing electrotactic responses–cathodal and anodal, respectively–when plated as 3D spheroidal aggregates, and both cell types maintain this response for at least 24 h. Null results from qRT-PCR arrays, suggest that electrotaxis as spheroidal aggregates is a redirection of existing invasion signals, effecting polarization and not motility. Bulk RNA-SEQ was performed to further explore underlying mechanisms, revealing several potential pathways of interest including: RNA localization, splicing, ATPase regulation, IGF/PI3K/mTOR/AKT signaling, myriad of growth factor signaling pathways. Functional studies with pharmacological inhibition showed that (1) for DAOY electrotaxis, other than ROCK1/2 inhibition (which elicited an increase in anodal bias), no selected inhibitors were found to alter the anodal bias; (2) the cathodal bias of U87 mg aggregates under dcEF was lost under Src/ABL, AKT1/2/3, mTOR and mTORC1/2 inhibition; (3) ErbB2 (and possibly ErbB3), but not EGFR or ErbB4 inhibition removed the cathodal bias of U87 mg aggregates; and (4) PI3Kγ, but not PI3K α/β/δ inhibition led to a loss of U87 cathodal bias.

Altogether, these studies establish a baseline to investigate the ability of dcEFs to ‘cluster’ or ‘move’ dispersed tumor aggregates in tumor models intentionally as a way of coalescing dispersed brain tumor aggregates and provide potential molecular targets that may be available due to a physiological response to dcEFs.

## Methods

### *In vitro* cell culture and cell lines

U87 mg (human glioblastoma, ATCC HTB-14), DAOY (human medulloblastoma, ATCC HTB-186), and MatLyLu (rat prostate cancer, ATCC JHU-5) cells were obtained from ATCC. MCF-7 (human adenocarcinoma, ATCC HTB-22) cells were obtained from the Duke University Cell Culture Facility, all originally sourced from ATCC. All cells were maintained at 37 °C with 5% CO_2_ in Dulbecco’s Modified Eagle Medium (cellgro 15-017CV) with 10% fetal bovine serum (Gemini 900-108), 1% L-Glutamine (Lonza 17–605 F), 1% Non-essential amino acids (cellgro 25–025-CI), and 1% penicillin-streptomycin (Corning 30-001-CI). Cells were passaged before confluence using 0.25% Trypsin-EDTA (gibco 25200-056). As noted for some experiments, U87 mg and MatLyLu cells were made to stably express enhanced green fluorescent protein (GFP), via transfection with a GFP-expression plasmid using the Effectene Transfection Reagent (Qiagen 301425) and further selection of stable transfectants with G418 Sulfate (Gemini 400-113).

### Construction of electrotaxis chambers

Corning 6-well plates (3516) were used as the basis for the chambers. The center two wells served as the plating region and media reservoirs. The outer four wells served as buffer reservoirs and electrode-electrolyte transition wells. The three wells of each row were coupled so that two assays could be performed on a single plate. Platinum electrodes (Omega Engineering SPPL-008) were used in an electrolyte bath of phosphate buffered solution (Corning 21-040-CV). Electrodes were held in place by stainless steel alligator clips, fastened into the well-plate lid with silicone sealant (Dow Corning 734) and used for external power-supply connection.

Direct application of sustained DC fields can elicit harmful effects on cells and tissues through the production of cytotoxic elements at the electrode-electrolyte interface^62^. While platinum is considered relatively stable for these applications, chambers were connected via agar-salt bridges in order to further filter out potentially harmful electrode products. These bridges were comprised of 1/8″ silicone tubing (McMaster-Carr 51135K11), filled with 5% autoclaved agar (BD Difco 214530), 1 M KCl (VWR BDH0258), and 25 mM HEPES (Sigma, H4034). Polydimethylsiloxane (PDMS) “clips” were used to maintain tube curvature. Pre-fabricated tubes were stored in autoclaved deionized water with 100 mM KCl until use. 1/8″ holes were drilled into the lid of the well-plate such that the bridges could be inserted to connect each electrolyte well to the nearest media reservoir.

The plating area was a channel constructed such that the height of the plating area was 202 μm high, 5 mm wide and 19 mm long. Walls of the plating area were built from two layers of double-sided solvent-resistant tape (polyethylene, McMaster-Carr 7602A56), cut to fit the curvature of the well-plate and centered so that there was sufficient space for media reservoir on either end of the plating area channel. The plating area was topped by PDMS (Sylgard 184) strips, made to match the curvature of the well-plate and cut to fit the width of the tape walls. These were made sufficiently high and sealed to the side of the well with autoclaved vacuum grease (Dow Corning, high-vacuum silicone grease) such that the electrical current could only travel through the plating area channel when applied. COMSOL Multiphysics 4.4 was used to simulate current density in the channel using electrolyte conductivity of 1.5 S/m.

### Preparation of spheroidal cell aggregates

A microwell-based method was used for producing spheroidal aggregates. PDMS reverse molds were made from Aggrewell 400Ex (StemCell Technologies 27840). These were used to cast 3% autoclaved Agar (BD Difco 214530) versions of the original Aggrewells. The agar versions were placed in 6-well plates and sterilized under ultra-violet light before use. Cells were counted and diluted to either 700 K or 1.4 M cells per 3 mL—unless otherwise specified—and transferred in 3 mL volume to each well. Plates were centrifuged for 4 min at 280 × g and then transferred to 37 °C, 5% CO_2_ and left for 24 hours to grow before experimental use.

Aggregates were aspirated from the plates, both concentrations combined, diluted to concentrations where individual spheroids could be discriminated under microscope in a single 2D plane, and added to electraxis channels with a 1:1 ratio of aggregates/media to Growth-Factor-Reduced Matrigel (Corning #354230) in 30 μL total volume (note: Matrigel batches were kept consistent within each set of experiments). The solution was allowed to solidify for 30 minutes before media reservoirs were filled. Cells were given 24 h to acclimate to 3D conditions before application of electrical fields.

### Application of electrical fields

Electrical fields were applied to each of the alligator clips on the electrotaxis chambers via a simple series circuit of 27 V battery supply, and a 1MΩ potentiometer. Current through the system was measured with a digital multi-meter, as the potentiometer was adjusted in order to provide the desired field strength as calculated by Ohm’s law in this form:

$${I}_{set}=E\ast \sigma \ast A$$

Where: *E* is the desired field strength (in *V/m*); *σ* is the conductivity of the media (in *S/m*; set to 1.5 S/m for all included studies); *A* is the cross-sectional area of the electrotaxis channel, orthogonal to the flow of current (in *m*); and *I*_*set*_ is the set current measured by the multimeter (in *A*).

During ongoing stimulation, periodic checks are made: (i) to ensure set currents have remained consistent (note: in this study, we kept currents within ranges that would indicate a ±20 V/m per 4 h drift in field strength)—experiments that do not meet this criteria are excluded from further analysis; (ii) to reset I_set_ to desired value; (iii) to replace media if any visually-detectable (by phenol red) pH shift gradient has formed; and (iv) to replace salt-bridges. The determination of this check period duration is done by small pilot studies for each experiment and depends mainly on the amount of current applied.

### Microscopy

Images were taken with either a Zeiss Axiovert 200 using Microlucida (v2.50.2a, MBF Bioscience) or a Leica DMi8 with Leica Application Suite X tile scan. Plates were all aligned in the microscope such that the anodal side (direction toward positive battery terminus) is to the left of the image. Z plane focus was set to the middle depth of the channel.

### Single cell analysis

Single cell experiments were imaged under temperature control for up to 4 h. Images were analysis using the manual-tracking tool in ImageJ (FIJI). Displacement toward the cathode was calculated by taking the scalar projection (|A| cos θ) of each segment length (|A|) where θ is the angle between cell’s path vector (A) and the electrical field line aligned toward the cathode (y = 0 for x > 0). Displacement magnitudes are then normalized by the duration between the initial and final time points for each segment and reported as an average of all segments for a given cell.

### Spheroidal analysis

Tiled images of plating channels containing spheroidal aggregates were taking before and during each experiment. Without altering scale or image content, tiled images were re-aligned across multiple time points in Adobe Photoshop using either registration marks made with solvent-resistant markers on the underside of the well, or by unique patterns in the tape edges that line the stimulation channel. Control wells received no dcEF. Individual aggregates were selected from the tiled images and cropped for further analysis. A conservative frontier-based method was used for determining the extent of each aggregate and demarcated for each of four directions relative to the alignment of the dcEF. The absolute outward shift of each frontier over time is reported for each aggregate. Cathodal bias is defined as the outward shift of the cathodal frontier minus the outward shift of the anodal frontier. Similarly, the orthogonal bias is the outward shift of the orthogonal minus the orthogonal’ frontiers.

The bounding box formed from the frontiers is also used for reporting size of the aggregates as they change over time; these are normalized to the size of the initial frontier bounding box at time = 0 and reported as a proportional change in area.

### qRT-PCR: cell culture and preparation

U87 mg and DAOY spheroidal aggregates were formed using 700 K cells in 3 mL per agar aggrewell. Aggrewells were incubated for 24 h and then spheroids were transferred to electrotaxis chamber and embedded in 1:1 cell culture medium to reduced-growth-factor Matrigel (Corning 354230) and allow to acclimate for 24 h before stimulation. Cells were stimulated at 250 V/m for 0, 2, or 8 h. Electrotaxis channels were scraped and the cells and Matrigel collected into 600 μL of cell recovery solution (BD, now Corning 354253) and kept on ice for 30 min. To provide sufficient RNA for analysis, 2 technical replicates were run in tandem for each biological replicate, and then pooled together, for a total of 4 biological replicates for each condition (except 8 h DAOY which only had n = 3, due to poor RNA quality in one sample). Pools were centrifuged for 5 min at 800xg and resuspended in 75 μL 1% ß-mercaptoethanol (Sigma M3148)/Buffer RLT (Qiagen 79216), vortexed for 1 min, and stored at −80 °C.

### qRT-PCR: RNA isolation and quality control

RNA was isolated using a RNeasy Micro Kit (Qiagen 74004). Sample purity and concentration was assessed on a Nanodrop 2000 (Thermo-Fischer).

### qRT-PCR: primers

Electrotaxis candidate gene assay primers (100 uM) were obtained from Fluidigm. Primers and sequences are listed in Supplementary Table S1. For this assay, ACTB, GAPDH, IPO8, RPL13A, SDHA, and TBP were used as housekeeping genes^63^. For the migration gene assay, a Fluidigm-format Human Motility Array (SABiosciences PAHS-128ZH-1, 20uM) was used. Sabioscience primer sequences are proprietary, however, the genes tested are listed in Supplemental Table 2. For this assay, ACTB, B2M, GAPDH, HPRT1, and RPL13A were provided on the array as housekeeping genes.

### qRT-PCR: cDNA preparation and Fluidigm qRT-PCR

Complementary deoxyribonulcleic acid was produced slightly differently for each assay. For the candidate gene assay a RT2 First Strand kit (Qiagen 330401) was used; for the motility gene assay the RT2 Microfluidics Reagent System (Qiagen 330431) and RT2 PreAMP Pathway Primer Mix for Fluidigm (Qiagen 330241) were used. Fluidigm qRT-PCR was performed on a Fluidigm BioMark Genetic Analysis Platform at the Georgia Tech Genomics Core.

### qRT-PCR: data analysis

qRT-PCR data were analyzed using the SABiosciences RT2 Profiler PCR Array Data Analysis web tool (version 3.5), with default settings other than a geometric mean used for housekeeping gene normalization and a cycle threshold of 35. Data were post-processed and visualized using custom Python (v2.7.x, Python Software Foundation, Anaconda Distribution) code. Multiple hypothesis correction was done with the statsmodel library using the Benjamin-Hochberg method.

### RNA-SEQ: cell culture and preparation

U87 mg and DAOY spheroidal aggregates were formed using 700 K cells in 3 mL per agar aggrewell. Aggrewells were incubated for 24 h and then spheroids were transferred to electrotaxis chamber and embedded in 1:1 cell culture medium to Growth Factor Reduced Matrigel (Corning 354230) and allow to acclimate for 24 h before stimulation. Cells were stimulated at 250 V/m for 0, 2, or 8 h. Electrotaxis channels were scraped and the cells and Matrigel collected into 600 μL of cell recovery solution (BD, now Corning 354253) and kept on ice for 30 min. To provide sufficient RNA for analysis, 3 technical replicates were run in tandem for each biological replicate, and then pooled together, for a total of 4 biological replicates for each condition (except 8 h DAOY which only had n = 3, due to poor RNA quality in one sample). Pools were centrifuged for 5 min at 800xg, supernatant removed and stored at −80 °C.

### RNA-SEQ: RNA isolation, quality control and library preparation

RNA was extracted using a RNeasy Micro Plus Kit (Qiagen 74034). Purity and yield were assessed on a Nanodrop 2000 (Thermo-Fisher). RNA integrity was assessed with an Agilent Bioanalyzer RNA 6000 Nanokit on an Agilent Bioanalyzer 2100. The 3 biological replicates with the best quality control results were chosen for each of the 6 conditions. Library preparation was done with a TruSeq Stranded mRNA Sample Preparation Guide LT with polyA tail pull-down. Library was validated with an Agilent DNA 1000 kit after fragmentation and addition of adapters. Samples were cleaned with AMPure XP beads and normalized with fluorimetric quantification to 10 nM using a Qubit 2.0 Fluorometer using Qubit Broad Range (ThermoFisher Q32850) and High Sensitivity (ThermoFisher Q32854) kits.

### RNA-SEQ: sequencing

RNA-Sequencing was performed by the High-Throughput DNA Sequencing Core Facility at Georgia Tech. Samples were run on an Illumina HiSeq. 2500 with single-ended, 100 base-pair reads using a cBOT to split lanes before sequencing.

### RNA-SEQ: post-sequencing quality control

Data were processed using the FASTQC Toolkit (v2.0.0, Illumina Basespace). Minimum read length was set to 32. Adapter, base, quality, and Poly-A/T trimming were performed according to previously published methods^64–66^.

### RNA-SEQ: sequence alignment and differential expression

Transcript-level sequence alignment was done using the pseudo-alignment tool, Kallisto (0.43.0)^67^ and the GENCODE v24 transcriptome for Homo sapiens (www.gencodegenes.org)^68^ using 100 bootstrap samples, single-end mode, with the average fragment length and standard deviation obtained for each sample during quality control. Differential expression was performed using Sleuth (v 0.28.1)^69^ in R (v 3.2.1, R Foundation for Statistical Computing).

### RNA-SEQ: pathway over-representation analysis

The differentially expressed transcripts were pre-filtered to exclude transcripts with an absolute fold change of less than 2-fold. For each condition-pair, over-representation analysis was performed using g:profiler version: r1732_e89_eg36 (http://biit.cs.ut.ee/gprofiler)^70^. The Homo sapiens dataset was used and the search included Gene Ontology, Kyoto Encyclopedia of Genes and Genomes (KEGG), CORUM, Reactome, and Regulatory Motif databases and the built-in g:SCS threshold was used to correct p-values for significance cutoff. Default settings were used. QuickGo (https://www.ebi.ac.uk/QuickGO) web service was used for obtaining additional gene ontology information for visualization with Python (v2.7.x, Python Software Foundation, Anaconda Distribution).

### RNA-SEQ: pathway enrichment analysis

Gene Set Enrichment Analysis (GSEA) (v3.0 build: 0160, http://www.broadinstitute.org/gsea)^71^ was used to perform pathway enrichment analysis. Pre-ranked analysis was performed against the Molecular Signatures Database gene sets for: curated data (c2.all.v6.0), gene ontology (c5.all.v6.0), and oncogenic signatures (c6.all.v6.0) gene sets. For the ranking scheme, we used the negative-log of the multiple-hypothesis-corrected p-value (obtained via differential expression analysis in Sleuth) and signed according to the fold-change direction. The transcript with the lowest p-value was selected in cases of gene symbol collision. Default settings were used except the maximum and minimum pathway size exclusion criteria were set to 1,000 and 5, respectively. Significance criteria was p < 0.05 and the GSEA tool recommended false-discovery rate of 0.25.

### Pharmacological inhibitors

Inhibitors used (listed in Table 2) were obtained from SelleckChem, with the exception of Isoginkgetin, which was purchased from Sigma-Aldrich. Doses were selected based on literature and experimental data provided by SelleckChem (see Supplementary Table S4). Inhibitors were solubilized in dimethyl sulfoxide (Sigma-Aldrich, D2650) according to manufacturer instructions and stored in high-concentration aliquots at −80 °C prior to making working dilutions with cell culture media, which were stored at −20 °C for no more than one month prior to experiments. Working solutions were thawed for use immediately beforehand at room temperature.

U87 mg or DAOY spheroidal aggregates were plated in electrotaxis chambers and dcEFs were applied as described above. However, for conditions with inhibitors, appropriately concentrated solutions were added immediately before Matrigel was added to the cell-aggregates/media solution. Cells were again given 24 h in Matrigel (and inhibitor, if specified) before application of dcEF. Analysis of spheroidal aggregates was performed as described above.

### Graphing and Statistics

All graphs and statistics analysis were done with Python (v2.7.x, Python Software Foundation, Anaconda Distribution) or Prism 7 (Graphpad Inc.) unless otherwise specified. The statistical methods used are reported for each result, in place. An α of 0.05 was used unless otherwise specified. Correlations were calculated using pearsonr from scipy.stats.

### Flow cytometry

For ErbB2 cell surface expression, U87 mg cells were plated as 2D dispersed, 3D dispersed, and as spheroidal aggregates with and without Matrigel. Cells and aggregates were trypsinized and stained in phosphate-buffered saline (Corning 21-040-CV) with 10% fetal bovine serum (Gemini 900-108) and 0.09% sodium azide (Sigma-Aldrich, S2002). ErbB2 expression was measured using 1:20 dilutions of APC/Fire 750 anti- human CD340 (BioLegend 324421) and APC/Fire 750 mouse IgG1, κ isotype (BioLegend 400195) as negative control. MCF-7 cells, known to have elevated ErbB2 expression, plated as 2D dispersed were used as positive control for CD340. Cells were analyzed on a Novocyte 2060 flow cytometer. All flow cytometry data analysis was performed using FlowJo vX.07.

### Computer Code Availability Statement

Any python data wrangling code used in this study is available from the corresponding author upon reasonable request. All other code used is cited in the methods and was publicly available at time of manuscript submission.

## Supplementary information

Supplementary Information

Dataset 1

Dataset 2

## Data Availability

Raw RNA-SEQ data and consolidated Sleuth differential expression output has been uploaded to the NCBI Gene Expression Omnibus (GEO accession: GSE115509). Any additional data that support this manuscript not provided directly with the manuscript are available from the corresponding author upon reasonable request.

# Supplementary material for: Electrotaxis of Glioblastoma and Medulloblastoma Spheroidal Aggregates
**Source:** Sci Rep. 2019 Mar 29;9:5309. doi: 10.1038/s41598-019-41505-6
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION**

Electrotaxis of Glioblastoma and Medulloblastoma Spheroidal Aggregates

Johnathan G. Lyon^1,2*^, Sheridan L. Carroll^1^, Nassir Mokarram^1^, Ravi V. Bellamkonda^1*^

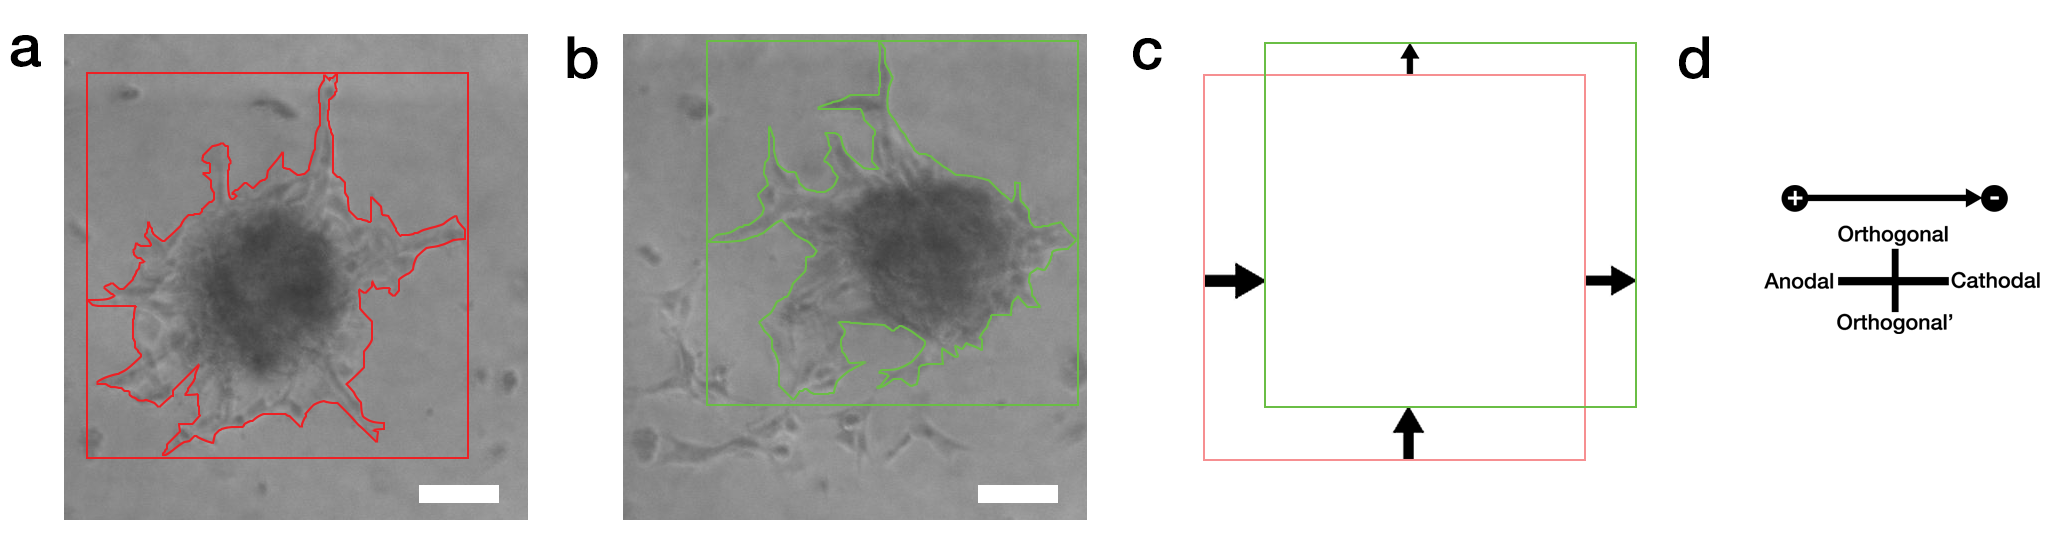

Supplementary Figure S1. Definition of frontier bounding boxes. Frontiers are defined using the maximal extent of each spheroidal aggregate (a & b) in one of four directions as defined in (d). The signed magnitude of outward change (c) in frontier from one time point to the next is used to report change in the aggregates. Scale: 100 μm.

**
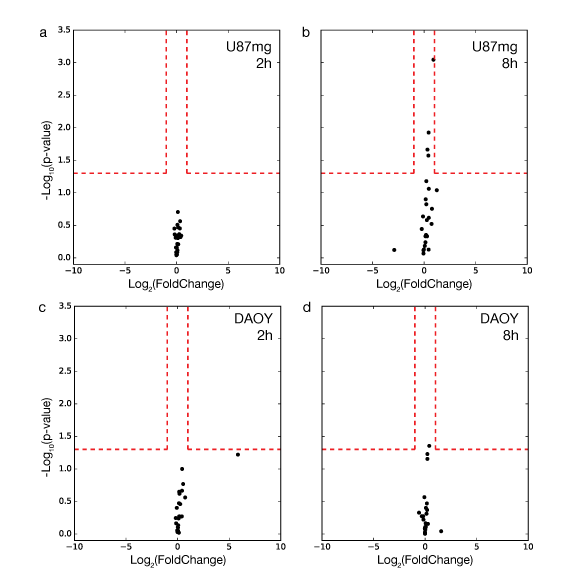
**

Supplementary Figure S2. Volcano plots for qRT-PCR data from electrotaxis candidate genes before multiple hypothesis correction. (a & b) U87mg, or (c & d) DAOY cells were analyzed for gene expression of 25 candidate electrotaxis genes. Shown are the p-values and fold-changes for these genes comparing the expression at (a & c) 2h, or (b & d) 8h after dcEF onset, relative to controls at 0h without dcEF. Significance was determined as any gene with p<0.05 and a Log_2_(fold-change) of greater than 1 or less than -1 (n=4 for all conditions except DAOY 2h, which was n=3—sample dropped during to quality control). No genes were found to be significantly, differentially expression for these conditions.

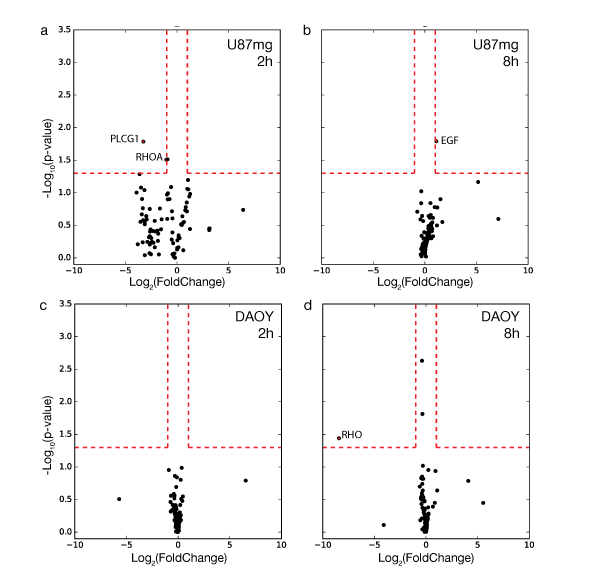

Supplementary Figure S3. Volcano plots for qRT-PCR data from electrotaxis motility genes before multiple hypothesis correction. (a & b) U87mg, or (c & d) DAOY cells were analyzed for gene expression of 25 candidate electrotaxis genes. Shown are the p-values and fold-changes for these genes comparing the expression at (a & c) 2h, or (b & d) 8h after dcEF onset, relative to controls at 0h without dcEF. Significance was determined as any gene with p<0.05 and a Log_2_(fold-change) of greater than 1 or less than -1 (n=4 for all conditions except DAOY 2h, which was n=3—sample dropped during to quality control). While PLCG1, RHOA, RHO and EGF were found to be differentially-expressed under these criteria, after multiple-hypothesis correction was performed on the initial p-values, no genes were found to be significantly, differentially expressed.

**
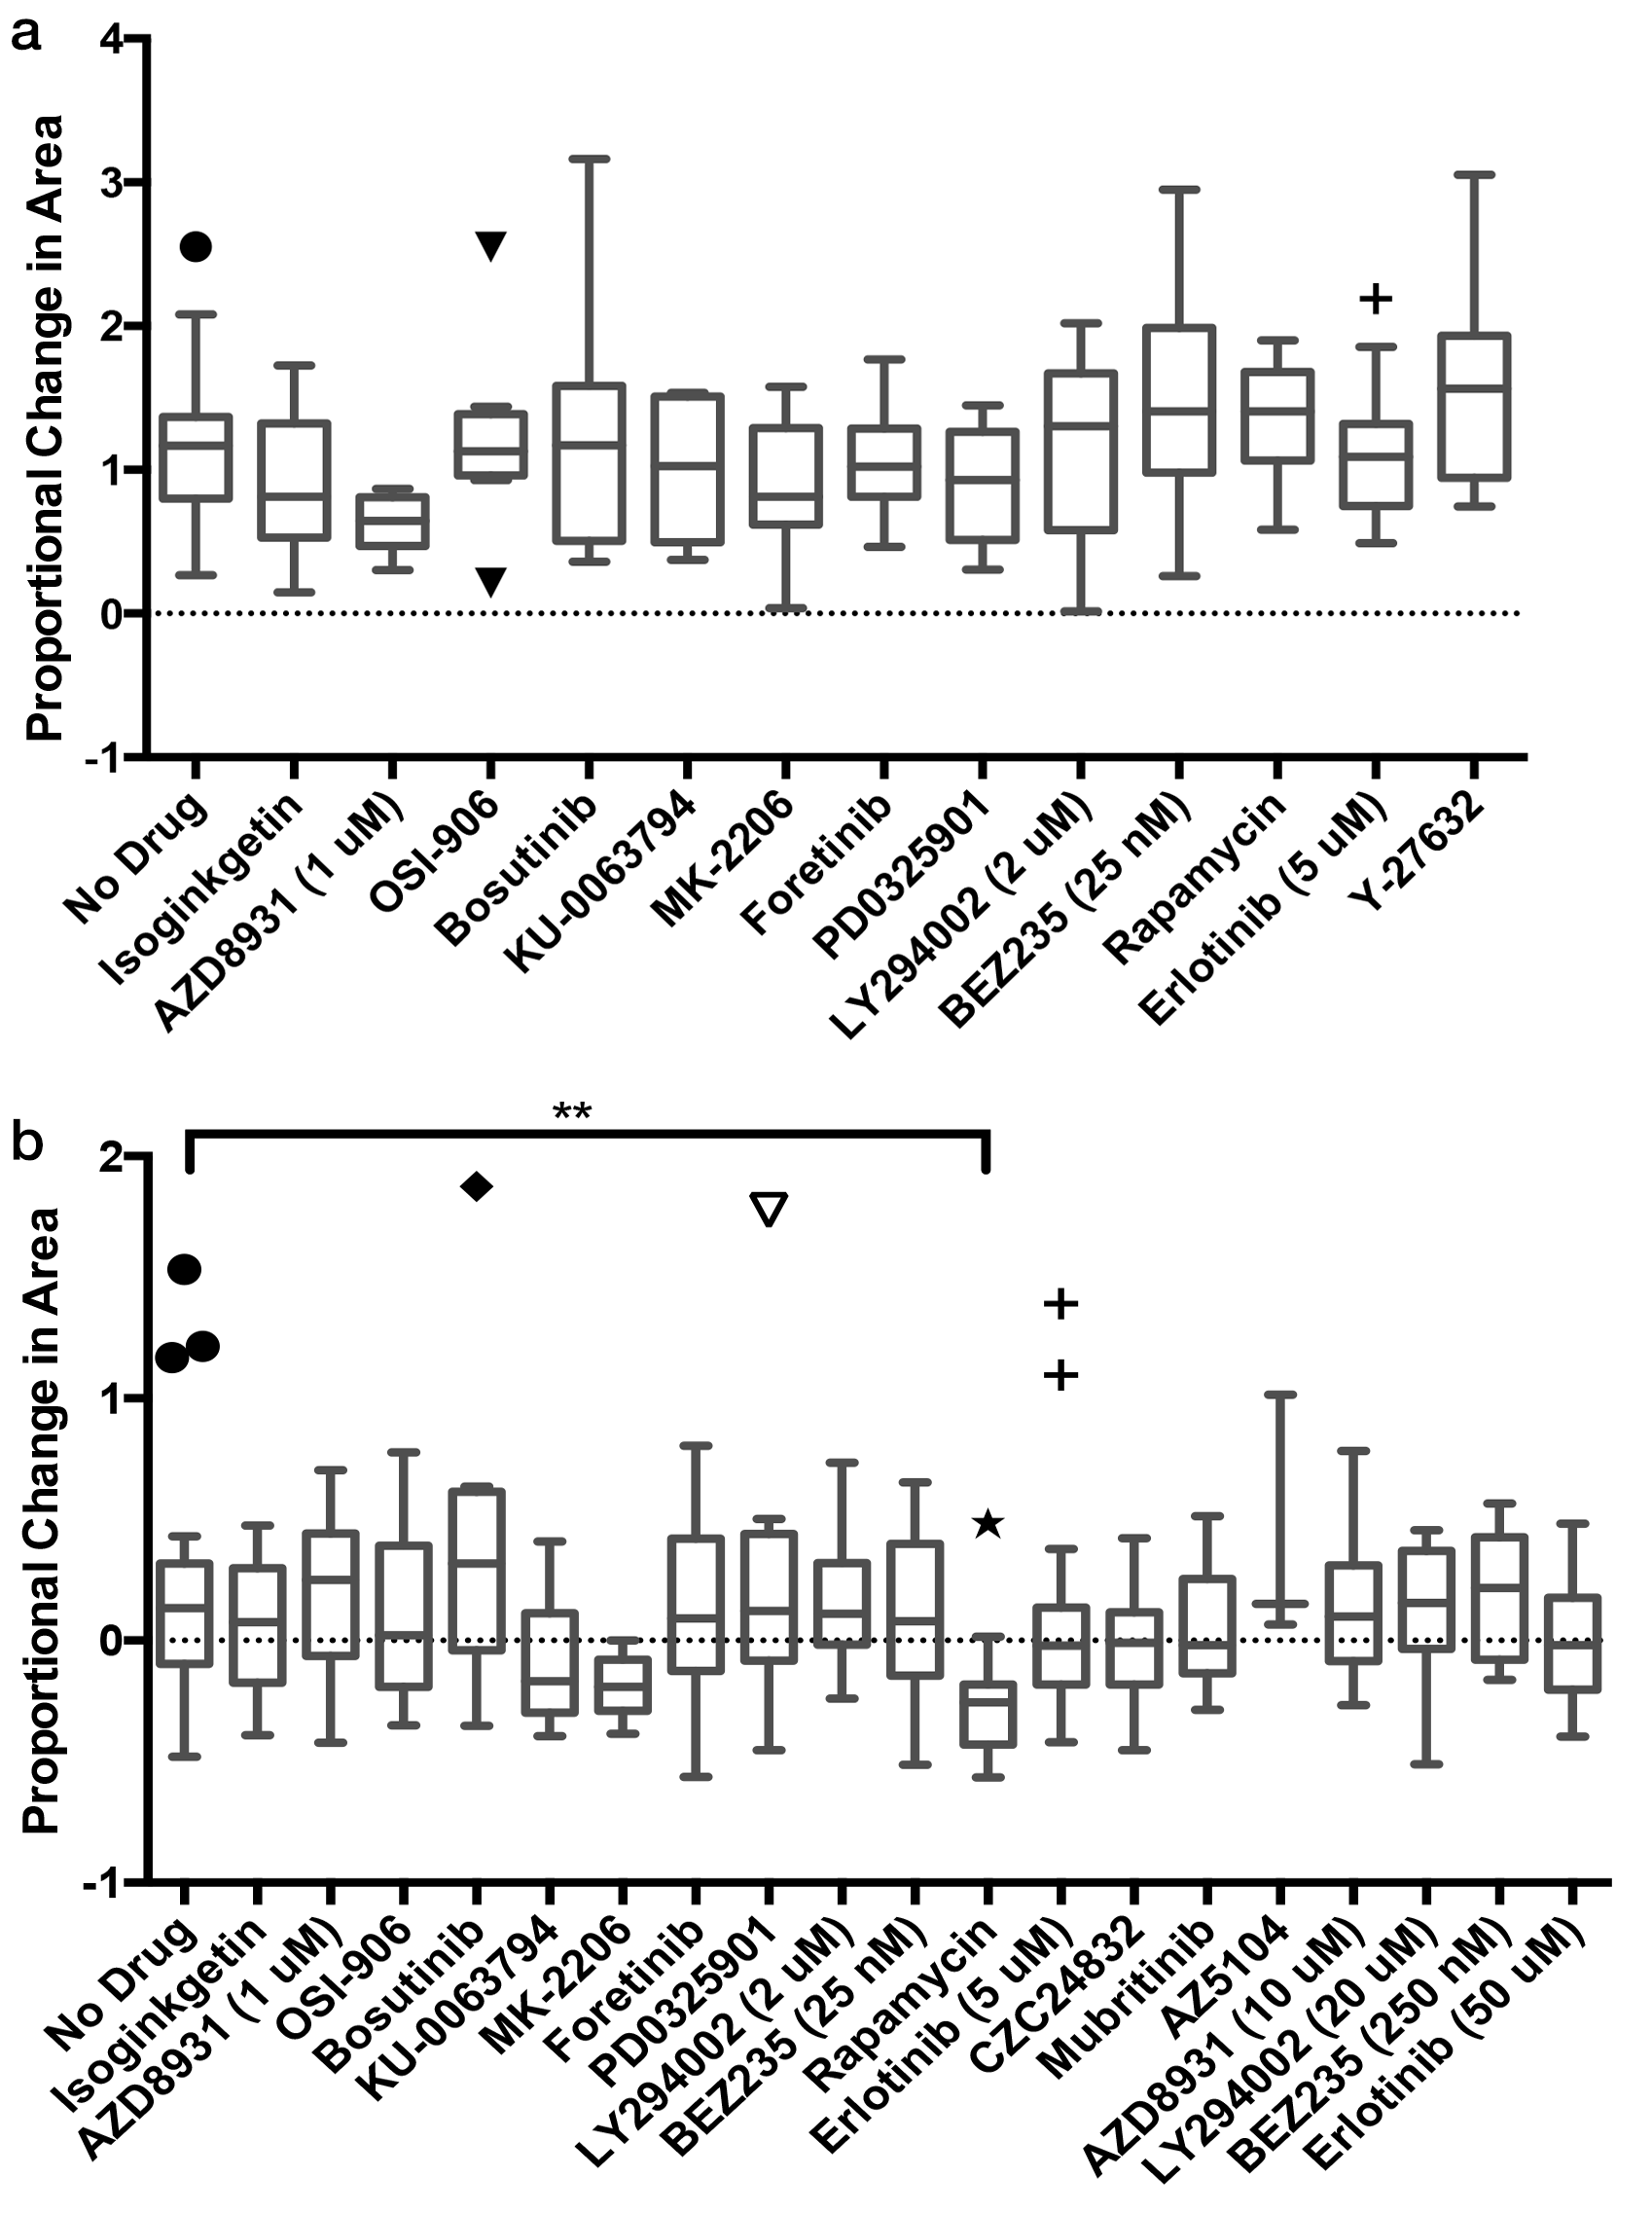
**

Supplementary Figure S4. Proportional change in spheroid bounding box area after exposure to inhibitors. Samples without dcEF shown for (a) DAOY and (b) U87mg cells for the period 24h to 48h after exposure to inhibitor. **p=0.0039. Mean±Tukey box plots shown

**
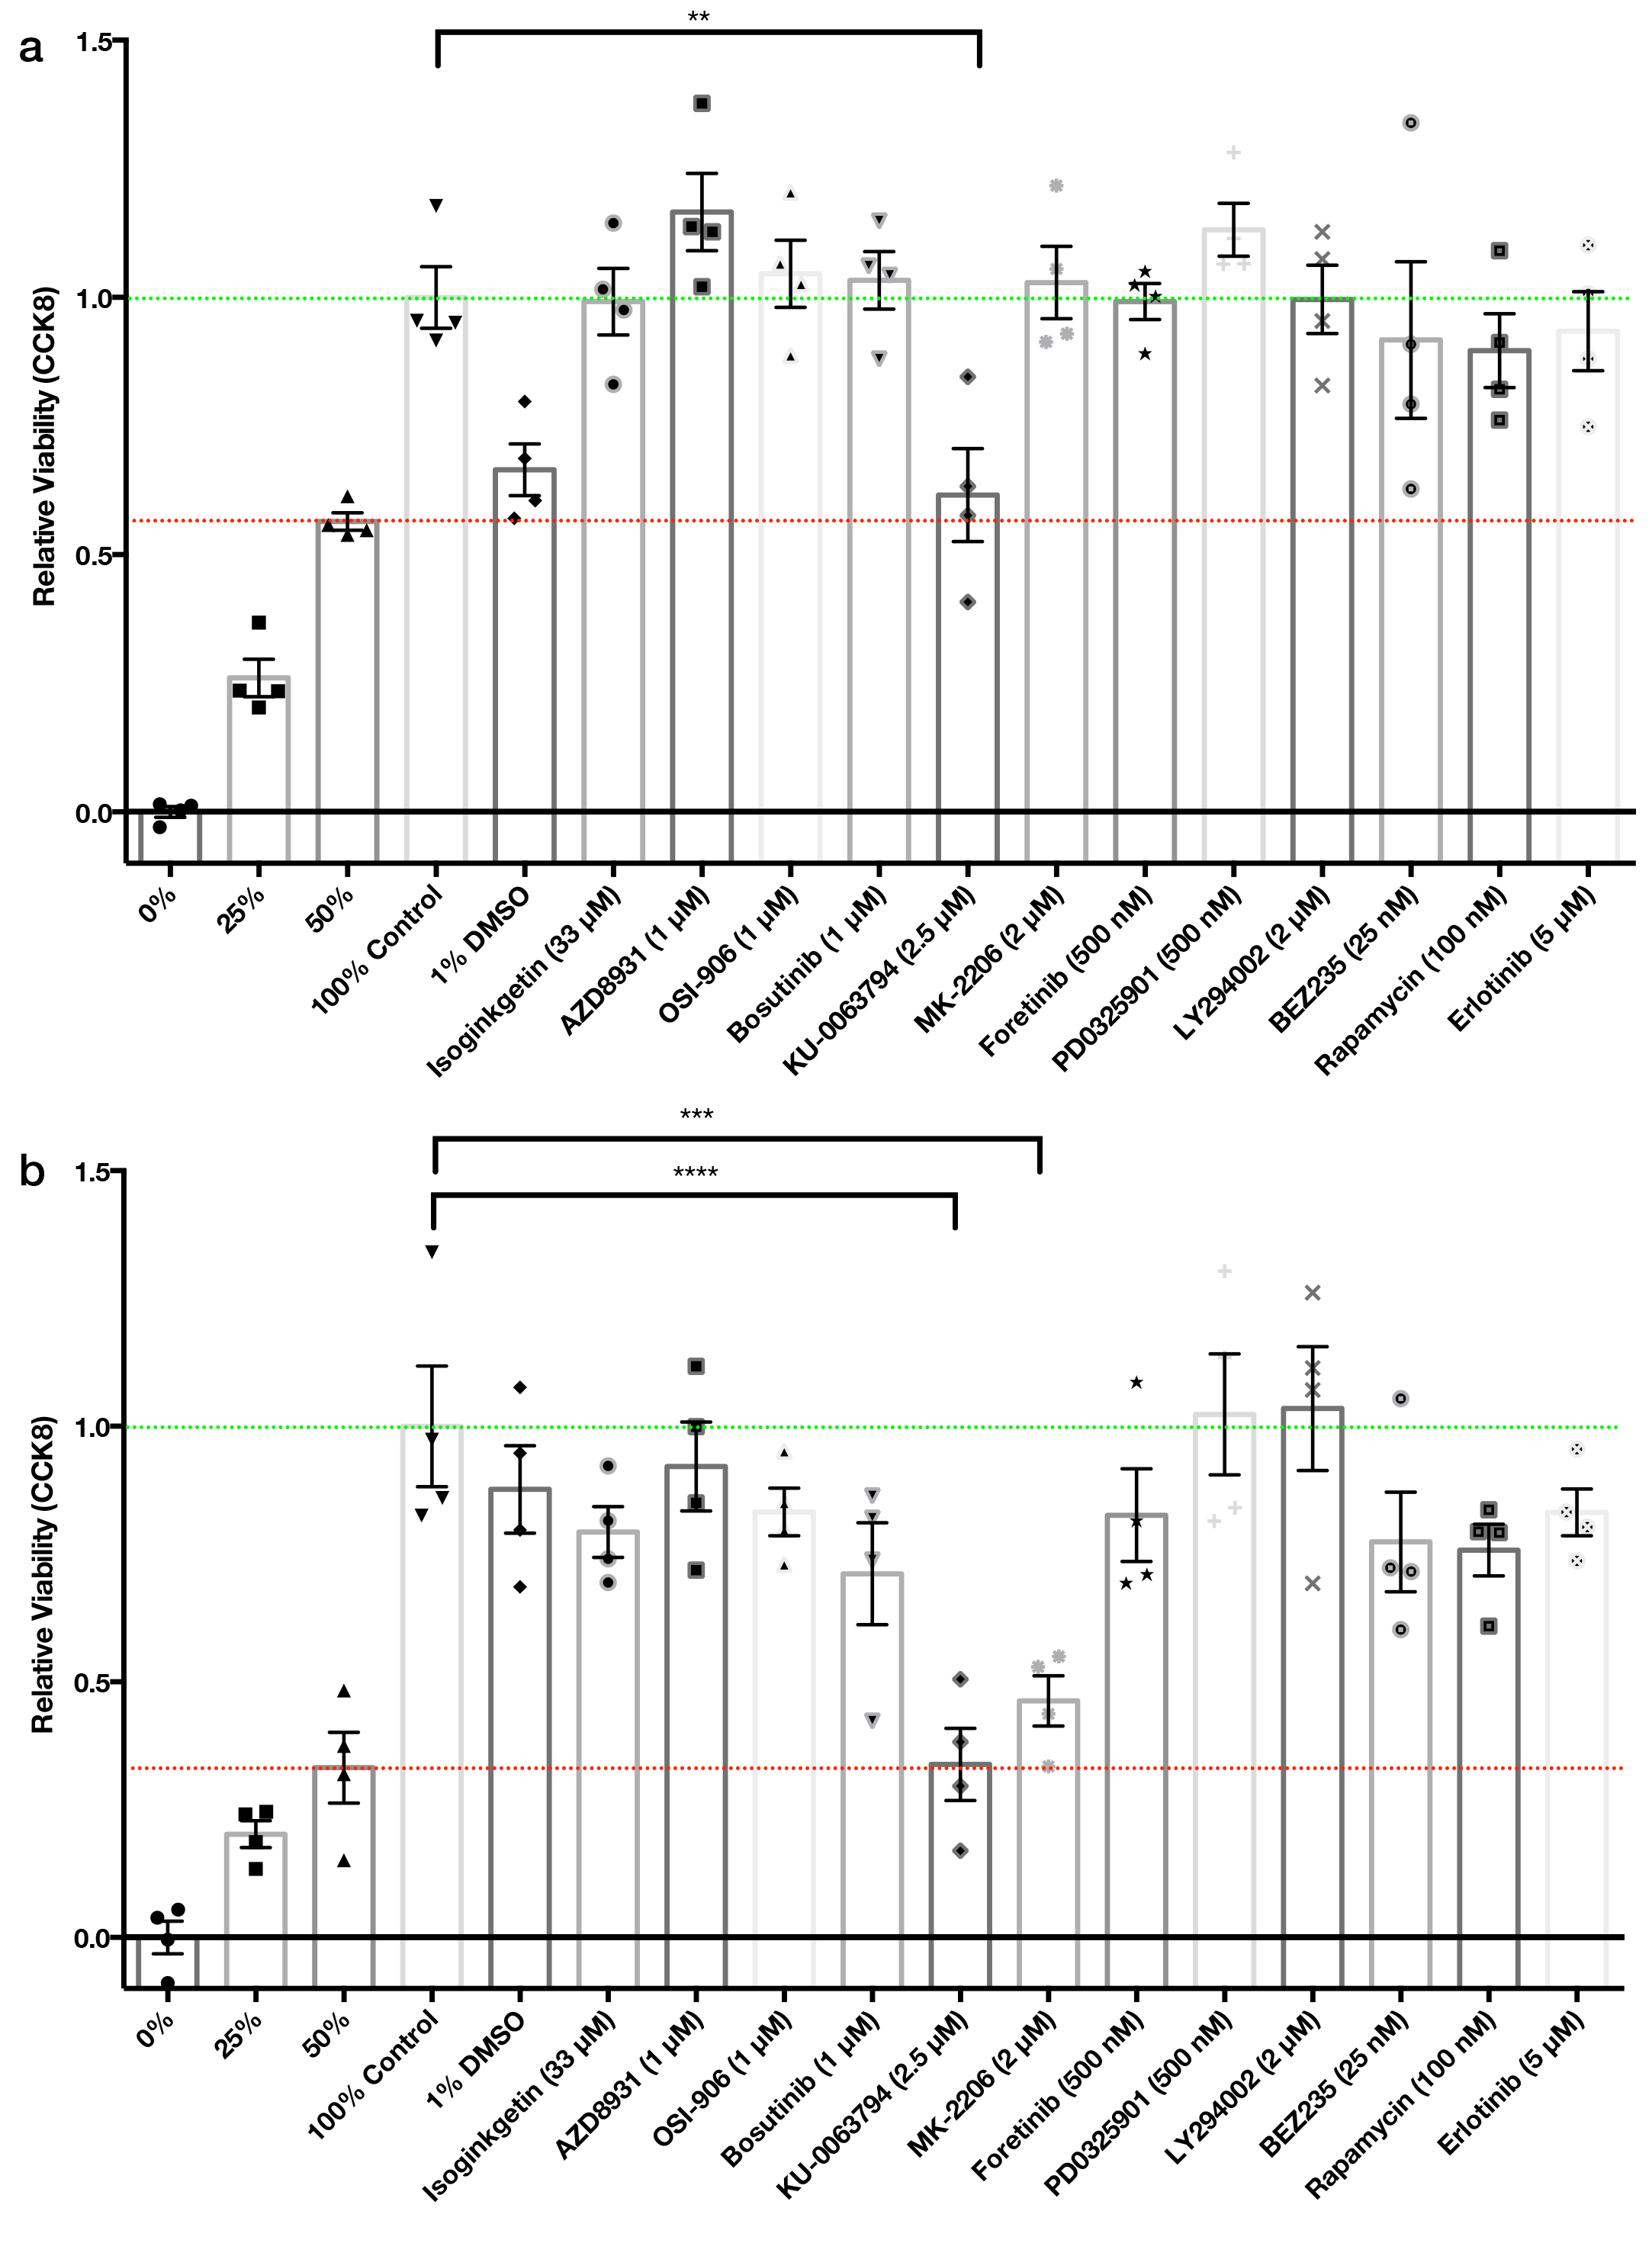
**

Supplementary Figure S5. Viability Assessment with Cell-Counting Kit 8 Assay after addition of inhibitors. Viability after 24h exposure to various inhibitory compounds for (a) U87mg and (b) DAOY cells (n=4 for all conditions). **p=0.0032, ***p=0.0002, ****p<0.0001. 100% control represents 5000 cells initially plated, 50% 2500 cells, etc. 50%, 25%, and 0% were also significantly different than 100% controls, and 1% DMSO control was only significantly different for U87mg cells. Mean±SEM shown.

**
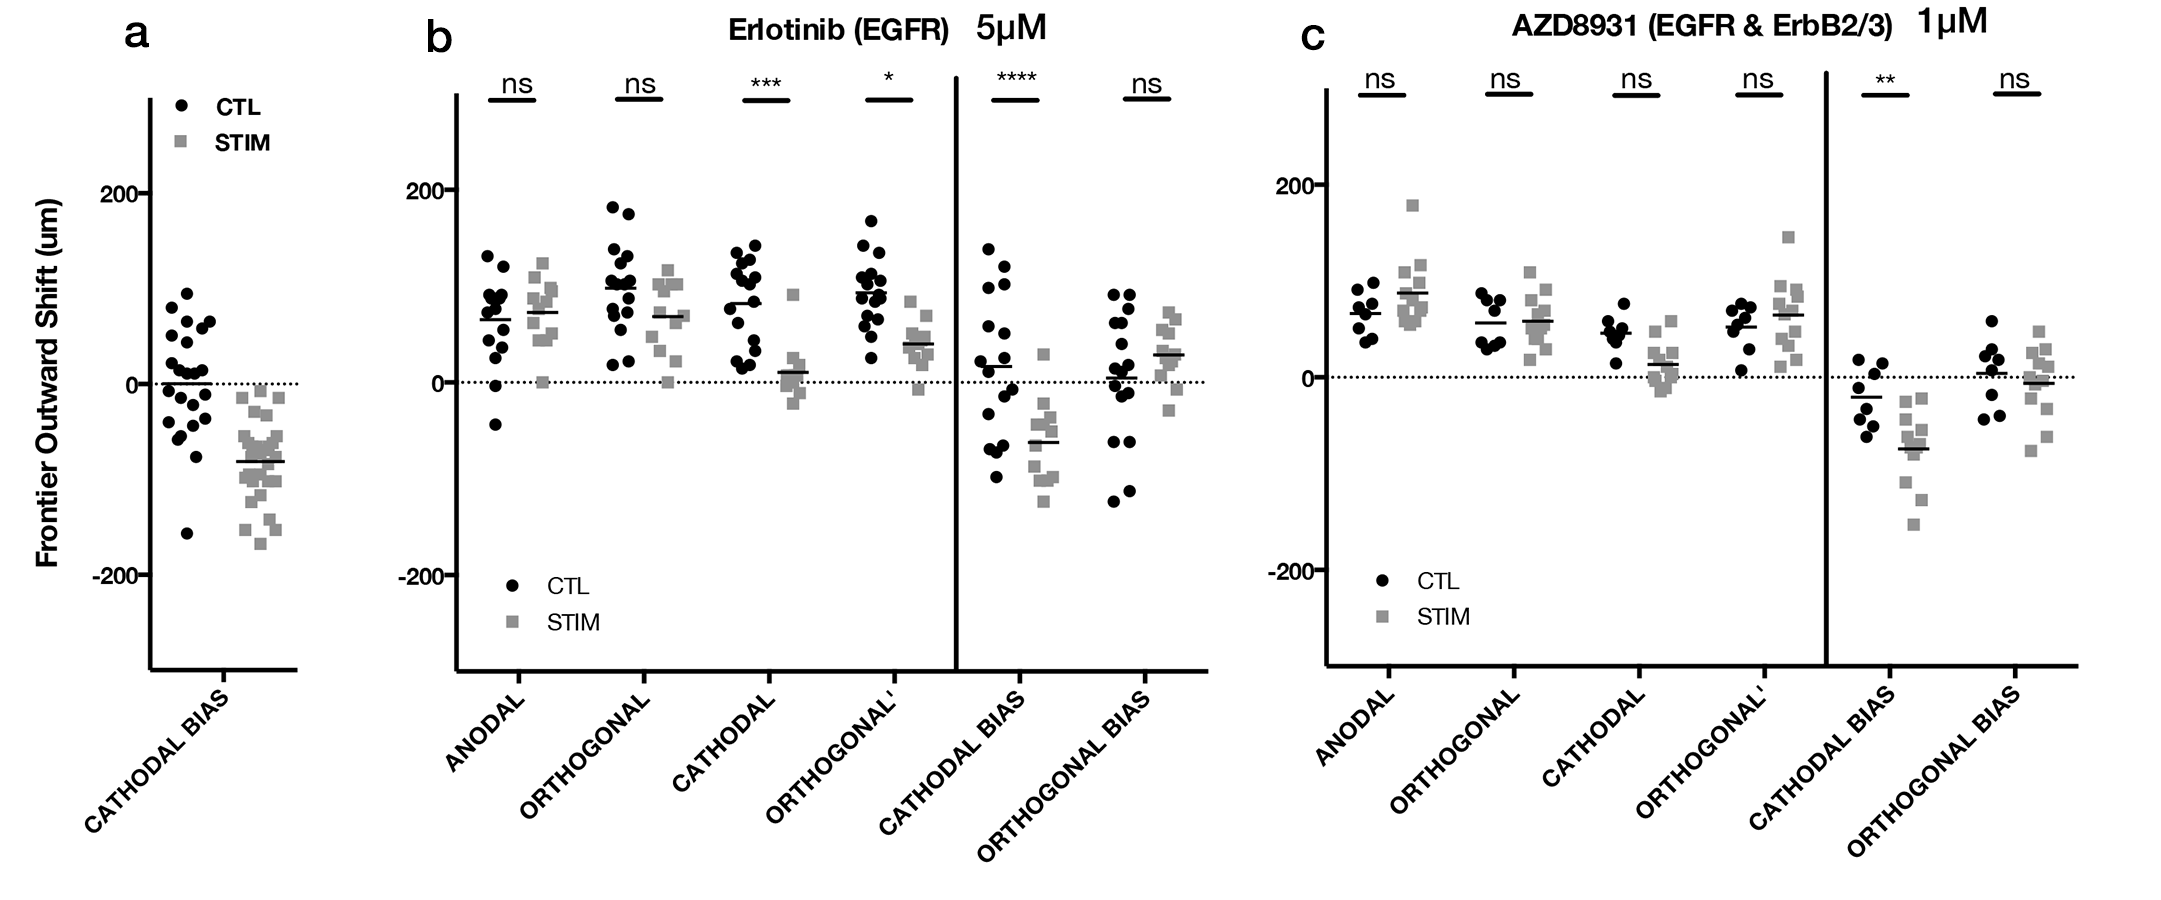
**

Supplementary Figure S6. Effect of ErbB inhibitors on DAOY spheroidal aggregates undergoing electrotaxis. 24h hours after dcEF (stim) or controls without dcEF (CTL) (a) DAOY data without inhibitor compounds, redisplayed from Figure 3b. (b) Erlotinib (5 μM) ***p=0.0004, *p=0.0127, ****p<0.0001 (CTL, n=16; STIM, n=12); (c) AZD6931 (1 μM) **p=0.0014 (CTL, n=8; STIM, n=12); ns=not significant; Two-way ANOVA, Holm-Sidak post-hoc.

**
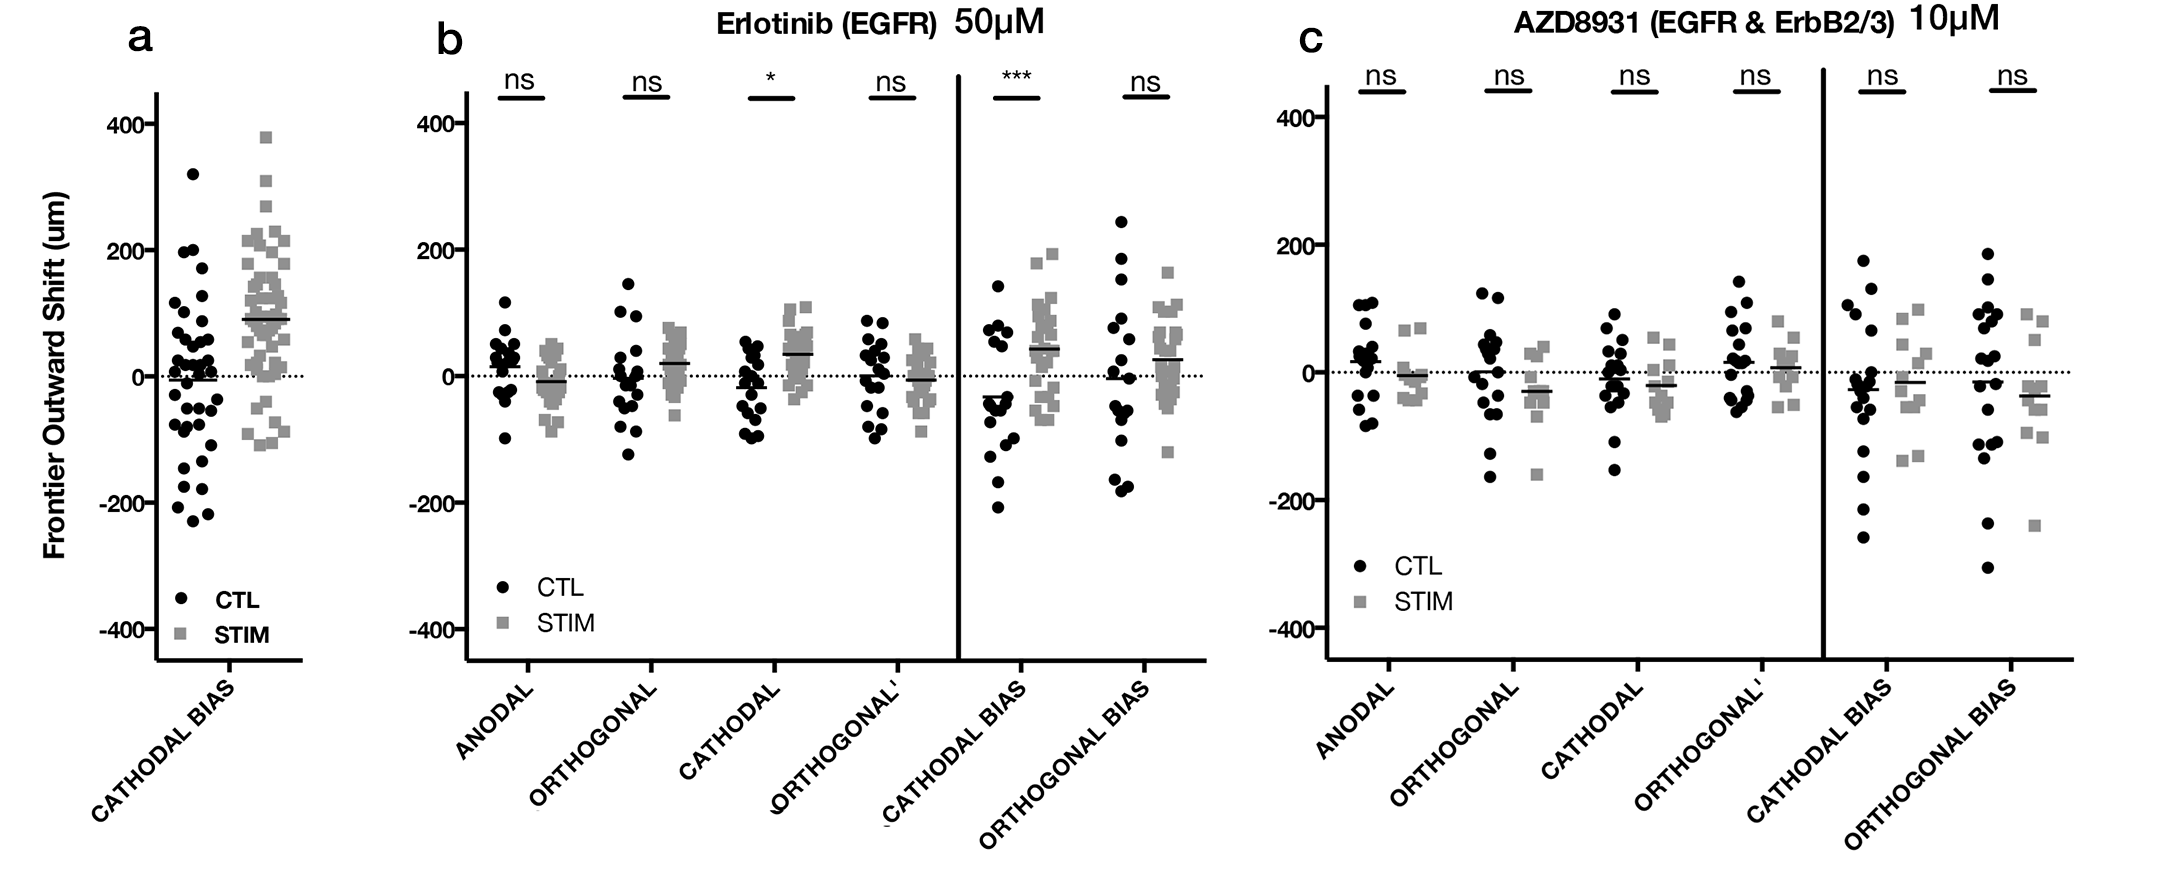
**

Supplementary Figure S7. Effect of ErbB inhibitors at increased dosage on U87mg spheroidal aggregates undergoing electrotaxis. 24h hours after dcEF (stim) or controls without dcEF (CTL) (a) U87mg data without inhibitor compounds, redisplayed from Figure 2d. (b) Erlotinib (50 μM) *p=0.0278, ***p=0.0004 (CTL, n=18; STIM, n=27); (c) AZD6931 (10 μM) (CTL, n=19; STIM, n=12); ns=not significant; Two-way ANOVA, Holm-Sidak post-hoc.

**
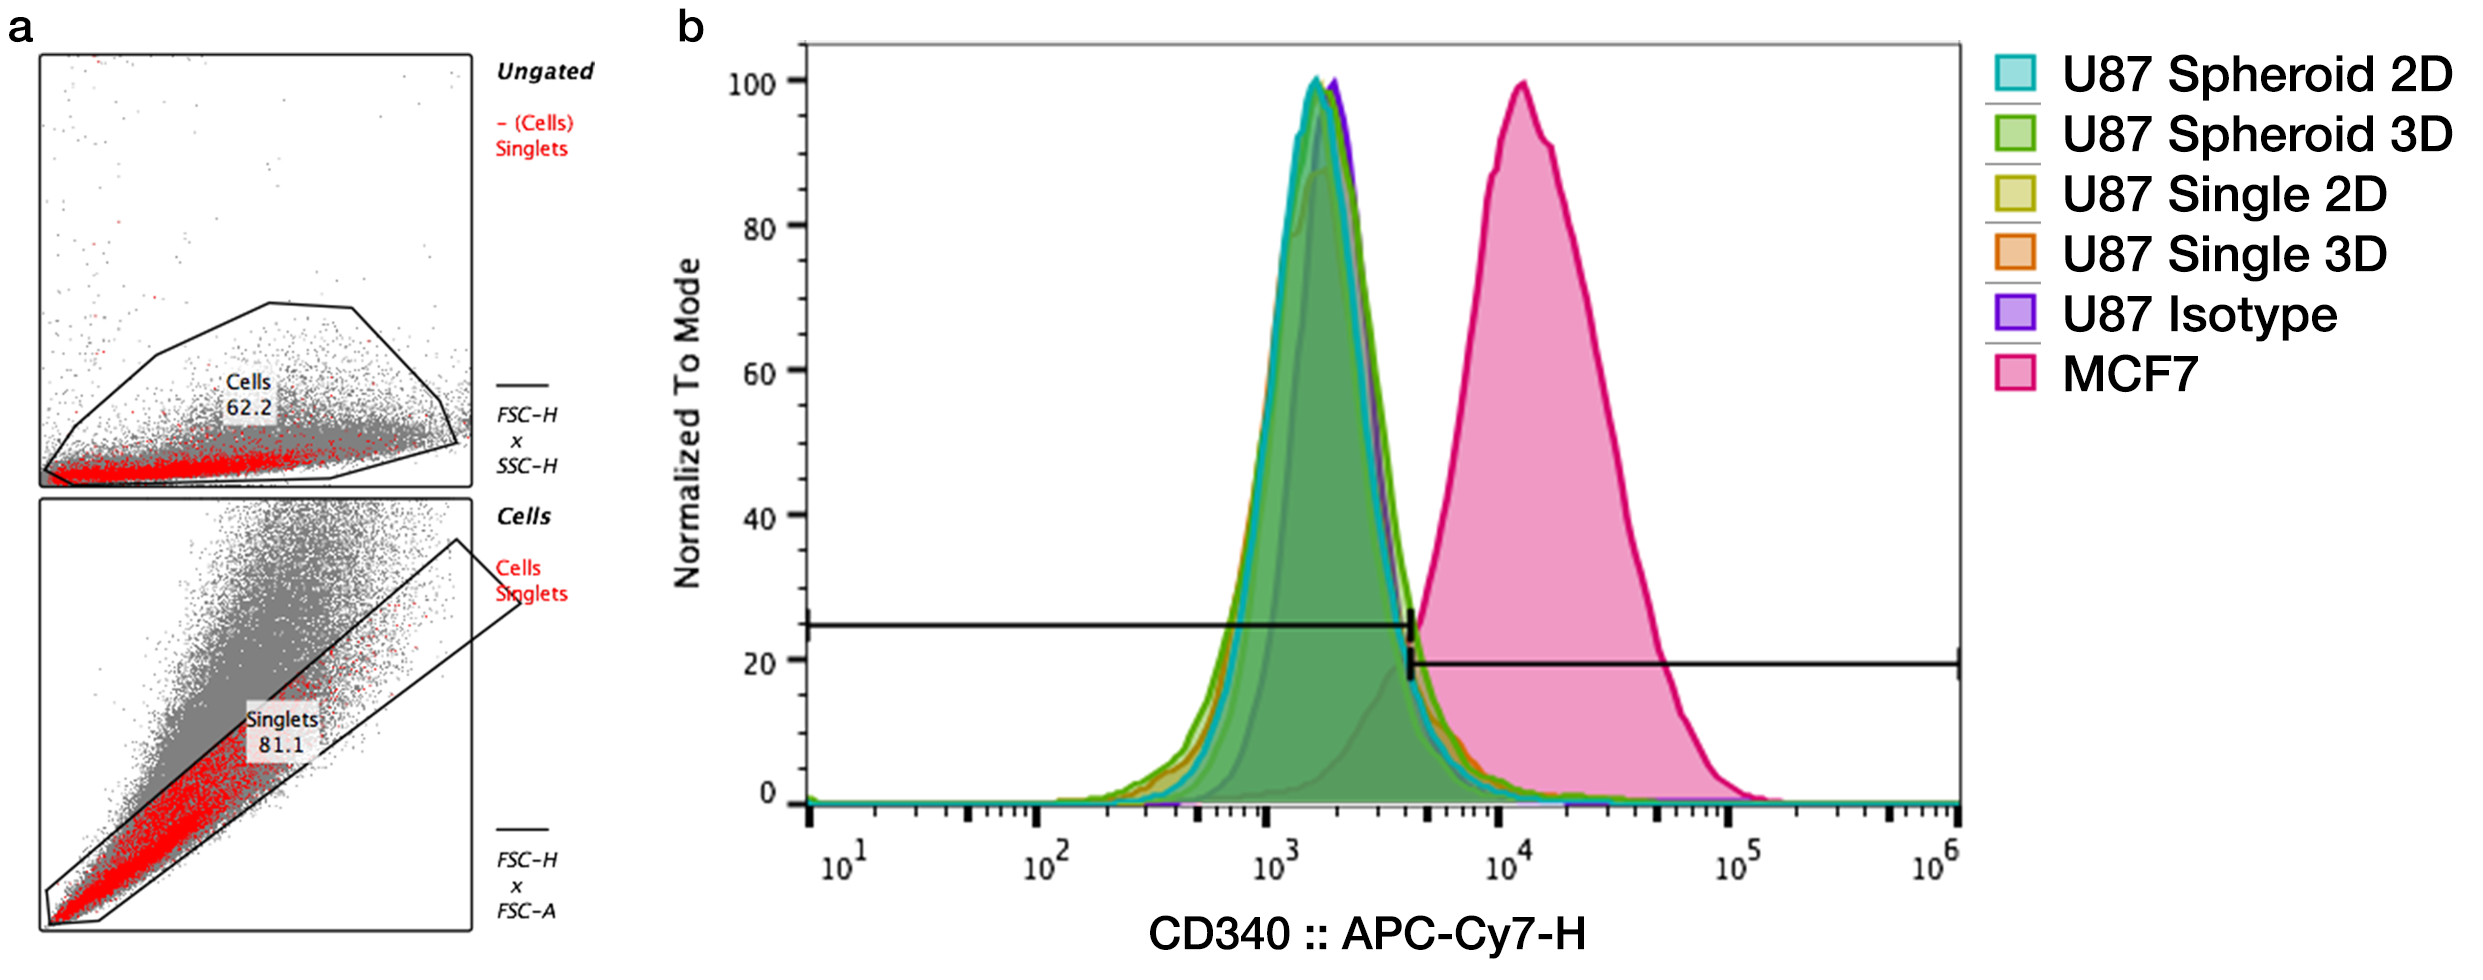
**

Supplementary Figure S8. Flow cytometry data for ErbB2 expression for different plating confirmations of U87mg cells. U87mg cells were plated onto either 2D culture plastic or embedded in 3D Matrigel as either single, dispersed cells, or as spheroidal aggregates. After 24h culture in those conditions, disassociated cells were stained for CD340 (ErbB2 marker) with APC/Fire 750 conjugated antibodies. (a) Gate history showing selection of cells and singlets. (b) Histogram of APC/Fire 750 intensity. ErbB2+ MCF7 cells serve as positive control.

**
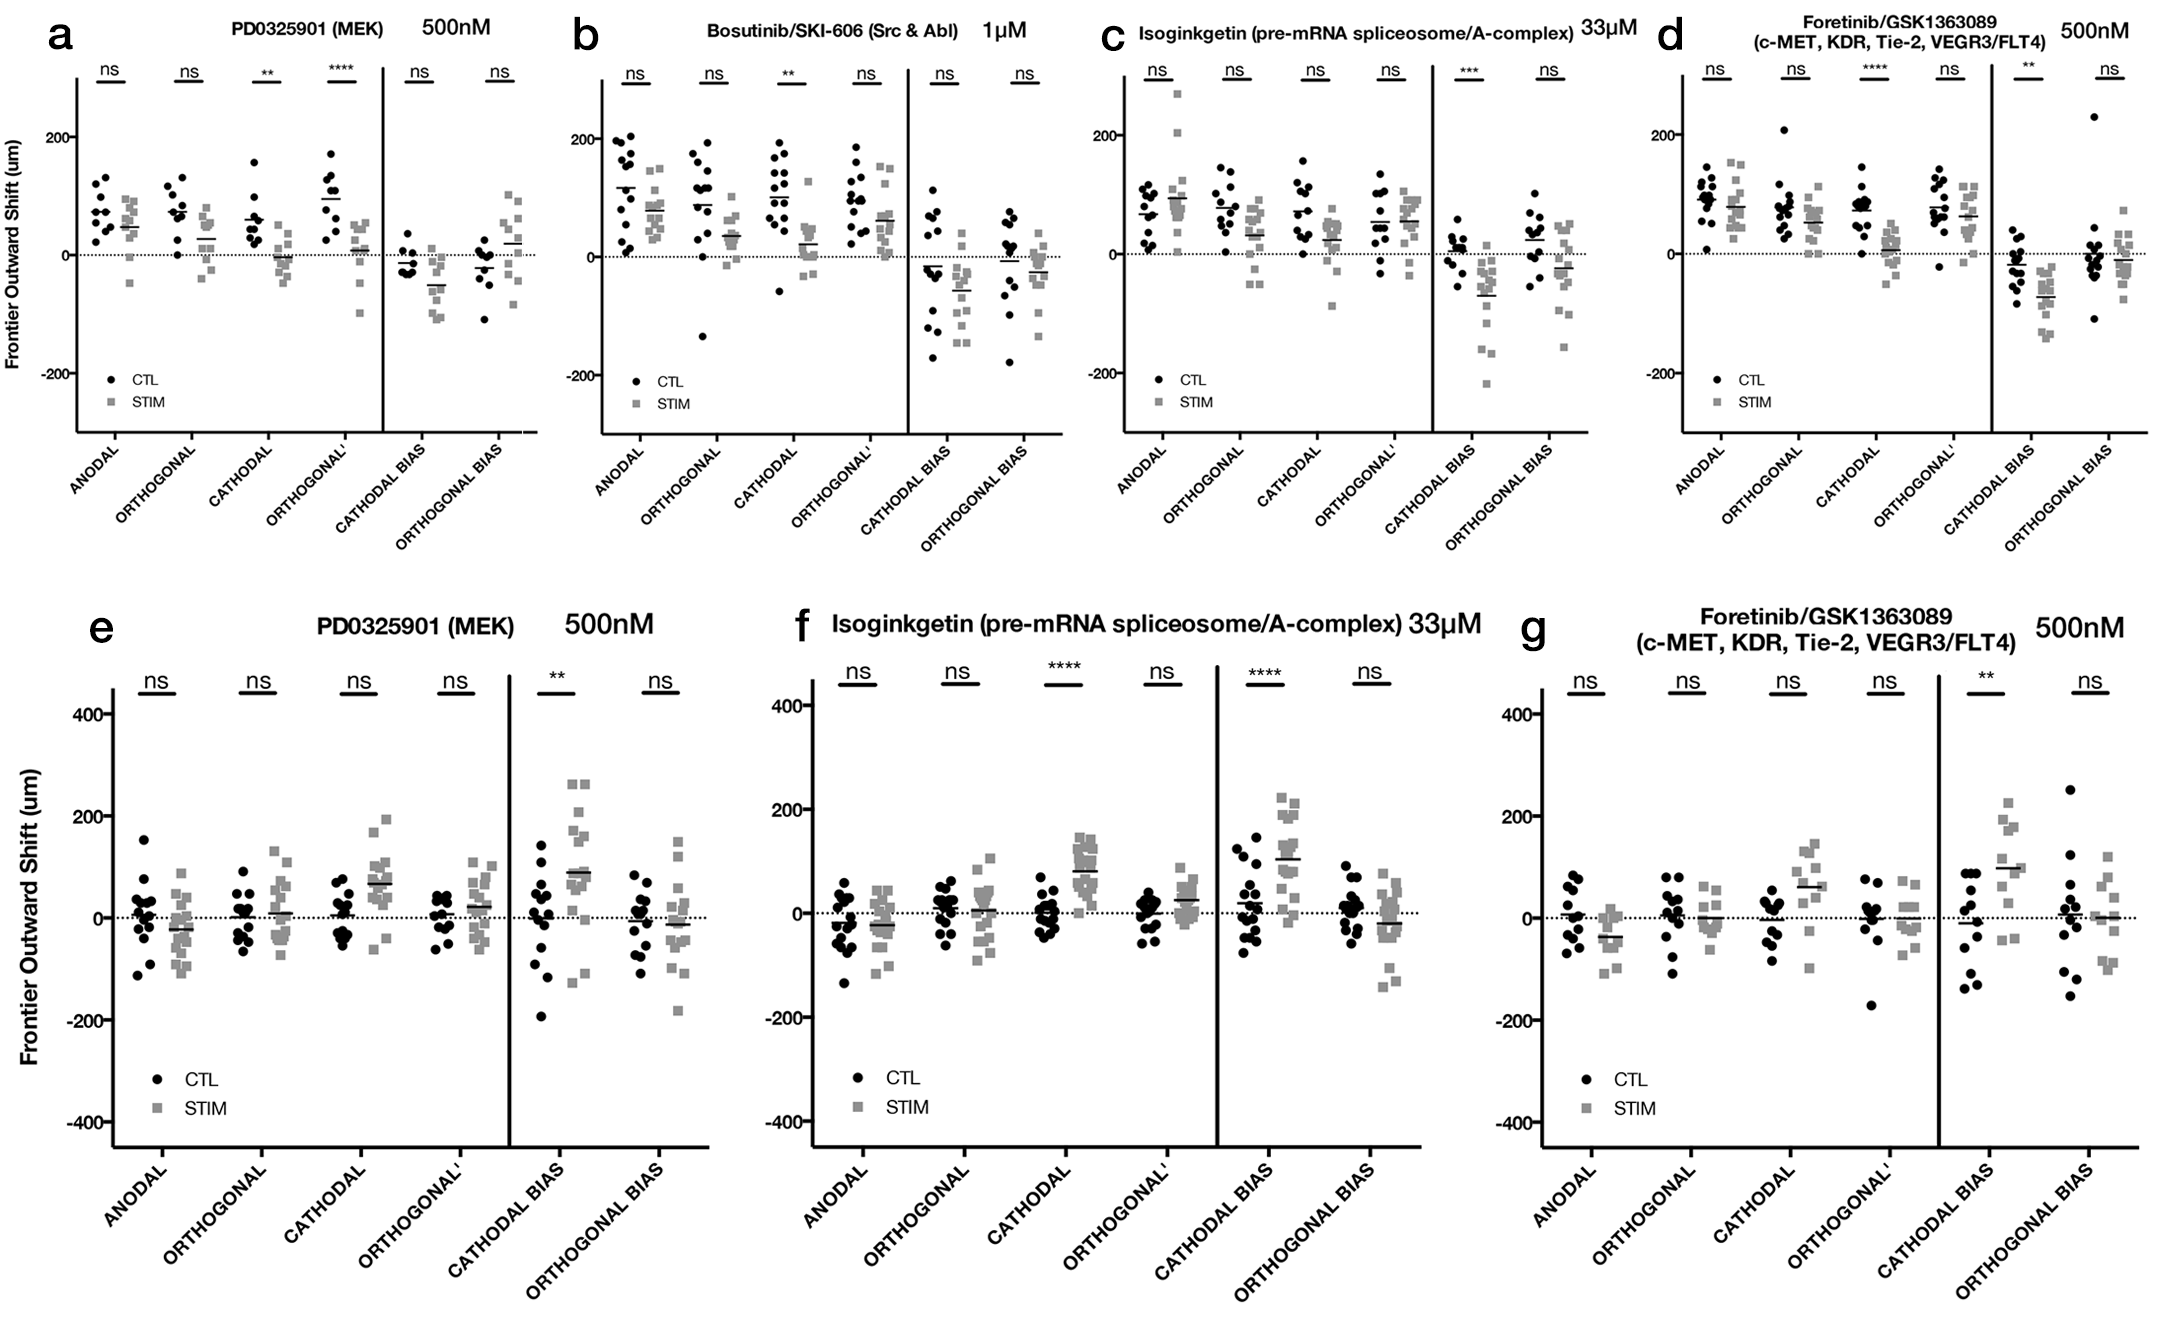
**

Supplementary Figure S9. Effect of Additional inhibitors on DAOY (a-d) and U87mg (e-g) spheroidal aggregates undergoing electrotaxis. 24h hours after dcEF (stim) or controls without dcEF (CTL); (a) PD0325901 (500 nM) **p=0.0058, ****p<0.0001 (CTL, n=9; STIM, n=11); (b) Bosutinib (1 μM) **p=0.0035 (CTL, n=14; STIM, n=14); (c) Isoginkgetin (33 μM) ***p=0.0006 (CTL, n=12; STIM, n=16); (d) Foretinib (500 nM) **p=0.0016, ****p<0.0001 (CTL, n=15; STIM, n=16); (e) PD0325901 (500 nM) **p=0.0015 (CTL, n=14; STIM, n=17); (f) Isoginkgetin (33 μM) ****p<0.0001 (CTL, n=17; STIM, n=20); (g) Foretinib (500 nM) **p=0.0013 (CTL, n=12; STIM, n=11); ns=not significant; Two-way ANOVA, Holm-Sidak post-hoc.

Supplementary Table S1. qRT-PCR primers for candidate electrotaxis genes

| **GENE** | **NCBI Refseq** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- | --- |
| AKT1 | NM_005163.2 | CACACACTCACCGAGAACC | TCGTGGGTCTGGAAAGAGTA |
| CCL2 | NM_002982.3 | TAGCAGCCACCTTCATTCCC | CCTCTGCACTGAGATCTTCCTA |
| CDC42 | NM_001791.3 | GGTGGAGAACCATATACTCTTGG | GGATAACTCAGCGGTCGTAAT |
| EGFR | NM_005228.3 | GCAGTGACTTTCTCAGCAACA | TTGGGACAGCTTGGATCACA |
| FGF2 | NM_002006.4 | TGCTAACCGTTACCTGGCTA | AAGAAACACTCATCCGTAACACA |
| FLT1 | NM_001159920.1 | TAGCTGGCAAGCGGTCTTAC | GCAGATTTCTCAGTCGCAGGTA |
| FRK | NM_002031.2 | TGTCAAGCTGGGGAAACCA | TCCCATTGGTCCACGGTTTTA |
| FYN | NM_153047.1 | GAGCCCATCTACATCGTCAC | TTCAGAGCTCTTCCTTCTCCA |
| IPCEF1 | NM_001130700.1 | TCAGAAGCCCAGGAGGAAA | GCATGGCCCAGATCTTTACA |
| MAPK1 | NM_002745.4 | TTGGTACAGGGCTCCAGAAA | TCTGCCAGAATGCAGCCTA |
| MAPK14 | NM_001315.2 | GGCTCCTGAGATCATGCTGAA | ACAGCTCGGCCATTATGCA |
| MAPK3 | NM_002746.2 | GAAGATCAGCCCCTTCGAACA | GCAGCAGGATCTGGATCTCC |
| MAPK8 | NM_002750.2 | TCTCCAACACCCGTACATCA | CCCTTTCATCTAACTGCTTGTCA |
| MMP1 | NM_001145938.1 | CACCTTCAGTGGTGATGTTCA | GCTGGACAGGATTTTGGGAA |
| MMP9 | NM_004994.2 | AGTGGCACCACCACAACA | GCAAAGGCGTCGTCAATCA |
| PIK3CA | NM_006218.2 | CTGCAGTTCAACAGCCACAC | ACAGGTCAATGGCTGCATCA |
| PRKACA | NM_002730.3 | AAGGAGACCGGGAACCACTA | AGGGTGTGTTCGATCTGTTTCA |
| PRKCA | NM_002737.2 | ACCATCCGCTCCACACTAAA | AGTCGTCGGTCTTTGTCTGAA |
| PTEN | NM_000314.4 | CCAGACATGACAGCCATCA | AGTCTTTCTGCAGGAAATCCC |
| RAC1 | NM_018890.3 | TCACCTATCCGCAGGGTCTA | GCCGAGCACTCCAGGTATTTTA |
| RHOA | NM_001664.2 | GTGCCCACAGTGTTTGAGAA | TGTGTCCCACAAAGCCAAC |
| SGK1 | NM_001037.4 | CTTGGGCTACCTGCATTCAC | TGTGTCCCTGTGAATCTAGCA |
| SOD2 | NM_001024465.1 | AGGAACGGGGACACTTACAA | TCAATCCCCAGCAGTGGAATA |
| VEGFC | NM_005429.2 | GCCAACCTCAACTCAAGGAC | GCATGCATTGAGTCTTTCTCCA |
| **HOUSEKEEPING GENES** | |  |  |
| GAPDH | NM_002046.4 | GAACGGGAAGCTTGTCATCAA | ATCGCCCCACTTGATTTTGG |
| IPO8 | NM_001190995.1 | TTCAGTGCAAAGGAAGGGGAA | ACCCCTCGAGTTAATCTCTCCA |
| RPL13A | NM_012423.3 | GAGGCCCCTACCACTTCC | GCCGTCAAACACCTTGAGAC |
| SDHA | NM_004168.2 | ACATCGGAACTGCGACTCA | TTCTTGCAACACGCTTCCC |
| TBP | NM_001172085.1 | TGCCCGAAACGCCGAATATA | CGTGGTTCGTGGCTCTCTTA |

Supplementary Table S2. Motility qRT-PCR Genes grouped by functional category (primer sequences not provided by SABiosciences)

| **FUNCTION** | **GENES** |
| --- | --- |
| **Chemotaxis** | FGF2, ITGB2, MAPK1, MYH10, MYH9, PLAUR, PLD1, PRKCA, RAC2, TGFB1,VEGFA, WASF2, WIPF1 |
| **Receptors** | EGFR, IGF1R, ITGA4, ITGB1, ITGB2, ITGB3, MET, PLAUR, RHO |
| **Growth Factors** | CSF1, EGF, FGF2, HGF, IGF1, TGFB1, VEGFA |
| **Rho Family GTPases** |  |
| Rho Signaling | ACTR2, ACTR3, ARHGDIA, LIMK1, MSN, MYL9, MYLK, PLCG1, PLD1, PRKCA, PTEN, PTPN1,RHO, RHOA, RHOB, RHOC, RND3, ROCK1, VIM |
| Rac Signaling | ACTR2, ACTR3, BAIAP2, CFL1, CRK, PAK1, PAK4, PLD1, PRKCA, RAC1, RAC2, STAT3, WASF1,WASF2, WAS |
| CDC42 Signaling | ACTR2, ACTR3, CDC42, PFN1, WASF1, WASF2, WASL |
| **Adhesion** |  |
| Cell-Cell Adhesion | DPP4, EGFR, EZR, ITGA4, ITGB1, ITGB2, MSN, MYH9, ROCK1, TGFB1 |
| Cell-Matrix Adhesion | ACTN1, ACTN3, CSF1 (MCSF), ILK, ITGB1, ITGB2, ITGB3, MMP14, PTEN, PTK2B, PXN, RASA1, RHOA |
| Focal Adhesion | ACTN1, ACTN3, ARHGEF7, BCAR1, CAPN1, CAPN2, CAV1, ENAH, ILK, ITGB1, MYL9, PTK2,PTK2B, PXN, TLN1, VASP, VCL |
| Leukocyte Adhesion & Rolling | EZR, ITGA4, ITGB1, ITGB2, MSN, ROCK1 |
| **Integrin-Mediated Signaling** | BCAR1, ILK, ITGA4, ITGB1, ITGB2, ITGB3, MYH9, PTK2 |
| **Cellular Projections** |  |
| Filopodia | BAIAP2, CDC42, DIAPH1, EGFR, ENAH, EZR, MSN, RDX, SVIL, VASP |
| Lammelipodia | CTTN, DPP4, EGFR, ENAH, FAP, PIK3CA, PLD1, PTK2, PXN, RDX, SVIL, VASP, VCL,WASF1, WASF2, WASL |
| Stress Fibers | ACTN4, DIAPH1, MYH10, MYH9, RHOA, RHOB, RHOC |
| Membrane Blebs | ACTN1, ACTN3, ACTN4, EZR, MYH10, MYH9, MYLK, RND3, ROCK1 |
| Invasive Projections | ACTR2, ACTR3, ARF6, CDC42, CFL1, CTTN, DPP4, EGF, EZR, FAP, MMP14, MMP2, MMP9, MSN, MYH9, PLAUR, RAC2, RASA1, SH3PXD2A, SRC, SVIL, TGFB1,VEGFA, WASL, WIPF1 |
| Growth Cones | ARHGEF7, CDC42, CFL1, PTK2B |
| Membrane Ruffles | ACTR2, ACTR3, ARF6, BAIAP2, BCAR1, CTTN, DIAPH1, EZR, ITGB1, MYH9, RAC1, RAC2,RDX, RHOA, TLN1, WASF2 |
| **Cell Polarity** | CDC42, CFL1, EZR, IGF1R, ILK, MYH9 |
| **Proteolysis** | AKT1, CAPN1, CAPN2, DPP4, FAP, HGF, MMP14, MMP2, MMP9, MYH9, PLAUR, TIMP2 |

Supplementary Table S3. TRANSFAC transcription factor motifs significantly over-represented

| **U87 only**  EHF  ELK1  ETS1  ETV5  ETV7  FOXC1  PSF | **DAOY only**  AHR  BARHL2  c-ETS1  CDX2  CHD2  Churchill  DP2  E2F3  ELF2  ELK4  ER71  ERG  ERM  FOXJ2  GABPA  GR  HMX3  HNF1B  HOXA13  HOXA9  LHX3  MSX1  NRF1  OCT4  PAX6  PET1  REX1  RNF96  SP1  SP3  TEF3  TEL1  ZBTB7C | **Both U87 & DAOY**  CPBP  DP1  E2F  E2F1  E2F4  EGR1  ELF1  ELF4  ER81  ETF  FLI1  RB  SP2  SP6  ZF5 |
| --- | --- | --- |

Supplementary Table S4. Literature and Data used to determine experimental doses for pharmacological inhibitors. Note, when available, prior data specific for U87mg or DAOY cells was used. *data from Sigma-Aldrich; †reported full target inhibition; ‡50 nM for HER2 IC50; NR: not reported

| **Drug** | **in vitro IC50 (from SelleckChem)** | **Previous in vitro use** | **Reference** |
| --- | --- | --- | --- |
| Isoginkgetin | 30 uM* | 33um in HEK | [58] |
| AZD8931 | 4 nM | 0.001-10 uM in various | [73] |
| OSI-906 | 1 uM† | 0.02-0.8 uM in various | [74] |
| Bosutinib | 100 nM | 250 nM in MDA | [75] |
| KU-0063794 | 30 nM | 5 uM in U373 | [76] |
| MK-2206 | NR | 1-10uM in U87 | [77] |
| Foretinib | 0.4-165 nM | .5-2.5uM in DAOY | [78] |
| PD0325901 | 2-123 nM | 0.1-1uM in various | [79] |
| LY294002 | 0.38-45 uM | 20 uM in U87/U251 | [23] |
| BEZ235 | 75 nM | 0.001-0.1uM in U87 | [80] |
| Rapamycin | 0.1nM-1uM | 100 nM in U87 | [81] |
| Erlotinib | 20 nM-20uM | 1-10uM in U87 | [82] |
| CZC24832 | 1.5uM | 1 uM in Multiple myeloma cells | [83] |
| Mubritinib | 0.1uM-25uM | 0.25-1 uM in AML cells | [84] |
| Y-27632 | 0.3-1uM | 10 uM in DAOY | [85] |
| AZ5104 | 2.6-80 nM‡ | 3-80 nM in Lung Cancers | [86] |
|  |  |  |  |
|  |  | |  |
|  |  | |  |
|  |  | |  |
|  |  |  |  |

**REFERENCES**

1. Hickinson, D. M., Klinowska, T., Speake, G., Vincent, J., Trigwell, C., Anderton, J., Beck, S., Marshall, G., Davenport, S., Callis, R. & Mills, E. AZD8931, an equipotent, reversible inhibitor of signaling by epidermal growth factor receptor, ERBB2 (HER2), and ERBB3: a unique agent for simultaneous ERBB receptor blockade in cancer. *Clinical Cancer Research* **16**(4), 1159-1169 (2010).
2. Mulvihill, M. J., Cooke, A., Rosenfeld-Franklin, M., Buck, E., Foreman, K., Landfair, D., O’Connor, M., Pirritt, C., Sun, Y., Yao, Y. & Arnold, L. D. Discovery of OSI-906: a selective and orally efficacious dual inhibitor of the IGF-1 receptor and insulin receptor. *Future medicinal chemistry* **1**(6), 1153-1171 (2009).
3. Vultur, A., Buettner, R., Kowolik, C., Liang, W., Smith, D., Boschelli, F., & Jove, R. SKI-606 (bosutinib), a novel Src kinase inhibitor, suppresses migration and invasion of human breast cancer cells. *Molecular Cancer Therapeutics* **7**(5), 1185-1194 (2008).
4. Fan, Q. W., Cheng, C., Hackett, C., Feldman, M., Houseman, B. T., Nicolaides, T., ... & Shokat, K. M. Akt and autophagy cooperate to promote survival of drug-resistant glioma. *Science signaling* **3**(147), ra81 (2010).
5. Jin, R., Nakada, M., Teng, L., Furuta, T., Sabit, H., Hayashi, Y., Demuth, T., Hirao, A., Sato, H., Zhao, G. & Hamada, J. I. Combination therapy using Notch and Akt inhibitors is effective for suppressing invasion but not proliferation in glioma cells. *Neuroscience letters* **534**, 316-321 (2013).
6. Faria, C. C., Golbourn, B. J., Dubuc, A. M., Remke, M., Diaz, R. J., Agnihotri, S., Luck, A., Sabha, N., Olsen, S., Wu, X. & Garzia, L. Foretinib is effective therapy for metastatic sonic hedgehog medulloblastoma. *Cancer research* **75**(1), 134-146 (2015).
7. See, W. L., Tan, I. L., Mukherjee, J., Nicolaides, T., & Pieper, R. O. Sensitivity of glioblastomas to clinically available MEK inhibitors is defined by neurofibromin 1 deficiency. *Cancer research* **72**(13), 3350-3359 (2012).
8. Liu, T. J., Koul, D., LaFortune, T., Tiao, N., Shen, R. J., Maira, S. M., Garcia-Echevrria, C. & Yung, W. A. NVP-BEZ235, a novel dual phosphatidylinositol 3-kinase/mammalian target of rapamycin inhibitor, elicits multifaceted antitumor activities in human gliomas. *Molecular cancer therapeutics* **8**(8), 2204-2210 (2009).
9. Takeuchi, H., Kondo, Y., Fujiwara, K., Kanzawa, T., Aoki, H., Mills, G. B., & Kondo, S. Synergistic augmentation of rapamycin-induced autophagy in malignant glioma cells by phosphatidylinositol 3-kinase/protein kinase B inhibitors. *Cancer research* **65**(8), 3336-3346 (2005).
10. Fan, Q. W., Cheng, C. K., Nicolaides, T. P., Hackett, C. S., Knight, Z. A., Shokat, K. M., & Weiss, W. A. A dual phosphoinositide-3-kinase α/mTOR inhibitor cooperates with blockade of epidermal growth factor receptor in PTEN-mutant glioma. *Cancer research* **67**(17), 7960-7965 (2007).
11. Piddock, R. E., Loughran, N., Marlein, C. R., Robinson, S. D., Edwards, D. R., Yu, S., Pillinger, G. E., Zhou, Z., Zaitseva, L., Auger, M. J. & Rushworth, S. A. PI3K-[delta] and PI3K-[gamma] isoforms have distinct functions in regulating pro-tumoural signalling in the multiple myeloma microenvironment. *Blood cancer journal* **7**(3), e539 (2017).
12. Ufkin, M. L., Peterson, S., Yang, X., Driscoll, H., Duarte, C., & Sathyanarayana, P. miR-125a regulates cell cycle, proliferation, and apoptosis by targeting the ErbB pathway in acute myeloid leukemia. *Leukemia research* **38**(3), 402-410 (2014).
13. Coniglio, S. J., Zavarella, S., & Symons, M. H. Pak1 and Pak2 mediate tumor cell invasion through distinct signaling mechanisms. *Molecular and cellular biology* **28**(12), 4162-4172 (2008).
14. Cross, D. A., Ashton, S. E., Ghiorghiu, S., Eberlein, C., Nebhan, C. A., Spitzler, P. J., Orme, J. P., Finlay, M. R. V., Ward, R. A., Mellor, M. J. & Hughes, G. AZD9291, an irreversible EGFR TKI, overcomes T790M-mediated resistance to EGFR inhibitors in lung cancer. *Cancer discovery* **4**(9), 1046-1061 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

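RNA was measured in 18 samples of electrotaxis channels holding spheroidal aggregates of U87 mg or DAOY, 3 for each combination of cell line and exposure (0, 2 or 8 h at 250 V/m). The authors deposited one table for the whole series, with an estimated count and a TPM value per transcript and sample from Kallisto, run with 100 bootstraps on the GENCODE 24 transcripts, and with the p-value, q-value and log2 fold change of each of their 4 Sleuth comparisons. All columns of per-sample values could be assigned to a sample by name. In the values deposited by the authors, the q-values follow from the p-values by Benjamini-Hochberg adjustment, and the log2 fold change is the log2 ratio of the mean TPM of both groups without a pseudocount. Whether Kallisto was run with its strand option is not stated in the paper's text, so counts of genes that overlap on opposite strands are uncertain, as are counts of near-identical paralogs and of transcripts of one gene that share exons.

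From these values the following was computed. Estimated counts were rounded to whole numbers, transcripts were filtered with edgeR's filterByExpr, libraries were scaled by TMM, and each cell line's 9 samples were fitted with glmQLFit and tested with glmQLFTest (edgeR 4.0.16 in R 4.3.3), 2 h against 0 h and 8 h against 0 h. A transcript was called at an FDR below 0.05 and an absolute log2 fold change of at least 1. Standard errors given with edgeR were computed back from the test, as the absolute log2 fold change over the square root of its F statistic. For transcripts with a group near 0 counts they are a poor guide to precision. The difference of the 8 h changes between cell lines was tested as an interaction in a fit of all 18 samples at an FDR below 0.05. Lists of genes were tested on gene-level sums with camera from limma 3.58.1. Other tools were DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Gene names and coordinates came from GENCODE 29 on GRCh38, joined by transcript identifier, while the authors used GENCODE 24.

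Before the data were examined, the sample groups, the tests and thresholds, the 19 gene lists, the rule for naming genes and these alternatives were fixed: DESeq2, limma on log2(TPM + 1) and on log2(TPM + 0.1), no filter, at least 10 counts in every sample, at least 5 counts in at least 47% of the samples, the replicate number as a block, only the 6 samples compared, all 18 samples in one fit, the FDR alone, gene-level sums, each replicate left out in turn and, for lists, fry, an estimated inter-gene correlation and the most abundant transcript of each gene. The rule for naming covered each gene that the paper names with its RNA-SEQ results in the text or in Fig. 4, up to 5 further transcripts called in each direction and comparison, of which there were 0, and members of the lists. Which members of the lists, and which lists, are described singly was decided after their values were seen. The fits called 0 transcripts, and only after that were gene-level sums made results of their own with all alternatives, edgeR's robust dispersion, the removal of a GC trend from each library and the thinning of all libraries to one total added, and the correlation computed over the transcripts that the authors' deposited table gives for both cell lines.

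Of the 19 lists, 18 entered the set tests. The candidate list of the paper's Supplementary Table S1 was also run but then left out, because the copy held fewer genes than the paper states, and it had passed the threshold in 0 comparisons. The lists of motility and focal adhesion genes came from Supplementary Table S2, those of PI3K, AKT and mTOR components from Fig. 5, and those of inhibitor targets from Table 2. Lists of ErbB receptors and ligands, of MAPK, chemokine, SRSF, hnRNP and ribosomal protein genes were made from gene symbols, the mitochondrial list from the genes of the mitochondrial genome, and the lists of nuclear-detained, immediate early, YAP/TAZ target, hypoxia, heat shock, stress response and circadian genes from general knowledge. Gene set collections and the supplementary tables of pathways and gene sets, held only in part, were not used here.

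The scripts were tested on simulated counts with the real means and library sizes and 200 changed features, all changed by more than the log2 threshold of the calls. For genes, edgeR called 186 of the changed genes in U87 mg with 4 unchanged ones, and 160 in DAOY with 17 unchanged ones. With a small fixed dispersion, it called 175 of the changed transcripts in U87 mg and 176 in DAOY. The estimated counts carry no molecular identifiers, so floors of 3 counts and statements about depth cover counting error only. Folds against a group with all replicates at or under 3 counts are given as lower bounds.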

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

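The test of reads moving between transcripts of one gene and the other splits for genes were chosen only after the results were seen.

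For 7 transcripts the change at 8 h differed between DAOY and U87 mg by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fitted difference, DAOY minus U87 mg on the log2 scale, was 8.12 for KIF20B (ENST00000371728), -8.42 for RBM26 (ENST00000622611), 6.40 for TGFBR2 (ENST00000295754), 8.36 for RRN3 (ENST00000429751), 8.86 for ETNK1 (ENST00000538218), -3.30 for ZNF25 (ENST00000302609) and 8.297 for RABGGTB (ENST00000461653). For 5 of them one group lay at or under 3 counts, so the fitted values are no bounds. KIF20B in DAOY at 8 h was at least 12.5-fold higher, RRN3 at least 27.5-fold higher, RABGGTB at least 13.1-fold higher and RBM26 at least 9.58-fold lower, and in U87 mg ETNK1 was at least 13.5-fold lower. The sums over all transcripts of these genes differed between the lines by 0.21 (KIF20B), -0.08 (RBM26), 0.55 (TGFBR2), -0.39 (RRN3), -0.42 (ETNK1), -1.07 (ZNF25) and 0.15 (RABGGTB), and 0 of them passed the threshold of the same test. A reassignment of reads between transcripts of one gene could give this pattern. A real switch between transcripts gives it too, and was not tested separately. In 3 of 25 splits drawn of the samples, the real one included, as many transcripts passed. Without replicate 0 or replicate 1 of U87 mg at 8 h, 1 transcript passed. With the replicate number as a block or with at least 10 counts in every sample, 0 passed, against 448 with DESeq2.

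For 2 genes the sums differed between the lines at 8 h, BDNF by 2.07 and KRT80 by 2.31 on the log2 scale. BDNF went from 40.2 ± 2.49 to 27.4 ± 1.16 CPM (SD, n = 3) in U87 mg and from 4.95 ± 0.95 to 13.7 ± 1.73 in DAOY. KRT80 went from 0.64 ± 0.26 to 3.14 ± 0.80 CPM in DAOY. Both of these 2 genes passed again, among 109, after a GC trend had been removed from each library, which argues against that trend as the whole cause. Still, 2 of 25 splits, the real one included, gave as many genes, 1 of them 112 genes, and 1 gene was left without replicate 1 or 2 at 8 h of either line, without replicate 2 at 0 h of either line or without replicate 1 of U87 mg at 0 h. Without replicate 0 or 1 of DAOY at 0 h, KRT80 was lost too. BDNF passed in every fit that left out 1 replicate. With the replicate number as a block, 0 genes passed. BDNF then had an adjusted p of 0.0552 and KRT80 of 0.0588 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With at least 10 counts in every sample 1 gene passed, and with DESeq2 81. A different response of the cell lines stays open as an untested explanation.

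Among the genes called from gene-level sums at 8 h, 62 in U87 mg (16 higher and 46 lower) and 354 in DAOY (128 higher and 226 lower) had no transcript past both criteria in the authors' deposited table, and 59 and 347 had none with a q-value below 0.05 there. A difference in depth between the groups is argued against by counts thinned to one total, which gave 75 called genes in U87 mg and 475 in DAOY, 62 and 435 of them shared with the counts as deposited. A GC trend of each library is argued against as the whole cause by its removal, after which 159 and 703 genes were called, 80 and 439 of them shared. Both counts rest on single replicates. Without replicate 2 of U87 mg at 8 h, 0 genes were called in U87 mg (1339 at an unadjusted p under 0.05), and without replicate 1 of DAOY at 8 h, 31 in DAOY. In each line 1 of the 10 splits of the 6 samples, the real one, gave as many called genes, which is the smallest share that 3 against 3 allows. Time in the channel and the field changed together and cannot be told apart, since 0 libraries were held for 8 h without the field.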

How the results depend on the processing

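The alternatives with a GC trend removed, edgeR's robust dispersion and all alternatives of gene-level sums were chosen only after the results were seen. The cause of a change was not tested unless it is given.

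The number of differentially expressed transcripts, 0 in each comparison, rose under several alternatives. In the order U87 mg 2 h, U87 mg 8 h, DAOY 2 h and DAOY 8 h, DESeq2 called 235, 342, 176 and 1215, limma on log2(TPM + 1) called 22, 10, 8 and 13, limma on log2(TPM + 0.1) called 37, 21, 25 and 75, no filter called 2, 2, 3 and 10, and all 18 samples in one fit called 2, 16, 6 and 285. Among transcripts with at least 10 counts in every sample, 3 were called in U87 mg at 8 h and 207 in DAOY at 8 h, and gene-level sums gave 86 and 479. Leaving out 1 replicate gave from 0 to 6 in U87 mg at 2 h and 0 in the other 3 comparisons. The Sleuth-like filter of at least 5 counts in at least 47% of the samples, only the 6 samples compared, the robust dispersion and the FDR alone called 0.

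The number of genes called from gene-level sums in U87 mg at 2 h was 0, but 3 with DESeq2, 1 with either limma setting, 73 with no filter, 2 with only the 6 samples compared, and from 0 to 71 with 1 replicate left out (71 without replicate 0 at 0 h). U87 mg at 8 h had 86, but 1 with either limma setting, 253 with no filter (83 higher), 0 with only the 6 samples compared (1770 at an unadjusted p under 0.05), 231 by the FDR alone, 159 after removal of the GC trend (42 higher), and from 0 to 133 with 1 replicate left out. DAOY at 2 h had 0, but 1 with DESeq2 and 96 with no filter. DAOY at 8 h had 479 (181 higher), but 318 with limma on log2(TPM + 1) (82 higher, against 90 of 365 with log2(TPM + 0.1)), 897 with no filter (404 higher), 179 with only the 6 samples compared (83 higher), 722 with all 18 samples, 897 by the FDR alone, and from 31 to 394 with 1 replicate left out (31 without replicate 1 and 65 without replicate 2 at 8 h).

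Transcripts whose change differed between the lines numbered 7, but 448 with DESeq2, 0 with at least 10 counts in every sample, 2 as gene-level sums, and from 1 to 14 with 1 replicate left out. Such genes numbered 2, but 81 with DESeq2, 1 with at least 10 counts in every sample, 109 after removal of the GC trend, and from 1 to 4 with 1 replicate left out. Transcripts called at 8 h in both lines numbered 0, but 63 with DESeq2, 1 with at least 10 counts in every sample, 5 with all 18 samples and 37 as gene-level sums. Genes called in both lines numbered 37, but 0 with either limma setting and with only the 6 samples compared, 97 with no filter (86 in the same direction), 102 by the FDR alone (101 in the same direction), 56 after removal of the GC trend, and from 0 to 35 with 1 replicate left out (0 without replicate 2 of U87 mg at 8 h). Of the 72 pairs of list and comparison, 20 passed with camera, 2 with fry, 0 with an estimated correlation and from 16 to 22 with 1 replicate left out. The Pearson coefficient over the 39 transcripts stayed between 0.9252 and 0.9495 with 1 replicate left out.

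Within a cell line, most replicates with the same number did not deviate together. The correlation of their deviations from the group means lay between -0.32 and 0.471 and was above 0.1 for 3 of 12 pairs. The GC trend of each library was not removed first and could hide a pairing. For replicate 0 of DAOY its Spearman coefficient went from -0.767 at 0 h to 0.411 at 8 h. Whether the numbers pair the samples within a line therefore stays open, and across the lines this correlation was not computed. Along GC content, libraries of the same time and number deviated in the same direction in both lines, except replicate 1 at 2 h. Its Spearman coefficients were 0.092 in U87 mg and -0.142 in DAOY, against -0.729 and -0.767 for replicate 0 at 0 h. A pairing across the lines stays open too. The interaction test does not allow for it without a block, nor with one, since the block was fitted within each line. With the replicate block, 0 transcripts were called in each comparison, 53 genes were called in U87 mg at 8 h and 322 in DAOY at 8 h, 14 genes were called in both lines, 0 transcripts and 0 genes differed between the lines, and 21 list pairs passed. In this fit MDM4 changed by -0.044 in DAOY at 8 h and KRT80 by 0.001 in U87 mg at 8 h as gene-level sums, against 0.01 and -0.01 without the block, and MET (0.983) and CTGF (adjusted p = 0.0598 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not called in DAOY at 8 h.

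Directions were reversed for few results. The TGFBR2 transcript of DAOY at 2 h had -0.028 and the MDM4 transcript of DAOY at 8 h 0.01 as gene-level sums, which include the other transcripts of these genes. The gene-level sum of MDM4 was -0.89 and -0.93 on log2(TPM + 1) and log2(TPM + 0.1), -0.007 with no filter, and from -0.323 to 0.212 with 1 replicate left out. The gene-level sum of TGFBR2 in DAOY at 2 h was 0.049 and 0.051 on the same TPM scales, 0.002 after removal of the GC trend and from -0.213 to 0.094 with 1 replicate left out. IGF1R in DAOY at 8 h was -0.003 and -0.004 on these scales. With 1 replicate left out, KRT80 in U87 mg at 8 h ranged from -0.149 to 0.110 (0.034 with all samples after removal of the GC trend) and MET in U87 mg at 8 h from -0.008 to 0.209. The PI3K list in U87 mg at 8 h reversed with the most abundant transcript of each gene (adjusted p = 0.808 by camera with Benjamini-Hochberg adjustment). With 1 replicate left out the direction of 5 lists reversed in 1 or 2 of 6 fits, with these adjusted p-values by camera with Benjamini-Hochberg adjustment. Heat shock genes in DAOY at 2 h reversed at 0.338 and 0.991 (range over the 6 fits 0.217 to 0.991), ribosomal protein genes in DAOY at 2 h at 0.937 (1.06e-09 to 0.937), chemokine genes in DAOY at 8 h at 0.56 (0.00736 to 0.76), the PI3K list in U87 mg at 8 h at 0.789 (0.683 to 0.834) and SRSF genes in DAOY at 8 h at 0.934 and 0.962 (0.14 to 1.0).

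For the named transcripts, genes and lists, 745 values over the alternatives kept direction and side of the threshold, 67 became weaker, 89 stronger and 14 reversed. With 1 replicate left out, 522 kept both, 46 became weaker, 8 stronger and 18 reversed.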

Differences from the paper's values

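No test in this part was chosen to meet the paper's values, and the correlation over transcripts of the authors' deposited table and the gene-level sums as results of their own were chosen only after the results were seen. The tests fixed before the data were examined called 0 transcripts, so they give no ratio, no protein coding share and no correlation of called transcripts.

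The paper shows about 13 differentially expressed transcripts for U87 mg at 2 h in Fig. 4e, read by eye, against 0 here. None of the alternatives set before the data were examined came within 1.5 times of it, with 235 for DESeq2, 22 and 37 for limma on log2(TPM + 1) and log2(TPM + 0.1), 2 for no filter, 2 for all 18 samples and 0 for the others, apart from 6 without replicate 0 at 2 h. The paper shows about 7 for DAOY at 2 h in Fig. 4f, read by eye, against 0 here. Limma on log2(TPM + 1) with 8 and all 18 samples in one fit with 6 came within 1.5 times, each sharing 1 transcript with the authors' deposited table, and DESeq2 with 176, limma on log2(TPM + 0.1) with 25, no filter with 3 and the other alternatives with 0 did not.

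For the ratio of DAOY to U87 mg at 8 h, settings near the paper's value were DESeq2 (3.55), limma on log2(TPM + 0.1) (3.57), no filter (5) and, for genes, gene-level sums (5.57), while limma on log2(TPM + 1) (1.3), at least 10 counts in every sample (69) and all 18 samples (17.81) were not. Under settings of the gene-level fit that were chosen after the values had been seen, the ratio was also near it with the robust dispersion (5.48), DESeq2 (5.12), no filter (3.55), at least 10 counts in every sample (5), at least 5 counts in at least 47% of the samples (5.38), the replicate block (6.08), the FDR alone (3.88), removal of a GC trend from each library (4.42) and counts thinned to one total (6.33), and not with limma on log2(TPM + 1) (318), limma on log2(TPM + 0.1) (365) or all 18 samples (10.78). With 1 replicate left out it was from 0.36 to 95.8, with 4.52 and 4.58 without replicates 0 and 1 of DAOY at 0 h. The protein coding share lay near the paper's with at least 10 counts in every sample (74.3%) and all 18 samples (79.3%), at 70% with DESeq2. The transcripts called in both lines had a Pearson coefficient of 0.7879 with DESeq2, 0.9879 with all 18 samples and 0.9273 as gene-level sums.

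Of the 376 transcripts past both criteria in the authors' deposited table, DESeq2 called 349 among its 1968, all 18 samples in one fit 170 of 309, at least 10 counts in every sample 136 of 210, limma on log2(TPM + 0.1) 34 of 158, no filter 12 of 17, limma on log2(TPM + 1) 9 of 53 and the fit without replicate 0 of U87 mg at 2 h 1 of 6. Of the transcripts named, DESeq2 called all except EGR1, DDIT4, ZNF623 and CYB561D1. Settings other than DESeq2 called TGFBR2 in DAOY at 2 h (both limma settings, no filter, all 18 samples), LUC7L3 in U87 mg at 8 h (both limma settings, no filter, at least 10 counts, all 18 samples), SRSF5 in U87 mg at 8 h (both limma settings, at least 10 counts), PRMT6 and KIAA0907 in U87 mg at 8 h (all 18 samples, gene-level sums) and NEAT1 and CHORDC1 in U87 mg at 8 h (gene-level sums). For DAOY at 8 h they called KIAA0907 and FUBP1 (limma on log2(TPM + 0.1), no filter, at least 10 counts, all 18 samples, gene-level sums), IVNS1ABP (both limma settings, no filter, at least 10 counts, all 18 samples), PRMT6, SRSF8, RSRP1 and CYR61 (at least 10 counts, all 18 samples, gene-level sums), AJUBA (these and limma on log2(TPM + 0.1)), SRSF5 and SRSF3 (at least 10 counts, all 18 samples) and SRSF11 (these and limma on log2(TPM + 0.1)). As gene-level sums under alternatives chosen after the results were seen, CYR61 in DAOY at 2 h was called with no filter (adjusted p = 2.51e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), DDIT4 in U87 mg at 2 h with no filter (6.65e-20) and without replicate 0 at 0 h (0.0446), and EGR1 in U87 mg at 2 h with no filter (5.08e-16) and with only the 6 samples compared (0.0168), over ranges up to 1, 1 and 0.832.

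Some labels in Fig. 4 differ from the deposited values. In Fig. 4g the row labelled ZNF623 is the darkest, while ZNF623 (ENST00000501748) had a mean of 6.65 TPM at 0 h and NEAT1 (ENST00000616315) one of 272.1 TPM. The row labelled PRMT6 in that panel rises, while the PRMT6 transcript went from 15.3 to 4.66 TPM. In Fig. 4e the row labelled EGR1 falls at 2 h, while the EGR1 transcript went from 13.2 to 39.2 TPM. The labels JUN, CALU and ARID5B in Fig. 4e are not among the transcripts that pass in the authors' deposited table, which has MIR22HG, NEAT1 and PICALM.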

Other observations

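The tests of nuclear RNA, of the GC trend in DAOY at 2 h, of other splits of the 3 against 3 samples and of other splits for lists were chosen only after the results were seen, as were the lists described singly.

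Other splits of the 6 samples of a comparison into 3 and 3 were fitted, 10 with the real one, so a share under 10% cannot be reached and the result cannot be told apart from an accident of grouping by this count alone. As many transcripts with an unadjusted p under 0.05 were found in 3 of 10 splits for U87 mg at 2 h, 2 for U87 mg at 8 h, 7 for DAOY at 2 h and 1 for DAOY at 8 h. As many called genes were found in 10 of 10 splits for U87 mg at 2 h and DAOY at 2 h, where 0 were called, and in 1 of 10 at 8 h in either line. For the splits, the p-values of the 18 lists by camera were adjusted within one comparison, not over all 72 pairs, and by this adjustment the real split had 2, 5, 3 and 9 lists past the threshold in the order U87 mg 2 h, U87 mg 8 h, DAOY 2 h and DAOY 8 h. As many were found in 8, 6, 8 and 1 of 10 splits in the same order, and the largest other split of DAOY at 8 h had 8.

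Replicates of one condition differed along GC content, with Spearman coefficients between a gene's deviation from the condition mean and its GC content from -0.767 to 0.634 over the libraries, across genes, which are not independent. A GC trend of each library is a candidate explanation for the split that gave more genes than the real one in U87 mg at 8 h, which had 3504 genes with an unadjusted p under 0.05, and after removal of the trend 738, against 3261 for the real split. In U87 mg at 2 h the 3 such splits went from 3412 to 671, from 2577 to 963 and from 1268 to 996, all above the real split, which went from 1231 to 611, and 1 split that had lain below it went from 339 to 860. The excess over the real split shrank for 2 of these 3 splits and grew for the third, so whether the trend is the whole cause cannot be told apart there. In DAOY at 2 h the removal argues against the trend as the whole cause, since 3 of the 6 such splits gave fewer genes after it and 3 gave more, and 4 stayed above the 506 of the real split, the largest with 2175.

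Changes at 8 h were shared by the lines. A chance overlap is argued against by 37 genes called in both where 2.51 were expected, although 0 were left without replicate 2 of U87 mg at 8 h. The expected number takes the lines as independent. At 0 h and 8 h, however, libraries of the same number deviated along GC content in the same direction in both lines. After a GC trend had been removed from each library, 56 genes were called in both. Other deviations common to libraries of the same number were not tested across the lines. A common trend with GC content, length or expression is argued against by the Pearson coefficient across 13046 genes, 0.464 before and 0.473 after the trends were removed. Of 407 genes called in DAOY and tested in both lines, 378 (92.9%) changed in the same direction in U87 mg. Heating of the channel may raise heat shock genes, and these rose in both lines (adjusted p = 5.79e-10 in U87 mg and 0.000245 in DAOY by camera with Benjamini-Hochberg adjustment), but temperature was not analysed here and other stresses raise them too, so heating, hours in the channel (0 libraries held without the field) and the field cannot be told apart.

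Single-exon protein-coding genes fell as a class in U87 mg at 8 h, a hypothesis formed on these data. Their median log2 fold change was -0.34 over 193 genes, with 143 lower (74.1%), against 0.01 for multi-exon genes, and 0 of 10000 random lists matched on expression had a median as low. In DAOY the median was -0.16 over 223 genes, with 139 lower (62.3%), and 19 of 10000 lists were as low, but 2 of 10 splits of the DAOY samples gave a change as large, so this stays open there. GC content is argued against as the whole cause by lists matched on it (0 as low in U87 mg, 8 in DAOY), length likewise (0 and 55), and histone genes by the medians without them (-0.34 and -0.17). Less genomic DNA in the 8 h libraries could lower single-exon genes, and olfactory receptor counts at 8 h were 0.73 times those at 0 h in U87 mg and 0.93 times in DAOY, within the spread of replicates, so this cannot be told apart.

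The nuclear-detained list rose at 8 h in both lines. More nuclear and less cytoplasmic RNA might be behind it, in which case cytoplasmic transcripts of ribosomal protein and mitochondrial genes would fall. In U87 mg the ribosomal protein list did not fall, with a median of 0.152, from 0.057 to 0.204 with 1 replicate left out. Of 10 splits only the real one gave a shift as large, 0.161 relative to all genes, but the largest other gave 0.142. Replicate 0 at 8 h carried most of the shift, with 0.318 relative to all genes against 0.077 in replicates 1 and 2. The predicted fall was thus not seen in U87 mg, but the rise lies too near the replicate spread to argue against a nuclear share. The mitochondrial list of U87 mg, with a median of 0.123 and 10 of 10 splits as large, shows no direction. In DAOY the medians were 0.153 for ribosomal protein genes (0.006 without replicate 0 at 0 h) and 0.551 for mitochondrial genes, but 5 and 3 of 10 splits gave shifts as large, so a nuclear share cannot be told apart there. Retained-intron transcripts against protein coding transcripts of the same 1508 genes had medians of -0.045 in U87 mg and 0.165 in DAOY, and 13 and 3 of 20 directed splits were as high, so a rise of retained introns cannot be told apart from the replicate spread. A biological response of RNA processing stays open and was not tested further.

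For the 27 transcripts of the authors' deposited table with one group at 0 TPM, a reassignment of reads between transcripts of one gene is a candidate explanation, since the gene-level sum was called for 2 of them.

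The remaining lists gave these results by camera with Benjamini-Hochberg adjustment. Ribosomal protein genes were lower in U87 mg at 2 h (16 of 81 higher, adjusted p = 3.64e-06) and higher in U87 mg at 8 h (79 of 81, 0.000245, and 0.145 without replicate 0 at 8 h), in DAOY at 2 h (71 of 82, 1.23e-05, and 0.937 with the direction reversed without replicate 0 at 0 h) and in DAOY at 8 h (74 of 82, 0.0106, 0.791 without replicate 0 at 0 h and 0.132 without replicate 2 at 8 h). Mitochondrial genes were lower in U87 mg at 2 h (1 of 15 higher, 0.0211, 0.615 without replicate 0 at 0 h and 0.101 without replicate 1 at 2 h) and higher in DAOY at 8 h (15 of 15, 3.21e-05), with 0.49 in U87 mg at 8 h and 0.419 in DAOY at 2 h. Immediate early genes were higher in DAOY at 2 h (19 of 23, 1.18e-07, and 0.145 by fry) and 8 h (15 of 23, 0.0059, and 0.065 without replicate 1 at 0 h), with 0.659 and 0.217 in U87 mg at 2 and 8 h. Hypoxia genes were higher in DAOY at 8 h (17 of 17, 8.23e-05, and 0.609 without replicate 2 at 8 h), with 0.595, 0.789 and 0.455 in U87 mg at 2 and 8 h and DAOY at 2 h. Circadian genes had 0.292, 0.49, 0.195 and 0.748 in the order U87 mg 2 h, U87 mg 8 h, DAOY 2 h and DAOY 8 h. Stress response genes were higher in U87 mg at 8 h (9 of 13, 0.0164, 0.133 without replicate 1 and 0.0622 without replicate 2 at 0 h, 0.127 without replicate 0 at 8 h), with 0.598 in U87 mg and 0.0727 in DAOY at 2 h. The hnRNP genes were lower in DAOY at 2 h (5 of 26 higher, 0.0435, with 0.132, 0.272, 0.108 and 0.145 without replicates 0 and 2 at 0 h and replicates 0 and 1 at 2 h), and had 0.60 in U87 mg at 2 h. For heat shock genes in DAOY at 2 h the value was 0.783, for nuclear-detained genes 0.934 in U87 mg and 0.466 in DAOY at 2 h, and for SRSF genes 0.464 and 0.783 there.

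YAP/TAZ target genes, which include CYR61 and AJUBA, were higher in DAOY at 2 h (15 of 23, adjusted p = 0.00455 by camera with Benjamini-Hochberg adjustment, 0.215 without replicate 1 and 0.106 without replicate 2 at 0 h) and 8 h (21 of 23, 8.09e-07), with 0.208 and 0.466 in U87 mg at 2 and 8 h. CTGF (chromosome 6 of GRCh38, 131948176 to 131951373, minus strand), another target, went the other way in DAOY at 8 h, from 195.1 ± 76.2 to 91.3 ± 29.9 CPM (SD, n = 3), a log2 fold change of -1.10 (adjusted p = 0.0478 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost without any 1 of 5 replicates, with adjusted p-values up to 0.167, and in 2 of 12 alternatives (0.0598 and 0.0974). In U87 mg it changed by 0.86 (adjusted p = 0.228), and the difference between the lines was -1.91 (adjusted p = 0.2 for the interaction, 0.0181 with DESeq2 and from 0.0726 to 0.155 under the other alternatives with all samples).

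Over all genes, the number with an FDR below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment against the number adjusted over the list alone was as follows at 8 h. In DAOY these were 2 and 5 for the candidate genes of Supplementary Table S1, 4 and 10 for immediate early genes, 8 and 9 for YAP/TAZ targets, 2 and 3 for hypoxia genes, 3 and 4 for circadian genes, 1 and 3 for mitochondrial genes and 0 and 0 for ribosomal protein genes (2 at an unadjusted p under 0.05). In U87 mg they were 0 and 0 for the candidate genes (2 at an unadjusted p under 0.05), 0 and 5 for immediate early genes (9 at an unadjusted p under 0.05), 1 and 5 for YAP/TAZ targets, 1 and 1 for hypoxia genes, 2 and 3 for circadian genes, 2 and 3 for stress response genes and 0 and 0 for mitochondrial and for ribosomal protein genes (0 at an unadjusted p under 0.05). At 2 h, 0 genes of any list had an FDR below 0.05 over all genes, and adjusted over the list alone there were 1 nuclear-detained, 2 immediate early and 1 hypoxia gene in U87 mg and 2 YAP/TAZ target and 2 stress response genes in DAOY.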
